# Mouse liver assembloids model periportal architecture and biliary fibrosis

**DOI:** 10.1038/s41586-025-09183-9

**Published:** 2025-05-29

**Authors:** Anna M. Dowbaj, Aleksandra Sljukic, Armin Niksic, Cedric Landerer, Julien Delpierre, Haochen Yang, Aparajita Lahree, Ariane C. Kühn, David Beers, Helen M. Byrne, Sarah Seifert, Heather A. Harrington, Marino Zerial, Meritxell Huch

**Keywords:** Mechanisms of disease, Stem cells

## Abstract

Modelling liver disease in vitro requires systems that replicate disease progression^1,2^. Current tissue-derived organoids do not reproduce the complex cellular composition and tissue architecture observed in vivo^3^. Here, we describe a multicellular organoid system composed of adult hepatocytes, cholangiocytes and mesenchymal cells that recapitulates the architecture of the liver periportal region and, when manipulated, models aspects of cholestatic injury and biliary fibrosis. We first generate reproducible hepatocyte organoids with a functional bile canaliculi network that retain morphological features of in vivo tissue. By combining these with cholangiocytes and portal fibroblasts, we generate assembloids that mimic the cellular interactions of the periportal region. Assembloids are functional, consistently draining bile from bile canaliculi into the bile duct. Of note, manipulating the relative number of portal mesenchymal cells is sufficient to induce a fibrotic-like state, independently of an immune compartment. By generating chimeric assembloids of mutant and wild-type cells, or after gene knockdown, we show proof of concept that our system is amenable to investigating gene function and cell-autonomous mechanisms. Together, we demonstrate that liver assembloids represent a suitable in vitro system to study bile canaliculi formation, bile drainage and how different cell types contribute to cholestatic disease and biliary fibrosis in an all-in-one model.

## Abstract (web summary)

An organoid system comprising adult mouse hepatocytes, cholangiocytes and mesenchymal cells recapitulates liver morphology, biliary function and fibrotic pathology, providing a new model for studies of hepatic biology.

## Main

The liver is organized in lobules, hexagonal functional units with a portal region in each corner and a central vein as the mid-point^4^. At the cellular level, the liver is composed of two epithelial cell types: hepatocytes and cholangiocytes, also known as ductal cells, and several stromal, endothelial and immune resident subpopulations^5,6^. Hepatocytes are uniquely polarized cells, with one or more apical poles that contribute to bile canaliculi, tubular lumina formed by adjacent hepatocytes. Bile canaliculi form a continuous network of tubes 1.5 to 2.5 µm in diameter, which drain bile into cholangiocyte-lined bile ductules and bile ducts^7^. Dysregulation of bile flow or the connection between bile canaliculi and bile duct results in cholestatic liver diseases, which can progress to fibrosis, cirrhosis and ultimately liver failure^2,6^.

In cholestatic disease, portal mesenchyme and, specifically, portal fibroblasts and cholangiocytes become activated and expand, in both animal models (bile duct ligation and *Mdr2*^*−/−*^ mice (*Mdr2* is also known as *Abcb4*))^4,8^ and human disease^1,9^. During cholestatic disease, the interactions between the different cell populations are disrupted, which suggests that restoring them could help the repair response^2,10^. Spatial transcriptomic analysis revealed many of the molecules involved in the cell–cell communication in the periportal region in healthy^11,12^ and cholestatic^13^ liver tissue. However, how these contribute to homeostasis, regeneration or fibrosis remains largely unknown. This is because these interactions are highly dynamic, occur over short timescales, and require imaging with cellular resolution, which makes them extremely challenging to study in vivo, in living animals.

None of the in vitro systems that have been developed to date have modelled the complex homeostatic or fibrotic periportal cellular interactions and the periportal specialized functions and mesoscale architecture of the liver^3^. Tissue-derived adult mouse ductal (cholangiocyte)^14^ or hepatocyte^15,16^ organoids are made up solely of epithelial cells. Epithelial co-cultures of cholangiocyte and hepatocyte progenitors in 2D have been reported^17^, but similar to hepatocytes cultured in 2D sandwich culture^18^, they do not recapitulate the 3D network properties of the bile canaliculi network or contain stromal cells to recapitulate the periportal epithelial–stromal interactions^17^. Similarly, 3D liver organoids derived from pluripotent stem cells remain immature and do not replicate adult architecture^19^. Previous studies showed that cholangiocyte–mesenchyme organoid co-cultures retain aspects of 3D tissue morphology and the binary cell interactions^20^. However, this model lacks the other cell types in the periportal region.

Here, we developed hepatocyte organoids (HepOrgs) with a physiological 3D bile canaliculi network and combined them with cholangiocytes and portal mesenchyme to generate periportal liver organoids (periportal assembloids) that recapitulate the in vivo bile canaliculi–bile duct cell–cell interactions and architectural organization. Using this system, we model many aspects of biliary liver fibrosis, including hepatocyte death, matrix deposition and ductal cell expansion, but not the inflammatory reaction. Additionally, we provide proof of concept that liver assembloids can be used to investigate molecular and cell-autonomous mechanisms in liver disease.

## HepOrgs form 3D bile canaliculi network

To ensure proper bile flow, hepatocytes must form a functional and physiological bile canaliculi network to connect to the bile duct lined by cholangiocytes surrounded by portal fibroblasts (Fig. 1a). Hepatocytes cultured in 2D sandwich form bile canaliculi^18^, but do not generate the in vivo 3D network (Extended Data Fig. 1a,b). HepOrgs express bile canaliculi markers—however, the presence of a network has not been studied^15,16^. By staining for canaliculi and quantifying bile canaliculi length and branching, we found that the reported models^15,16^ lack sufficient bile canaliculi to generate a network, which would ensure a reliable bile canaliculi–bile duct connection (Fig. 1d,e, compare Hu et al.^15^ and Peng et al.^16^ with tissue and Extended Data Fig. 1b–f). Thus, building upon the existing models, we first optimized HepOrgs to generate a physiologically relevant bile canaliculi network, while maintaining sufficient organoid expansion potential.

**Fig. 1:**
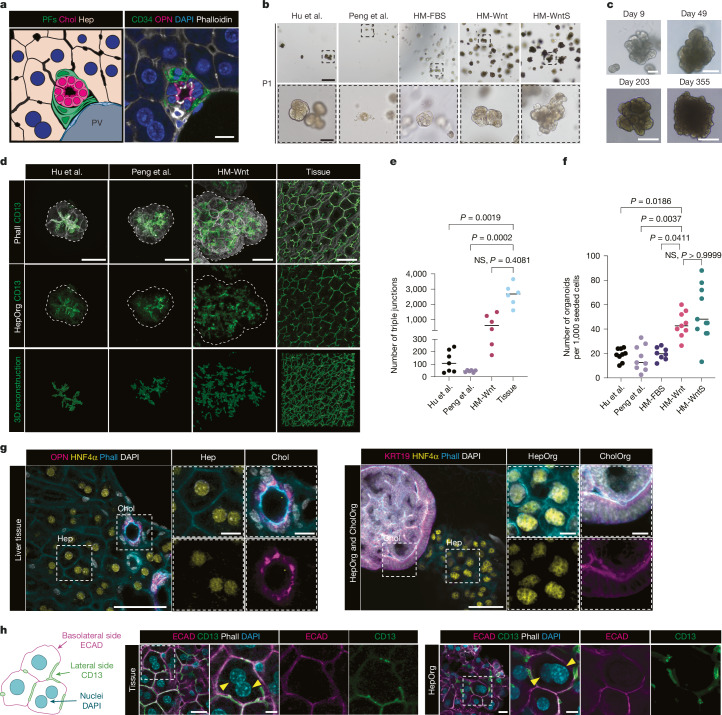
HepOrgs retain marker expression and cell polarity of tissue. **a**, Schematic (left) and representative immunofluorescence image (right; *n* = 5) of the liver periportal region. CD34 marks portal fibroblasts (PFs), osteopontin (OPN) marks ductal cells, phalloidin marks membranes and DAPI labels nuclei. Chol, cholangiocyte; Hep, hepatocyte; PV, portal vein. Scale bar, 10 µm. **b**, Representative bright-field images of HepOrgs at passage 1 (P1) cultured under the conditions described in Hu et al.^15^, Peng et al.^16^ or in HM-FBS, HM-Wnt or HM-WntS (*n* = 5 experiments). Scale bars: 500 µm (top row), 10 µm (bottom row). FBS, foetal bovine serum. **c**, Representative BF images of HepOrgs cultured in HM-Wnt at the indicated time points. Scale bars: 50 µm (day 9), 100 µm (day 49), 200 µm (day 203 and day 355). **d**, Immunofluorescence staining and 3D reconstruction of bile canaliculi (marked by CD13) in HepOrgs cultured in indicated conditions and mouse tissue. HepOrgs cultured in HM-Wnt have longer bile canaliculi compared with previous studies^15,16^. Cell borders are indicated by filamentous actin (F-actin) staining with phalloidin (Phall). Top, maximum-intensity projections of confocal images. HepOrgs are outlined with dashed lines. Bottom, bile canaliculi segmentation and 3D reconstruction. Scale bars, 50 µm. **e**, Number of triple junctions in the largest bile canaliculi network in tissue and organoids cultured in indicated conditions. Dots show the total number of triple junctions per structure and the line represents the mean. Kruskal–Wallis test with Dunn’s multiple comparisons post hoc test. NS, not significant. **f**, Organoid formation efficiency. Dots represent biologically independent samples (*n* = 5 biological replicates with at least 2 technical replicates) and the line represents the mean. Kruskal–Wallis test with Dunn’s multiple comparisons post hoc test. **g**, Immunofluorescence staining of tissue (left) and hepatocyte and cholangiocyte organoids (HepOrgs and CholOrg, respectively) grown in HM-Wnt (right), for the hepatocyte marker HNF4α and cholangiocyte markers KRT19 and OPN (*n* = 2 experiments). Scale bars: 50 µm (main images), 10 µm (smaller images). Phalloidin marks membranes and DAPI labels nuclei. **h**, Left, schematic showing hepatocyte polarity. CD13 (apical) and ECAD (basolateral) staining in tissue (middle) and organoids (right) shows similar distributions of markers. Yellow arrowheads indicate binucleated cells. Scale bars: 20 µm (left most images), 10 µm (expanded views). All data were obtained from *n* = 3–5 independent experiments. Source Data

Wnt signalling is essential to increase hepatocyte^21–23^ and cholangiocyte^14^ proliferation during mouse liver regeneration and in liver cancer^24^. Consequently, we supplemented our previously published medium^25^ with WNT3a ligand^26^ (HM-Wnt) or Wnt surrogate^27^ (HM-WntS). Organoids increased in size and cell numbers, presented significantly higher organoid formation efficiency (twofold to threefold increase) compared with the previous method, and could be maintained long term (Fig. 1b–f and Extended Data Fig. 1g–j). This size increase was not due to organoid merging, as cells seeded in sparse culture conditions also expanded over time (Extended Data Fig. 1i).

We observed heterogeneity in the shape of the generated structures, with some being spherical with smooth surfaces (referred to here as ball) and others exhibiting a folded shape with coarse surfaces (bubbly/grape-like) (Extended Data Fig. 2a). Using topological data analysis and the shape descriptor algorithm DETECT^28^ (detecting temporal shape changes with the Euler characteristic transform; Methods and Supplementary Methods, section 2), we confirmed that the ball and bubbly/grape-like structures represent quantitatively different shapes that cluster independently of each other (Extended Data Fig. 2b–d). Live imaging revealed that the majority of the ball-shaped structures started from single hepatocytes, whereas hepatocyte doublets or clusters of more than two cells generated bubbly/grape-like structures (23% versus 87% efficiency) (Extended Data Fig. 2e,f). Both types of structures presented similar gene expression and function (Extended Data Fig. 2g–j), however they differed in their bile canaliculi architecture. Bubbly/grape-like structures presented thinner, longer and more interconnected bile canaliculi and consistently secreted the bile acid analogues cholyl-l-Lys-fluorescein (CLF) and metabolized 5-carboxyfluorescein diacetate, acetoxymethyl ester (5-CFDA). Ball-like structures did not secrete CLF or metabolize 5-CFDA, but accumulated the bile acid analogues inside of hepatocytes, confirming aberrant or absent bile canaliculi (Extended Data Fig. 2k,l and Supplementary Videos 1 and 2). This observation correlated with an increase in cleaved-caspase 3 staining (Extended Data Fig. 2k), as expected from intracellular bile acid accumulation.

These results indicate that marker gene expression is not sufficient to guarantee a functional and physiological bile canaliculi network or metabolite transport. Hereafter we used HepOrg cultures that were enriched for bubbly/grape-like organoid shape.

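HepOrgs, which are organoids grown from hepatocytes in Matrigel, and freshly isolated hepatocytes were profiled by bulk RNA-seq with 3 libraries per condition. HepOrgs at passage 2 were kept in the expansion medium HM-Wnt or moved to a minimal medium (MM), and were collected after 1 week or 2 weeks, which the sample labels give as 7 days or 14 days. The authors prepared SMARTseq2 libraries, aligned the paired-end reads to GRCm39 with STAR and assigned them to genes with featureCounts. They deposited a whole-number count and a TPM per gene and library. The total count per library ranged from 34082074 to 53113534 (median 43727965) in freshly isolated hepatocytes. In HM-Wnt HepOrgs it ranged from 30289364 to 48767576 (median 37380330) at 1 week and from 31477682 to 41197185 (median 40211371) at 2 weeks. In MM HepOrgs it ranged from 41178058 to 58815016 (median 46074406) at 1 week and from 35069727 to 50165446 (median 43171621) at 2 weeks. The paper states a depth of 40 M reads per sample, whereas the values here use the counts on genes.

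Counts were normalised with edgeR's TMM method and tested with its quasi-likelihood test and Benjamini-Hochberg adjustment, with 0.05 as the threshold. The 15 libraries entered 1 fit for comparisons with freshly isolated hepatocytes, which tested 13405 genes with enough counts, and the 12 HepOrg libraries entered another for the comparison of media, which tested 12989 genes. The alternatives were RLE size factors, DESeq2, other filters on low counts, only the 2 groups compared, all 27 bulk libraries of the study, limma on log2(TPM + 1) or log2(TPM + 0.1), the replicate number as a block, and leaving out each replicate. The adjusted p ranges against freshly isolated hepatocytes are over the unblocked alternatives. The scale is a choice that moves the numbers. In comparisons with freshly isolated hepatocytes, the median log2 fold change of all genes was higher on the log2(TPM + 1) scale than with TMM by 0.47 and 0.75 for HM-Wnt at 1 and 2 weeks, and by 0.56 and 0.47 for MM. The TPM were made with a gene length within 5% of the whole gene span, introns included, for 80.8% of genes. Of the freshly isolated libraries, replicate 3 carries a label of heterozygous MDR2, while its title and the paper's table give wild type, which was followed here.

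In HM-Wnt HepOrgs, 6658 genes were past the threshold against freshly isolated hepatocytes at 1 week (3335 higher and 3323 lower) and 6933 at 2 weeks (3494 higher and 3439 lower). Of the alternatives to the test, the fit of all 27 libraries moved these counts most, to 2880 and 3243 genes. That fit also holds the assembloid libraries, with replicate 2 of the homeostatic assembloids at 1 week, which lies apart as described below. It was not run without that library, so whether the HepOrg libraries themselves lower the counts is not known. On the log2(TPM + 1) scale the counts were 5447 (4167 higher and 1280 lower) and 6905 (5835 higher and 1070 lower).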

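Hnf4a (ENSMUSG00000017950), which encodes HNF4α, lies on chromosome 2 of GRCm39 from 163348728 to 163414830. Its TPM was 22.5 ± 4.44 (SD, n = 3) in freshly isolated hepatocytes, and 16.0 ± 4.44 at 1 week and 19.7 ± 1.97 at 2 weeks in HM-Wnt HepOrgs (SD, n = 3 each). Against freshly isolated hepatocytes, its log2 fold change was −1.05 (standard error 0.22, edgeR adjusted p = 0.00137) at 1 week and −1.01 (standard error 0.22, edgeR adjusted p = 0.00163) at 2 weeks. At 2 weeks the adjusted p of Hnf4a across the alternatives ranged from 2.80e-05 to 0.435 and was above 0.05 on both log2 TPM scales (−0.18 on each). Alb (ENSMUSG00000029368), which encodes albumin, lies on chromosome 5 of GRCm39 from 90608647 to 90624696. Its TPM was 8862 ± 3311 in freshly isolated hepatocytes, 9059.9 ± 3268 in HM-Wnt HepOrgs at 1 week and 6750 ± 2219 at 2 weeks (SD, n = 3 each). Alb had a log2 fold change of −0.56 (standard error 0.39, edgeR adjusted p = 0.252) at 1 week and −1.25 (standard error 0.39, edgeR adjusted p = 0.0168) at 2 weeks. Its adjusted p at 1 week ranged from 0.0943 to 0.945, and the sign of the fold change changed on both log2 TPM scales (0.039 on each). At 2 weeks that of Alb ranged from 0.00216 to 0.447. Alb's adjusted p was above 0.05 on both log2 TPM scales (−0.37 on each), with all 27 libraries in 1 fit (−1.22), without replicate 2 (−1.06) of the HM-Wnt HepOrgs at 2 weeks and without replicate 2 (−0.97) of the freshly isolated hepatocytes.

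Abcb4 (ENSMUSG00000042476), which encodes MDR2, lies on chromosome 5 of GRCm39 from 8943604 to 9011999, and its TPM was 15.2 ± 5.90 in freshly isolated hepatocytes, 25.0 ± 6.70 in HM-Wnt HepOrgs at 1 week and 24.6 ± 1.63 at 2 weeks (SD, n = 3 each). Abcb4 had a log2 fold change of 0.16 (standard error 0.27, edgeR adjusted p = 0.639) at 1 week and −0.13 (standard error 0.27, edgeR adjusted p = 0.708) at 2 weeks. In freshly isolated replicates 1, 2 and 3 the TPM of Abcb4 was 21.0, 15.5 and 9.17, and the third is the library labelled heterozygous for MDR2. For Abcb4 at 1 week, the adjusted p ranged from 0.0353 to 0.955 and was below 0.05 on both log2 TPM scales (0.72 and 0.76). In sign, Abcb4 changed without replicate 3 (−0.10) of the freshly isolated hepatocytes. At 2 weeks the value without that library was −0.40. For Abcb4 at 2 weeks, the adjusted p ranged from 0.0268 to 0.969, and the sign of the fold change changed on both log2 TPM scales (0.73, adjusted p = 0.0272 and 0.77, adjusted p = 0.0268) and without replicate 1 (0.14) of the freshly isolated hepatocytes. Abcc2 (ENSMUSG00000025194), which encodes MRP2, lies on chromosome 19 of GRCm39 from 43770631 to 43829179. It had a TPM of 29.1 ± 3.07 in freshly isolated hepatocytes, 27.4 ± 4.86 in HM-Wnt HepOrgs at 1 week and 27.5 ± 2.25 at 2 weeks (SD, n = 3 each). Its log2 fold change was −0.62 (standard error 0.18, edgeR adjusted p = 0.0106) at 1 week and −0.91 (standard error 0.18, edgeR adjusted p = 0.000881) at 2 weeks. For Abcc2 at 1 week, the adjusted p ranged from 0.00303 to 0.759. Abcc2's adjusted p was above 0.05 on both log2 TPM scales (−0.090 and −0.093), with all 27 libraries in 1 fit (−0.57) and without replicate 3 (−0.50) of the HM-Wnt HepOrgs at 1 week. For Abcc2 at 2 weeks, it ranged from 6.43e-06 to 0.774 and was above 0.05 on both log2 TPM scales (−0.077 and −0.080) and with all 27 libraries in 1 fit (−0.87).

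The ductal gene Sox9 (ENSMUSG00000000567) lies on chromosome 11 of GRCm39 from 112673009 to 112678586. Its TPM was 10.7 ± 5.92 in freshly isolated hepatocytes, 19.6 ± 0.934 in HM-Wnt HepOrgs at 1 week and 31.7 ± 6.36 at 2 weeks (SD, n = 3 each), from 246 to 877 counts per library. Sox9 had a log2 fold change of 0.32 (standard error 0.34, edgeR adjusted p = 0.448) at 1 week and 0.70 (standard error 0.34, edgeR adjusted p = 0.101) at 2 weeks. For Sox9 at 1 week, the adjusted p ranged from 0.00869 to 0.910 and was below 0.05 on both log2 TPM scales (0.93 and 1.00) and without replicate 2 (0.95) of the freshly isolated hepatocytes. For Sox9 at 2 weeks, it ranged from 0.000343 to 0.317 and was below 0.05 on both log2 TPM scales (1.58 and 1.67) and without replicate 2 (1.33) of the freshly isolated hepatocytes. Krt19 (ENSMUSG00000020911) lies on chromosome 11 of GRCm39 from 100031636 to 100039491, and freshly isolated replicates 1, 2 and 3 had 0, 19 and 14 counts of it. HM-Wnt HepOrgs had 66 to 191 counts per library at 1 week (TPM 2.99 ± 1.81) and 82 to 791 at 2 weeks (TPM 11.7 ± 11.8, SD, n = 3 each). Its log2 fold change was 3.19 (standard error 1.28, edgeR adjusted p = 0.0538) at 1 week and 4.78 (standard error 1.33, edgeR adjusted p = 0.00886) at 2 weeks. For Krt19 at 1 week, the adjusted p ranged from 0.0186 to 0.157. Krt19's adjusted p was below 0.05 with DESeq2 (3.12), on the log2(TPM + 0.1) scale (3.33), without replicate 3 (3.59) of the HM-Wnt HepOrgs at 1 week and without replicate 2 (4.11) of the freshly isolated hepatocytes.

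For non-epithelial cells, fixed lists of marker genes were compared at 1 week. The 8 endothelial markers were all lower in HM-Wnt HepOrgs, with a median log2 fold change of −6.13 (camera adjusted p = 1.74e-05), and 8 were past the threshold over all genes and 8 adjusted over the list alone. Of 10 immune markers 9 were lower, with a median of −9.07, or −6.78 with the 6 genes at or under 3 counts in 1 group set to their bound (camera adjusted p = 0.00245), and 10 were past the threshold in both ways of adjusting. Both calls held under fry (adjusted p = 7.45e-07 and 0.000662) and neither with an estimated correlation between genes (0.170 and 0.508). The 9 mesenchyme markers of the paper's methods had a median of 0.39 (camera adjusted p = 0.830), with 1 past the threshold over all genes and 1 adjusted over the list alone. That median ranged from −1.78 without replicate 3 of the HM-Wnt HepOrgs at 1 week to 1.13 without replicate 2 of the freshly isolated hepatocytes. The 6 cholangiocyte markers, which include Sox9 and Krt19, were all higher, with a median of 3.11 (camera adjusted p = 0.0582, fry 0.00348), and 3 were past the threshold over all genes and 4 adjusted over the list alone.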

The optimized HepOrgs retained hepatocyte identity, expressed hepatocyte markers (such as HNF4α and albumin) and the bile canaliculi transporters MDR2 (encoded by *Abcb4*) and MRP2 (encoded by *Abcc2*), but not ductal cell (for example, SOX9 and KRT19) or non-epithelial markers, thereby resembling freshly isolated hepatocytes (Fig. 1g, Extended Data Fig. 3a–f and Supplementary Table 2). HepOrgs secreted similar amounts of albumin as previously published 3D organoid models and more albumin than 2D hepatocyte sandwich cultures (Extended Data Fig. 3g,h). The optimized HepOrgs also recapitulated the complex hepatocyte cell polarity of the in vivo tissue, with the polarity markers ZO-1 and CD13 localized to the apical surface of adjacent hepatocytes and E-cadherin (ECAD) localized to the basolateral side (Fig. 1h and Extended Data Fig. 3c,e). Image analysis revealed that the optimized HepOrgs formed a significantly longer and more branched bile canaliculi network within each organoid and were closer to the tissue values compared with the previous methods (Fig.1e and Extended Data Fig. 1e,f).

Occasionally, we found cholangiocyte organoids growing in close proximity to HepOrgs, forming independent structures that were neither embedded nor formed physiological bile canaliculi–bile duct connections with hepatocytes (Extended Data Fig. 4a–e). We therefore further tested additional culture conditions with the aim of generating structures that would retain the complex hepatocyte polarity and support the culture of the three cell types while preserving their physiological ratios. In all conditions tested, HepOrgs were viable and retained the expression of hepatocyte markers (Extended Data Fig. 4f–i). Our previously published minimal medium (MM) for co-culture of ductal and portal mesenchyme cells^20^ was superior to the other media that we tested, and supported the maintenance of cholangiocytes and mesenchyme without their overgrowth (Extended Data Fig. 4j). Hepatocyte function was similar but hepatocytes from HepOrgs cultured in MM were more multinucleated, which is considered a hallmark of mature hepatocytes (Extended Data Fig. 4k–m). 

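5726 genes were past the threshold in MM HepOrgs against freshly isolated hepatocytes at 1 week (2876 higher and 2850 lower) and 5317 at 2 weeks (2640 higher and 2677 lower). On the log2(TPM + 1) scale most of the genes past it were higher at each time. The fit of all 27 libraries gave fewer genes at each time. The TPM of Alb in MM HepOrgs was 4939 ± 692 at 1 week and 3011 ± 1322 at 2 weeks (SD, n = 3 each), with log2 fold changes against freshly isolated hepatocytes of −1.47 (standard error 0.40, edgeR adjusted p = 0.00944) and −2.12 (standard error 0.40, edgeR adjusted p = 0.00114). Its adjusted p in MM at 1 week ranged from 0.000344 to 0.267 and was above 0.05 on both log2 TPM scales (−0.77 on each) and with all 27 libraries in 1 fit (−1.45). For Alb in MM at 2 weeks, it ranged from 1.70e-07 to 0.0959 and was above 0.05 with all 27 libraries in 1 fit (−2.12). Hpx (ENSMUSG00000030895) encodes hemopexin and lies on chromosome 7 of GRCm39 from 105240817 to 105249344. The TPM of Hpx was 3572 ± 979 in freshly isolated hepatocytes, 6014 ± 2839.7 and 4439.5 ± 1797 in HM-Wnt HepOrgs at 1 and 2 weeks, and 13916 ± 6560 and 19800 ± 8860 in MM HepOrgs (SD, n = 3 each). In HM-Wnt, Hpx had a log2 fold change of 0.17 (standard error 0.54, edgeR adjusted p = 0.816) at 1 week and −0.49 (standard error 0.55, edgeR adjusted p = 0.473) at 2 weeks. Hpx in MM had one of 1.41 (standard error 0.56, edgeR adjusted p = 0.0557) at 1 week and 1.97 (standard error 0.56, edgeR adjusted p = 0.0136) at 2 weeks. For Hpx in HM-Wnt at 1 week, the adjusted p ranged from 0.248 to 0.977, and the sign of the fold change changed without replicate 1 (−0.19) of the HM-Wnt HepOrgs at 1 week. For Hpx in HM-Wnt at 2 weeks, it ranged from 0.338 to 0.857, and the sign of the fold change changed on both log2 TPM scales (0.25 on each). In MM at 1 week, the adjusted p of Hpx ranged from 0.00619 to 0.352. Hpx's adjusted p was below 0.05 on both log2 TPM scales (1.86 on each), with DESeq2 (1.38), with genes of at least 10 counts in every library (1.45), without replicate 3 (1.82) of the MM HepOrgs at 1 week and without replicate 2 (1.72) of the freshly isolated hepatocytes. In MM at 2 weeks, it ranged from 0.000647 to 0.182. Hpx's adjusted p was above 0.05 with all 27 libraries in 1 fit (1.95), without replicate 1 (1.61) of the MM HepOrgs at 2 weeks and without replicate 3 (1.84) of the freshly isolated hepatocytes.

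Of the Cyp3a family, Cyp3a11 (ENSMUSG00000056035), which the paper's methods list as a hepatocyte marker, was measured, and it lies on chromosome 5 of GRCm39 from 145791236 to 145816867. Reads that match several Cyp3a genes were counted as the authors' counting assigned them, so its level is uncertain by that share. The TPM of Cyp3a11 was 580.3 ± 336 in freshly isolated hepatocytes, 471 ± 314 and 245 ± 122 in HM-Wnt HepOrgs at 1 and 2 weeks, and 284 ± 147 and 116 ± 20.9 in MM HepOrgs (SD, n = 3 each). In HM-Wnt, Cyp3a11 had a log2 fold change of −0.77 (standard error 0.63, edgeR adjusted p = 0.331) at 1 week and −2.06 (standard error 0.65, edgeR adjusted p = 0.0178) at 2 weeks. The same comparison in MM gave −1.62 (standard error 0.64, edgeR adjusted p = 0.0574) at 1 week and −2.88 (standard error 0.67, edgeR adjusted p = 0.00441) at 2 weeks. For Cyp3a11 in HM-Wnt at 2 weeks, the adjusted p ranged from 0.00173 to 0.244. Cyp3a11's adjusted p was above 0.05 on both log2 TPM scales (−1.22 and −1.23), with all 27 libraries in 1 fit (−2.02), without replicate 1 (−2.02) or 3 (−1.69) of the HM-Wnt HepOrgs at 2 weeks and without replicate 2 (−1.38) of the freshly isolated hepatocytes. For Cyp3a11 in MM at 1 week, it ranged from 0.0164 to 0.421 and was below 0.05 with DESeq2 (−1.65) and without replicate 2 (−2.11) of the MM HepOrgs at 1 week. For Cyp3a11 in MM at 2 weeks, it ranged from 1.06e-05 to 0.128 and was above 0.05 with all 27 libraries in 1 fit (−2.89).

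Among the canalicular transporters, Abcb11 (ENSMUSG00000027048) lies on chromosome 2 of GRCm39 from 69068544 to 69173315. The TPM of Abcb11 was 20.8 ± 9.16 in freshly isolated hepatocytes, 1.62 ± 1.15 and 0.867 ± 0.587 in HM-Wnt HepOrgs at 1 and 2 weeks, and 4.90 ± 1.43 and 4.75 ± 1.34 in MM HepOrgs (SD, n = 3 each). In HM-Wnt its log2 fold change was −4.24 (standard error 0.76, edgeR adjusted p = 0.000535) at 1 week and −5.37 (standard error 0.81, edgeR adjusted p = 0.000118) at 2 weeks. For Abcb11 in MM it was −2.68 (standard error 0.71, edgeR adjusted p = 0.00857) at 1 week and −2.65 (standard error 0.71, edgeR adjusted p = 0.00946) at 2 weeks. For Abcb11 in MM at 1 week, the adjusted p ranged from 0.000120 to 0.188 and was above 0.05 with all 27 libraries in 1 fit (−2.67). For Abcb11 in MM at 2 weeks, it ranged from 0.000173 to 0.199 and was above 0.05 with all 27 libraries in 1 fit (−2.67). The TPM of Abcc2 in MM HepOrgs was 31.4 ± 9.02 at 1 week and 22.1 ± 6.73 at 2 weeks (SD, n = 3 each), with log2 fold changes of −0.54 (standard error 0.18, edgeR adjusted p = 0.0249) and −0.93 (standard error 0.18, edgeR adjusted p = 0.00111). For Abcc2 in MM at 1 week, the adjusted p ranged from 0.00960 to 0.793 and was above 0.05 with all 27 libraries in 1 fit (−0.52), with only the 2 groups in the fit (−0.50), without replicate 1 (−0.46) or 2 (−0.53) of the MM HepOrgs at 1 week and without replicate 1 (−0.46) or 2 (−0.51) of the freshly isolated hepatocytes. In sign, Abcc2 changed on both log2 TPM scales (0.077 and 0.079). For Abcc2 in MM at 2 weeks, it ranged from 6.05e-06 to 0.361 and was above 0.05 on both log2 TPM scales (−0.41 and −0.43) and with all 27 libraries in 1 fit (−0.94). Abcb4 had a TPM of 31.7 ± 6.32 in MM at 1 week and 31.3 ± 4.71 at 2 weeks (SD, n = 3 each). Abcb4 in MM had a log2 fold change of 0.44 (standard error 0.27, edgeR adjusted p = 0.199) at 1 week and 0.52 (standard error 0.27, edgeR adjusted p = 0.136) at 2 weeks, and 0.18 and 0.27 without replicate 3 of the freshly isolated hepatocytes, which is labelled heterozygous for MDR2. For Abcb4 in MM at 1 week, the adjusted p ranged from 0.00499 to 0.843 and was below 0.05 on both log2 TPM scales (1.06 and 1.11). For Abcb4 in MM at 2 weeks, it ranged from 0.00603 to 0.831 and was below 0.05 on both log2 TPM scales (1.06 and 1.11) and without replicate 1 (0.82) of the freshly isolated hepatocytes.

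**Figure D1:**
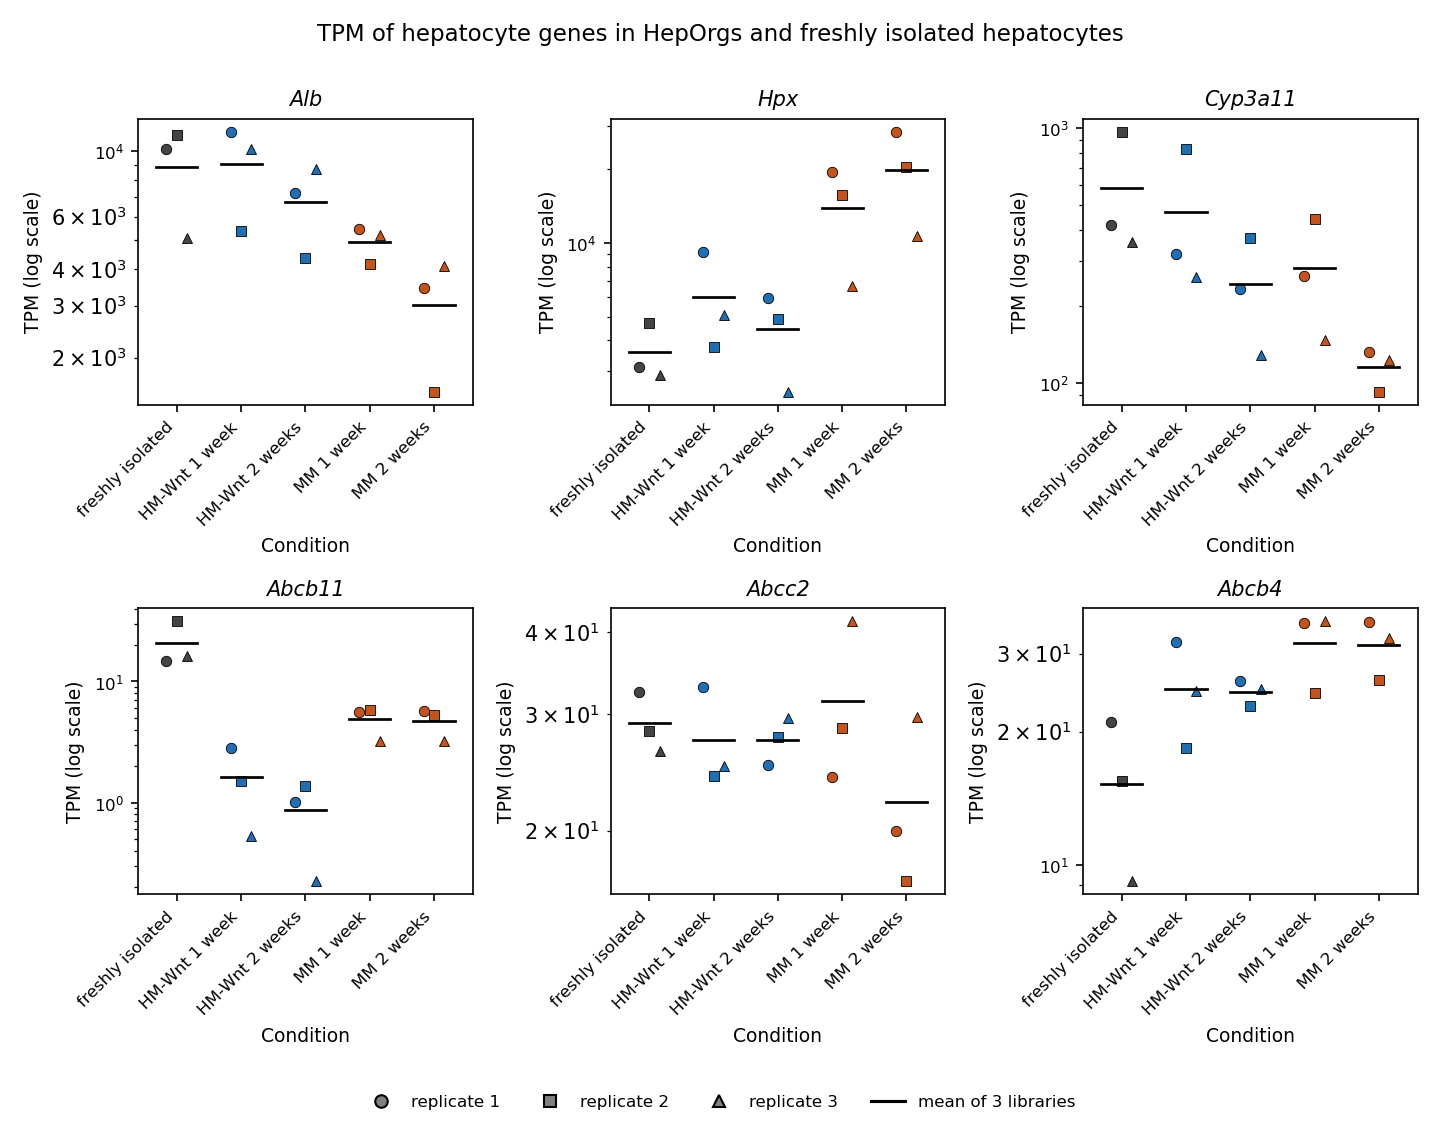
TPM on a log axis of Alb, Hpx, Cyp3a11, Abcb11, Abcc2 and Abcb4 in freshly isolated hepatocytes and in HM-Wnt and MM HepOrgs at 1 and 2 weeks, with 1 point per library, a marker shape per replicate number and a line at the mean of the 3 libraries. The 3 freshly isolated libraries have 14.8 to 31.4 TPM of Abcb11, and the 12 HepOrg libraries 0.224 to 5.81 TPM.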

RNA-sequencing (RNA-seq) analysis revealed that in both culture conditions, HepOrgs maintain the expression of genes encoding hepatocyte markers such as *Alb*, *Hpx* and *Cyp3a1*, and bile canaliculi transporters (*Abcb11* (also known as *Bsep*), *Abcc2* (also known as *Mrp2*) and *Abcb4* (also known as *Mdr2*)), in similar amounts as freshly isolated hepatocytes (Extended Data Fig. 5a and Supplementary Table 2). However, HepOrgs cultured in MM expressed higher levels of periportally zonated genes (*Fbp1*, *Arg1* and *Aldob*), whereas pericentral genes such as *Glul* (encoding glutamine synthetase) and *Axin2* were expressed in both conditions (Extended Data Fig. 5a). These observations suggested that the cultures exhibited some degree of zonation. 

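Between the media, 385 genes were past the threshold at 1 week (229 higher and 156 lower in MM) and 1479 at 2 weeks (884 higher and 595 lower), and 2794 when the effect was averaged over both times (1490 higher and 1304 lower). On the log2(TPM + 1) scale the larger share changed direction at 2 weeks and over both times, with 31.1 and 43.4% of the genes past the threshold higher in MM, against 77.2% at 1 week. The fit of all 27 libraries moved these counts most, to 1, 7 and 98 genes. That fit holds the assembloid library that lies apart and was not run without it. Same-numbered HepOrg libraries deviated together from their group means, and with the replicate number as a block the counts were 1232 at 1 week and 2551 at 2 weeks. Without replicate 1 of the MM HepOrgs at 1 week the count at that time was 42, and without replicate 1 of those at 2 weeks it was 577.

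Fbp1 (ENSMUSG00000069805), which encodes fructose-bisphosphatase, lies on chromosome 13 of GRCm39 from 63012567 to 63036263. The TPM of Fbp1 was 141 ± 9.52 and 122 ± 32.8 in HM-Wnt HepOrgs at 1 and 2 weeks, and 301 ± 55.0 and 403 ± 40.0 in MM HepOrgs (SD, n = 3 each). Fbp1 had a log2 fold change, MM against HM-Wnt, of 0.99 (standard error 0.28, edgeR adjusted p = 0.0721) at 1 week, 2.03 (0.28, edgeR adjusted p = 0.00209) at 2 weeks and 1.51 (0.20, edgeR adjusted p = 0.000654) over both times. For Fbp1 at 1 week, the adjusted p ranged from 0.0107 to 1 and was below 0.05 on both log2 TPM scales (1.07 on each), with DESeq2 (0.99) and with the replicate number as a block (0.98). For Fbp1 at 2 weeks, the adjusted p ranged from 1.31e-10 to 0.582 and was above 0.05 with all 27 libraries in 1 fit (1.96). Over both times, that of Fbp1 ranged from 5.84e-12 to 0.337 and was above 0.05 with all 27 libraries in 1 fit (1.46). Arg1 (ENSMUSG00000019987), which encodes arginase, lies on chromosome 10 of GRCm39 from 24791118 to 24803817. The TPM of Arg1 was 7.26 ± 5.30 and 2.45 ± 1.97 in HM-Wnt HepOrgs at 1 and 2 weeks, and 44.3 ± 46.4 and 62.1 ± 45.3 in MM HepOrgs (SD, n = 3 each). Arg1 had a log2 fold change, MM against HM-Wnt, of 2.59 (standard error 1.32, edgeR adjusted p = 0.267) at 1 week, 4.96 (1.48, edgeR adjusted p = 0.0515) at 2 weeks and 3.78 (0.99, edgeR adjusted p = 0.0199) over both times. For Arg1 at 2 weeks, the adjusted p ranged from 0.000343 to 0.385. Arg1's adjusted p was below 0.05 with DESeq2 (4.96), with the replicate number as a block (5.29), with only the 2 groups in the fit (4.97) and without replicate 3 (5.46) of the MM HepOrgs at 2 weeks. Over both times, that of Arg1 ranged from 0.000174 to 0.150 and was above 0.05 with no filter on low counts (3.78), with all 27 libraries in 1 fit (3.72) and on the log2(TPM + 0.1) scale (3.31). In replicate 3 of the HM-Wnt HepOrgs at 2 weeks, Arg1 had 9 counts.

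Glul (ENSMUSG00000026473), which encodes glutamine synthetase, lies on chromosome 1 of GRCm39 from 153775690 to 153785469. The TPM of Glul was 87.3 ± 26.5 and 60.1 ± 25.8 in HM-Wnt HepOrgs at 1 and 2 weeks, and 101 ± 56.9 and 111 ± 36.7 in MM HepOrgs (SD, n = 3 each). Glul had a log2 fold change, MM against HM-Wnt, of 0.076 (standard error 0.34, edgeR adjusted p = 0.918) at 1 week, 1.18 (0.34, edgeR adjusted p = 0.0468) at 2 weeks and 0.63 (0.24, edgeR adjusted p = 0.0825) over both times. For Glul at 1 week, the adjusted p ranged from 0.648 to 1, and the sign of the fold change changed without replicate 2 (−0.072) of the HM-Wnt HepOrgs at 1 week and without replicate 3 (−0.27) of the MM HepOrgs at 1 week. For Glul at 2 weeks, the adjusted p ranged from 0.00823 to 0.594. Glul's adjusted p was above 0.05 on both log2 TPM scales (0.91 and 0.92), with no filter on low counts (1.17), with all 27 libraries in 1 fit (1.12), with only the 2 groups in the fit (1.19), without replicate 2 (0.99) or 3 (1.00) of the HM-Wnt HepOrgs at 2 weeks and without replicate 1 (1.23), 2 (1.27) or 3 (0.98) of the MM HepOrgs at 2 weeks. Over both times, that of Glul ranged from 0.0231 to 0.595 and was below 0.05 with DESeq2 (0.63), with the replicate number as a block (0.62) and without replicate 1 (0.85) of the HM-Wnt HepOrgs at 2 weeks. Axin2 (ENSMUSG00000000142), a target gene of Wnt signalling, lies on chromosome 11 of GRCm39 from 108811169 to 108841609. The TPM of Axin2 was 0.273 ± 0.133 and 0.381 ± 0.120 in HM-Wnt HepOrgs at 1 and 2 weeks, and 0.131 ± 0.0693 and 0.0526 ± 0.0256 in MM HepOrgs (SD, n = 3 each). Axin2 had a log2 fold change, MM against HM-Wnt, of −1.16 (standard error 0.54, edgeR adjusted p = 0.227) at 1 week, −2.49 (0.57, edgeR adjusted p = 0.0186) at 2 weeks and −1.82 (0.39, edgeR adjusted p = 0.00796) over both times. For Axin2 at 2 weeks, the adjusted p ranged from 0.000400 to 0.476. Axin2's adjusted p was above 0.05 with all 27 libraries in 1 fit (−2.56), without replicate 1 (−2.37) or 3 (−2.39) of the HM-Wnt HepOrgs at 2 weeks and without replicate 2 (−2.33) of the MM HepOrgs at 2 weeks. Over both times, that of Axin2 ranged from 7.51e-05 to 0.251 and was above 0.05 with all 27 libraries in 1 fit (−1.86). The counts behind Axin2 were low, from 6 to 68 per HepOrg library.

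**Figure D2:**
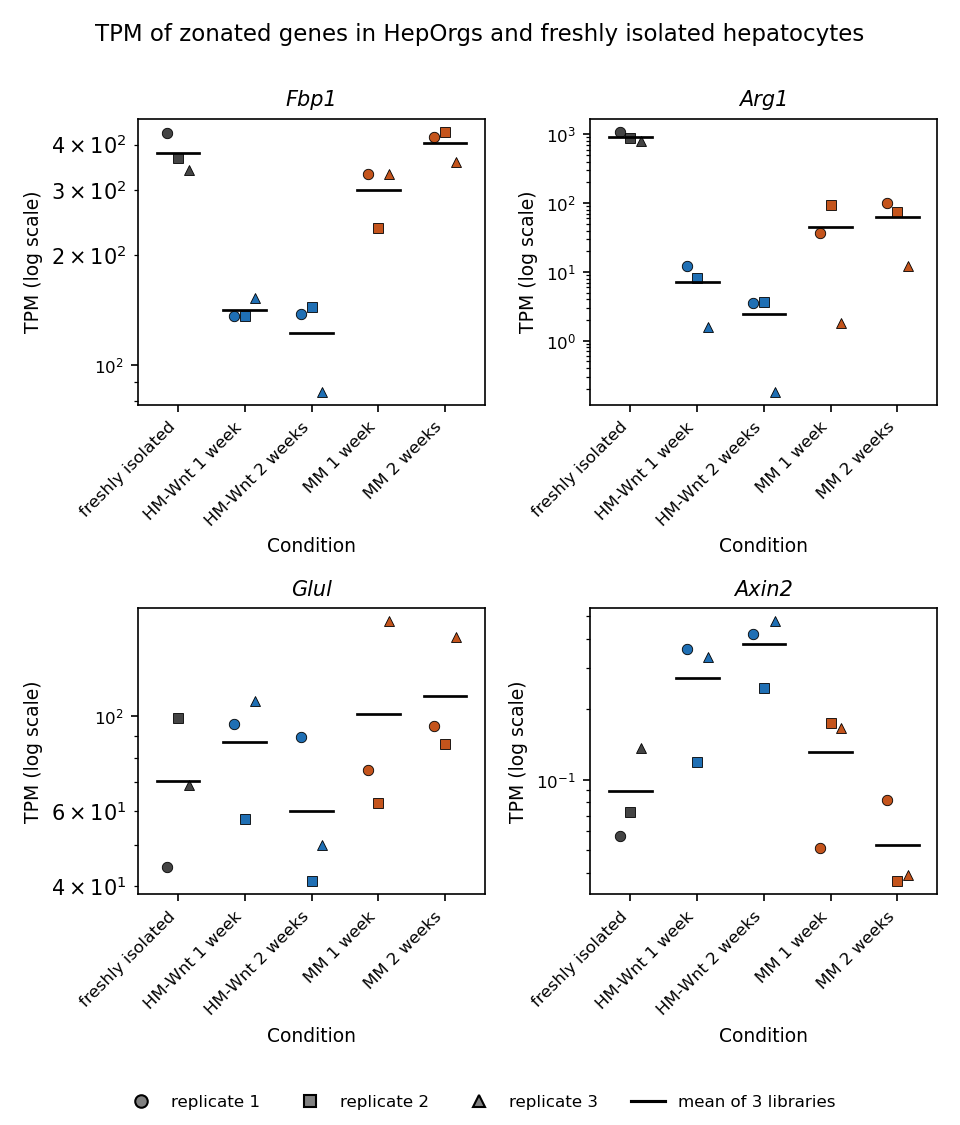
TPM on a log axis of Fbp1, Arg1, Glul and Axin2 in freshly isolated hepatocytes and in HM-Wnt and MM HepOrgs at 1 and 2 weeks, with 1 point per library, a marker shape per replicate number and a line at the mean of the 3 libraries. Fbp1 lies between 84.5 and 152 TPM in the 6 HM-Wnt libraries and between 237 and 433 TPM in the 6 MM libraries.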

To assess this, we performed single-cell RNA-seq (scRNA-seq) analysis of HepOrgs cultured in MM and our optimized expansion medium HM-Wnt (Methods). To underscore potential zonated gene expression, we generated a consensus pericentral or periportal score using publicly available datasets^13,29,30^ (Methods). HepOrgs cultured in HM-Wnt scored more pericentrally, whereas MM HepOrgs scored more periportal, in agreement with the expression of selected zonated markers (Extended Data Fig. 5b–d). RNAscope and immunofluorescence analysis for periportal (*Gls2* RNA and albumin and ECAD protein) and pericentral (*Cyp1a1* RNA and CYP2E1 and glutamine synthetase protein) markers confirmed the heterogeneous distribution of these markers, with pericentral genes being more highly expressed on the periphery of an organoid, where cells are more exposed to the WNT ligand from the medium (Fig. 2a and Extended Data Fig. 5e,f). Together, the results suggested that HepOrg cultured in MM acquired a more periportal gene expression signature.

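Fixed lists of zonated genes were compared between MM and HM-Wnt HepOrgs in the bulk libraries, over both times. Of the 20 listed periportal genes, 18 had enough counts, and 14 of them were higher and 4 lower in MM, with a median log2 fold change of 0.99 (camera adjusted p = 0.00134, fry 0.00412). Of these, 9 were past the threshold over all genes tested and 11 adjusted over the list alone. The periportal list includes genes that the study named from these libraries, such as Fbp1 and Arg1, so for them the latter is not independent evidence. Without each library in turn the periportal median lay between 0.89 and 1.13. The 14 pericentral genes with enough counts had a median of −0.22 in MM, with 5 higher and 9 lower (camera adjusted p = 0.341, fry 0.123), and 3 were past the threshold over all genes and 3 adjusted over the list alone. The pericentral median ranged from −0.34 without replicate 3 of the HM-Wnt HepOrgs at 2 weeks to 0.00045 without replicate 1 of the HM-Wnt HepOrgs at 1 week. Of 10 Wnt target genes, 9 were lower in MM, with a median of −1.24 (camera adjusted p = 0.000320, fry 0.00412), and 6 were past the threshold over all genes and 7 adjusted over the list alone. With an estimated correlation between genes, neither the periportal nor the Wnt target list was past the threshold (camera adjusted p = 0.377 and 0.310). From the zonated genes in these libraries, scores of single cells and staining of zonation markers (Extended Data Fig. 5a–f), the paper proposes that HepOrgs cultured in MM acquired a more periportal signature.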

**Fig. 2:**
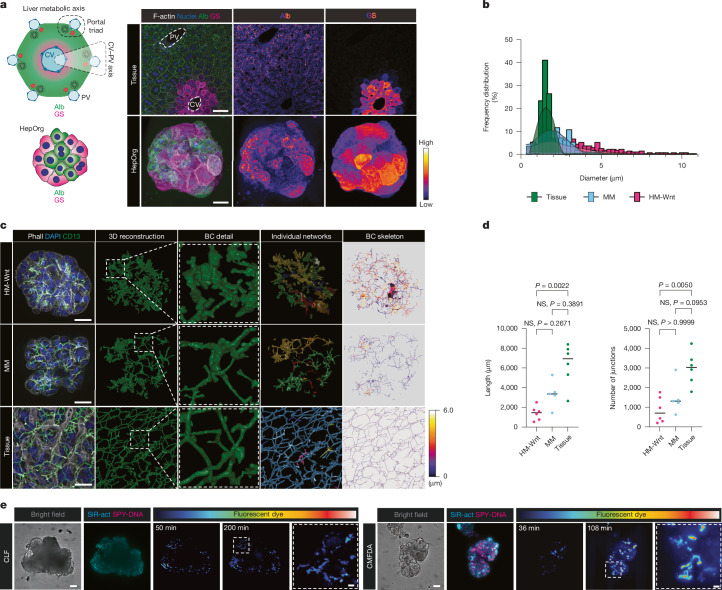
HepOrgs exhibit physiological and functional bile canaliculi size and network resembling tissue. **a**, Left, schematic of liver zonation. Right, maximum-intensity projections of staining from periportal (albumin (Alb)) and pericentral (glutamine synthetase (GS)) markers in tissue (top row) and HepOrgs cultured in MM (bottom row). Albumin and glutamine synthetase also shown as a Fire look-up table in the middle and right images (*n* = 3 independent experiments). Cells expressing glutamine synthetase are detected in the periphery of the organoids. Scale bars: 50 µm (top row), 20 µm (bottom row). CV, central vein. **b**, Histogram showing distribution of bile canaliculi diameters in tissue and HepOrgs. The curve represents the kernel density estimate, used here to estimate the probability density function of a continuous random variable, showing a smooth curve that represents the distribution of data points provided in Source Data. *n* = 3 independent experiments. **c**, Immunofluorescence staining (left), image reconstruction and analysis of bile canaliculi (BC) from HepOrgs cultured in HM-Wnt or MM, and tissue stained for CD13 (marking bile canaliculi), DAPI (nuclei) and phalloidin (F-actin). Individual interconnected networks are pseudo-coloured. The skeleton of the bile canaliculi network shows that the networks are longer and more interconnected in HepOrgs cultured in MM. Scale bar, 20 µm. *n* = 3 independent experiments. **d**, Left, length of the largest bile canaliculi network in HepOrgs cultured in HM-Wnt or MM, and tissue. Right, total number of junctions in the largest bile canaliculi network. Dots show the largest network in an individual organoid. Horizontal line indicates the median. HM-Wnt, *n* = 6; MM, *n* = 5; tissue, *n* = 6. Kruskal–Wallis test with Dunn’s multiple comparisons post hoc test. **e**, Transport of CLF and CMFDA in HepOrgs cultured in MM confirm the functionality of bile acid transporters. Compounds are shown in Royal look-up tables. Nuclei (SPY555-DNA (SPY-DNA)) and actin (SiR-actin (SiR-act)) are labelled (*n* = 3 independent experiments). Scale bars for each set of images are 50 µm and 10 µm (magnification). Images are stills from time-lapse imaging shown in Supplementary Videos 3 and 4. Source Data

Of note, image analysis and reconstruction demonstrated that HepOrgs cultured in MM presented longer bile canaliculi, as well as narrower distributions of bile canaliculi diameter, which were within the physiological range^31^ of 1.5 to 2.5 µm, narrower than the 2 to 7 µm diameter of bile canaliculi formed by HepOrgs cultured in HM-Wnt (Fig. 2b–d and Extended Data Fig. 6a–c). Notably, the bile canaliculi network connectivity was further improved in MM compared with HM-Wnt, resembling that of the liver tissue (Fig. 2d, right). We tested the functionality of MRP2, BSEP and MDR2 bile transporters located in the canalicular membrane using fluorescently labelled bile acid analogues CLF and chloromethylfluorescein diacetate (CMFDA) (which indicate active BSEP and MRP2 transport) and the fluorescent phosphatidylcholine marker (for MDR2-mediated transport). We consistently observed uptake and transport of the fluorescent labels to the canalicular lumen (Fig. 2e, Extended Data Fig. 6d and Supplementary Videos 3–5), confirming the functionality of the bile canaliculi network, in agreement with the gene expression of apical transporters in our HepOrg cultures (Extended Data Fig. 6e).

Thus our optimized HepOrg system enables the growth of adult hepatocytes that preserve hepatocyte polarity, show partial hepatocyte zonation and generate a physiological and functional bile canaliculi 3D network resembling the in vivo adult liver tissue, without the emergence of cholestatic features that have been found in previous 2D hepatocyte cultures. Critically, our results highlight the importance of mimicking physiological properties at the cellular and tissue scale level, as these directly impact the overall fitness of organoid models.

## Assembloids mimic periportal architecture

We next aimed to reconstruct the periportal region of the liver lobule, specifically the heterotypic cellular interactions between hepatocytes, cholangiocytes and portal mesenchyme. We adapted the concept of assembloids^32^ by mixing defined numbers of single cholangiocytes from ductal organoids (grown as described^14^) and portal mesenchymal cells (grown as described^20^) with a defined number of HepOrgs and cultured them in MM (Methods). We opted for a two-pronged strategy, using either a rocking platform or AggreWell plates (Fig. 3a and Methods). Both methods attained multicellular structures with high efficiency (around 70% of the total HepOrgs), which was further increased (to around 90%) when HepOrgs were pre-conditioned in the co-culture medium (Fig. 3b,c and Extended Data Fig. 7a–c). We selected the rocking platform method for subsequent experiments. The majority of assembloids were formed within the first 48 h, although assembloids containing mesenchyme could also aggregate after seeding (Extended Data Fig. 7d,e and Supplementary Videos 6 and 7). Notably, the composite structures retained the cellular proportions of the tissue (Fig. 3d) and recapitulated the tissue organization, with cholangiocytes forming bile duct structures with opened lumens (marked by KRT19, SOX9 and tdTomato, asterisk) surrounded by portal mesenchymal cells (marked by vimentin, elastin and PDGFRα–H2B–GFP) and embedded in the hepatocyte parenchyma (marked by HNF4α) (Fig. 3b,e and Extended Data Fig. 7a,f,g, comparing organoid versus tissue), thus recapitulating the mesoscale architecture of the native tissue.

**Fig. 3:**
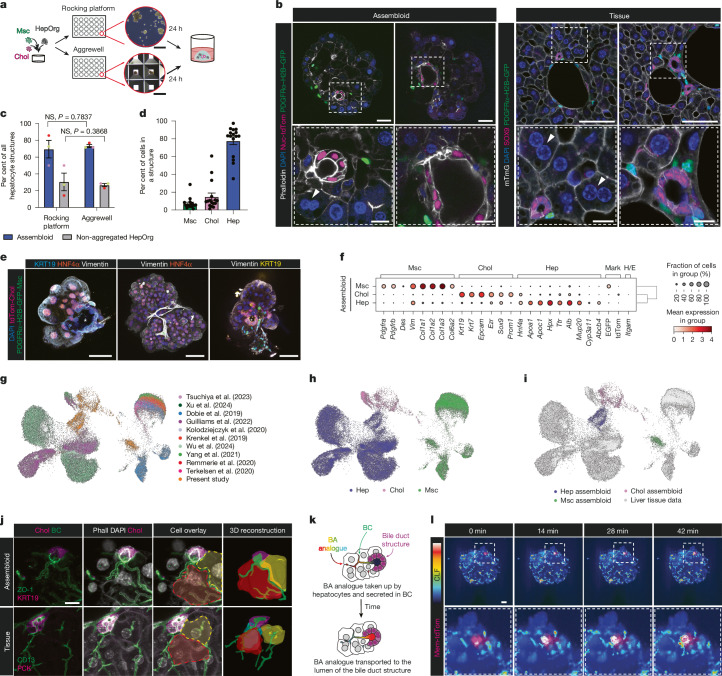
Assembloids recapitulate mesoscale tissue architecture and gene expression. **a**, Schematic of the experimental approach. Scale bars: 200 µm (top), 500 µm (bottom). Msc, mesenchyme. **b**, Representative images (*n* > 3 experiments) of assembloids cultured on a rocking platform (left) compared with tissue (right). PDGFRα–H2B–GFP marks mesenchyme, nuclear-tdTom and SOX9 mark cholangiocytes. Arrowheads indicate binucleated hepatocytes. Scale bars: 50 µm (main images), 20 µm (assembloids, zoom view), 10 µm (tissue, zoom view). **c**, Aggregation efficiency. Data are mean ± s.e.m. of *n* = 3 biological replicates from *n* = 3 independent experiments; Mann–Whitney test, two-tailed. **d**, Cellular composition of assembloids. Data are mean ± s.e.m. of assembloids from at least 3 independent experiments (*n* = 13 organoids total). Dots represent the percentage of hepatocyte, cholangiocyte or portal mesenchyme cells per structure. **e**, Representative confocal images of assembloids stained for the indicated markers. *n* > 3 experiments. Asterisks indicate bile duct lumen. Scale bars, 50 µm. **f**, Hepatocyte, cholangiocyte and mesenchyme marker expression in assembloids. Haemopoietic/endothelial markers (H/E) are not expressed. EGFP marks mesenchyme, tdTomato (tdTom) marks cholangiocytes. **g**, Uniform manifold approximation and projection (UMAP) from liver atlas datasets and assembloids (this study). **h**, Mesenchyme (green), hepatocytes (blue) and cholangiocytes (magenta) superimposed on UMAP data from **g**. **i**, Assembloid data superimposed on data from **g**. **j**, Immunofluorescence staining and image reconstruction of the connection between bile canaliculi from hepatocytes (ZO-1, CD13) and the lumen from bile duct (KRT19, PCK) in assembloids (top) and tissue (bottom). Right, 3D reconstruction visualizes hepatocytes (red, yellow) whose bile canaliculi (green) enter the bile duct lumen (magenta). *n* = 6 independent experiments, see Supplementary Videos 8 and 9. Scale bar, 10 µm. **k**,**l**, Schematic (**k**) and still images (**l**) of CLF transport (shown as Fire look-up table) from the live imaging shown in Supplementary Video 12 in assembloids indicates functional connection between bile canaliculi and bile duct lumen (mem-tdTomato). *n* = 3 independent experiments with *n* = 3 biological replicates. BA, bile acid analogue. Scale bar, 50 µm. Source Data

scRNA-seq analysis indicated that the assembloid cells retain their identities and expression signatures, with hepatocytes, cholangiocytes and mesenchymal cells expressing known lineage markers such as *Alb* (hepatocytes), *Krt19* (cholangiocytes) and *Col1a1* (mesenchyme), respectively (Fig. 3f). Mesenchymal cells were enriched for basement membrane, metallopeptidase activity and extracellular matrix signatures, cholangiocytes were enriched for cell–cell junctions, and hepatocytes were enriched for metabolic processes and cholesterol transport, among others (Fig. 3f, Extended Data Fig. 7h–m and Supplementary Table 3). The assembloid populations mostly overlapped with in vivo hepatocyte, cholangiocyte and portal mesenchymal cells from several mouse liver cell atlases^11–13,33–39^ (*n* = 10; Fig. 3g–i, Extended Data Fig. 8a–d and Methods). Marker gene analysis and quantitative PCR with reverse transcription (RT–qPCR) on sorted cells from assembloids compared with freshly isolated cells further confirmed that the cells mostly retain the expression profile of adult mouse liver tissue (Extended Data Fig. 8f–i). As expected, the mesenchyme most closely resembled portal fibroblasts and clustered further away from other mesenchymal populations (hepatic stellate cells (HSCs) and vascular smooth muscle cells (VSMCs)) (Extended Data Fig. 8c,d), whereas the hepatocytes of the assembloids retained a certain degree of zonation, with the expression of periportally zonated markers (Extended Data Fig. 8e).

Next, we investigated the fine detail of the tissue architecture at the cellular scale—specifically, whether the bile duct was functionally connected to the hepatocyte bile canaliculi network, akin to the tissue’s canal of Hering structure^4^. Immunofluorescence staining revealed that the connection between bile canaliculi and bile duct in periportal assembloids recapitulated that of the native liver tissue in 100% of the cases where cholangiocytes were incorporated inside the structure (Fig. 3j, Extended Data Fig. 9a–g and Supplementary Videos 8–11; compare assembloid to tissue). Frequently, several bile canaliculi joined one bile duct lumen, usually surrounded by portal mesenchymal cells in close vicinity, as in the tissue (Fig. 3j, Extended Data Fig. 9a–g, bottom and Supplementary Videos 10 and 11). The bile canaliculi–bile duct connection was functional—since we readily detected CLF transported from the hepatocyte bile canaliculi network into the bile duct lumen (Fig. 3k,l, Extended Data Fig. 9h and Supplementary Videos 12 and 13)—at timescales that are close to those in the native tissue^40^. This fine cellular-scale detail was not observed in assembloids with aberrant ratio and non-physiological arrangements of cholangiocytes to hepatocytes or in cholangiocyte-only organoids (Extended Data Fig. 9i and Supplementary Video 14). Furthermore, we found that the bile canaliculi–bile duct connection further improved the differentiation of the cells in the structures. We observed that hepatocytes increased expression of several bile acid transporter genes (*Abcb4*, *Abcc2* and *Abcc3*), whereas cholangiocytes expressed *Ezr* and *Ano1*, apical polarity and transporter markers, respectively (Extended Data Fig. 9j,k).

Collectively, these results confirm that periportal assembloids recapitulate the expression pattern, cellular function and periportal tissue architecture of the native tissue, at both the meso and cellular scale. In addition, our results further highlight that modelling a physiological bile canaliculi architecture, function and connection to the bile duct has benefits for the overall maturation of cells and the overall robustness of the assembloid model.

## Assembloids model biliary fibrosis

Since portal mesenchyme contributes to mouse and human biliary fibrosis^1,9^, we investigated whether our periportal assembloid model could recapitulate aspects of this disease. 

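Assembloids were made from 10 HepOrgs and 1000 cholangiocytes per well with portal mesenchyme at 250 cells per well (homeostatic) or 2500 cells per well (fibrotic-like), and bulk RNA-seq was performed with 3 libraries per condition at 1 week and 2.5 weeks. The sample labels give these times as 7 days and 18 days. The libraries were made and processed by the authors as those of the HepOrgs. In homeostatic assembloids the total count per library ranged from 35279254 to 55565694 (median 48328727) at 1 week and from 41536735 to 57472382 (median 52017362) at 2.5 weeks. In fibrotic-like assembloids it ranged from 38218834 to 65348596 (median 46550439) at 1 week and from 32893944 to 59705040 (median 46068033) at 2.5 weeks. The 12 libraries entered 1 edgeR fit, which tested 14255 genes at each time, over both times, and for the change of the effect between the times. The scale moves these numbers too, since the median log2 fold change of all genes was higher on the log2(TPM + 1) scale than with TMM by 0.81 at 1 week and 0.49 at 2.5 weeks. A change in the share of mesenchymal cells changes the counts of every gene these cells express, and the bulk libraries do not separate it from a change within cells.

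One library lies apart. In replicate 2 of the homeostatic assembloids at 1 week, 656 of the 3720 genes with at least 500 counts in each of the other 26 libraries had 3 counts or fewer, against 0 in each other library. Its highest correlation of normalised log2 counts with another library was 0.625, against at least 0.911 for every other library. It stayed in the tests, and values without it are given beside some of them.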

We performed experiments in which we kept the hepatocyte and cholangiocyte numbers constant, but increased the initial number of portal mesenchymal cells (Fig. 4a). Non-physiological numbers of portal mesenchyme (10× excess) consistently resulted in structures with altered morphology compared with structures with physiological numbers (Fig. 4b). 

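No gene was past the threshold between fibrotic-like and homeostatic assembloids at 1 week, 2.5 weeks or over both times, with 1986, 945 and 2678 genes at an unadjusted edgeR p under 0.05. Without replicate 2 of the homeostatic assembloids at 1 week, which lies apart, 1160 genes were past the threshold at 1 week (452 higher and 708 lower), 36 at 2.5 weeks (36 higher and 0 lower) and 4330 over both times (2359 higher and 1971 lower). With DESeq2 on all 12 libraries the counts were 791, 288 and 1724, with most of these genes higher. At 1 week most genes past the threshold were also higher on both log2 TPM scales and with all 27 libraries in 1 fit. With voom weights, an added alternative, most at 1 week were lower.

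Among ductal genes, Krt7 (ENSMUSG00000023039) lies on chromosome 15 of GRCm39 from 101308924 to 101328194. The TPM of Krt7 was 568 ± 918 in homeostatic and 789 ± 1137 in fibrotic-like assembloids at 1 week, and 15.2 ± 9.38 and 293 ± 314 at 2.5 weeks (SD, n = 3 each). Krt7 had a log2 fold change of −0.10 (standard error 1.48, edgeR adjusted p = 0.983) at 1 week, 3.43 (1.63, edgeR adjusted p = 0.761) at 2.5 weeks and 1.66 (1.07, edgeR adjusted p = 0.472) over both times. Without the library that lies apart, that of Krt7 was 3.28 (edgeR adjusted p = 0.146) at 1 week and 3.36 (edgeR adjusted p = 0.0311) over both times. For Krt7 at 1 week, the adjusted p ranged from 0.146 to 1, and the sign of the fold change changed on both log2 TPM scales (1.70 and 1.77), with genes of at least 10 counts in every library (0.26), with voom weights (2.04), without replicate 2 (3.28) of the homeostatic assembloids at 1 week and without replicate 1 (0.28) or 2 (0.43) of the fibrotic-like assembloids at 1 week. The sign of Krt7 at 1 week also changed with the replicate number as a block (0.99). For Krt7 at 2.5 weeks, the adjusted p ranged from 0.0397 to 1 and was below 0.05 with only the 2 groups in the fit (3.48). Over both times, the adjusted p of Krt7 ranged from 0.0157 to 0.903 and was below 0.05 with voom weights (2.39) and without replicate 2 (3.36) of the homeostatic assembloids at 1 week. Sox9 (ENSMUSG00000000567) lies on chromosome 11 of GRCm39 from 112673009 to 112678586. The TPM of Sox9 was 21.5 ± 9.56 in homeostatic and 92.2 ± 27.5 in fibrotic-like assembloids at 1 week, and 21.4 ± 1.82 and 70.0 ± 50.8 at 2.5 weeks (SD, n = 3 each). Sox9 had a log2 fold change of 1.50 (standard error 0.44, edgeR adjusted p = 0.268) at 1 week, 0.95 (0.43, edgeR adjusted p = 0.744) at 2.5 weeks and 1.22 (0.31, edgeR adjusted p = 0.0909) over both times. Without the library that lies apart, that of Sox9 was 1.56 (edgeR adjusted p = 0.0491) at 1 week and 1.25 (edgeR adjusted p = 0.0136) over both times. For Sox9 at 1 week, the adjusted p ranged from 0.0133 to 0.998. Sox9's adjusted p was below 0.05 with DESeq2 (1.47), with all 27 libraries in 1 fit (1.57), on the log2(TPM + 1) scale (2.10), with voom weights (1.94) and without replicate 2 (1.56) of the homeostatic assembloids at 1 week. Over both times, the adjusted p of Sox9 ranged from 0.00257 to 0.241. Sox9's adjusted p was below 0.05 on both log2 TPM scales (1.77 and 1.82), with DESeq2 (1.21), with all 27 libraries in 1 fit (1.28), with voom weights (1.36) and without replicate 2 (1.25) of the homeostatic assembloids at 1 week.

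Krt19 (ENSMUSG00000020911) lies on chromosome 11 of GRCm39 from 100031636 to 100039491. The TPM of Krt19 was 715 ± 1119 in homeostatic and 840.5 ± 1054 in fibrotic-like assembloids at 1 week, and 39.5 ± 13.8 and 1038 ± 1469 at 2.5 weeks (SD, n = 3 each). Krt19 had a log2 fold change of −0.31 (standard error 1.39, edgeR adjusted p = 0.946) at 1 week, 3.74 (1.55, edgeR adjusted p = 0.735) at 2.5 weeks and 1.72 (1.01, edgeR adjusted p = 0.415) over both times. Without the library that lies apart, that of Krt19 was 2.56 (edgeR adjusted p = 0.209) at 1 week and 3.15 (edgeR adjusted p = 0.0333) over both times. For Krt19 at 1 week, the adjusted p ranged from 0.161 to 0.998, and the sign of the fold change changed on both log2 TPM scales (1.65 and 1.70), with genes of at least 10 counts in every library (0.048), with voom weights (1.89), without replicate 2 (2.56) of the homeostatic assembloids at 1 week and without replicate 2 (0.18) of the fibrotic-like assembloids at 1 week. The sign of Krt19 at 1 week also changed with the replicate number as a block (1.23). Over both times, the adjusted p of Krt19 ranged from 0.0183 to 0.868 and was below 0.05 with voom weights (2.09) and without replicate 2 (3.15) of the homeostatic assembloids at 1 week. In replicate 2 of the homeostatic assembloids at 1 week the TPM was 2006 for Krt19 and 1628 for Krt7.

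Among collagens, Col1a2 (ENSMUSG00000029661) lies on chromosome 6 of GRCm39 from 4504814 to 4541555. The TPM of Col1a2 was 22.7 ± 26.9 in homeostatic and 128 ± 113 in fibrotic-like assembloids at 1 week, and 5.85 ± 1.10 and 141 ± 91.2 at 2.5 weeks (SD, n = 3 each). Col1a2 had a log2 fold change of 2.28 (standard error 1.00, edgeR adjusted p = 0.347) at 1 week, 3.93 (1.08, edgeR adjusted p = 0.733) at 2.5 weeks and 3.11 (0.73, edgeR adjusted p = 0.0877) over both times. Without the library that lies apart, that of Col1a2 was 3.44 (edgeR adjusted p = 0.0719) at 1 week and 3.68 (edgeR adjusted p = 0.0122) over both times. For Col1a2 at 1 week, the adjusted p ranged from 0.0203 to 0.998 and was below 0.05 with voom weights (3.40). For Col1a2 at 2.5 weeks, the adjusted p ranged from 0.00651 to 1 and was below 0.05 with DESeq2 (3.93), with voom weights (3.54) and with only the 2 groups in the fit (3.97). Over both times, the adjusted p of Col1a2 ranged from 0.000494 to 0.240. Col1a2's adjusted p was below 0.05 on both log2 TPM scales (3.35 and 3.52), with DESeq2 (3.10), with all 27 libraries in 1 fit (3.15), with voom weights (3.47) and without replicate 2 (3.68) of the homeostatic assembloids at 1 week. Col3a1 (ENSMUSG00000026043) lies on chromosome 1 of GRCm39 from 45350698 to 45395840. The TPM of Col3a1 was 38.6 ± 52.7 in homeostatic and 322 ± 346 in fibrotic-like assembloids at 1 week, and 8.17 ± 2.45 and 341 ± 238 at 2.5 weeks (SD, n = 3 each). Col3a1 had a log2 fold change of 2.90 (standard error 1.19, edgeR adjusted p = 0.324) at 1 week, 4.70 (1.29, edgeR adjusted p = 0.733) at 2.5 weeks and 3.80 (0.87, edgeR adjusted p = 0.0845) over both times. Without the library that lies apart, that of Col3a1 was 4.59 (edgeR adjusted p = 0.0569) at 1 week and 4.64 (edgeR adjusted p = 0.0109) over both times. For Col3a1 at 1 week, the adjusted p ranged from 0.0143 to 0.998 and was below 0.05 with voom weights (4.24). For Col3a1 at 2.5 weeks, the adjusted p ranged from 0.00465 to 1 and was below 0.05 with DESeq2 (4.70), with voom weights (4.15) and with only the 2 groups in the fit (4.74). Over both times, the adjusted p of Col3a1 ranged from 9.32e-05 to 0.240. Col3a1's adjusted p was below 0.05 on both log2 TPM scales (4.08 and 4.22), with DESeq2 (3.79), with all 27 libraries in 1 fit (3.84), with voom weights (4.20) and without replicate 2 (4.64) of the homeostatic assembloids at 1 week.

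The change of the fibrotic-like effect from 1 week to 2.5 weeks was tested itself. In log2 units, with the standard error in brackets, it was 3.53 for Krt7 (2.16), −0.56 for Sox9 (0.61), 4.05 for Krt19 (2.04), 1.64 for Col1a2 (1.36) and 1.80 for Col3a1 (1.58), each with an edgeR adjusted p of 1. Without the library that lies apart it was 0.15 for Krt7, −0.62 for Sox9, 1.18 for Krt19, 0.49 for Col1a2 and 0.11 for Col3a1. Within fibrotic-like assembloids, the log2 fold change from 1 week to 2.5 weeks was −0.88 for Krt7, −0.12 for Sox9, 0.67 for Krt19, 0.40 for Col1a2 and 0.30 for Col3a1, each with an edgeR adjusted p of 1. For Col3a1, the adjusted p of the change of the effect ranged from 0.851 to 1, and the sign of the fold change changed with voom weights (−0.092). Within fibrotic-like assembloids the sign also changed with voom weights for Krt7 (0.16) and Col1a2 (−0.084). It changed without replicate 3 of the fibrotic-like assembloids at 1 week for Krt7 (1.15), Col1a2 (−0.13) and Col3a1 (−0.24). For Krt19 it changed without replicate 2 of those at 2.5 weeks (−1.10) and with the replicate number as a block (−0.43). Without replicate 3 of those at 2.5 weeks it changed for Sox9 (0.060), Col1a2 (−0.077) and Col3a1 (−0.12), and for Sox9 also without replicate 1 of those at 1 week (0.26). The voom sample quality weights were chosen after the values were seen.

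**Figure D3:**
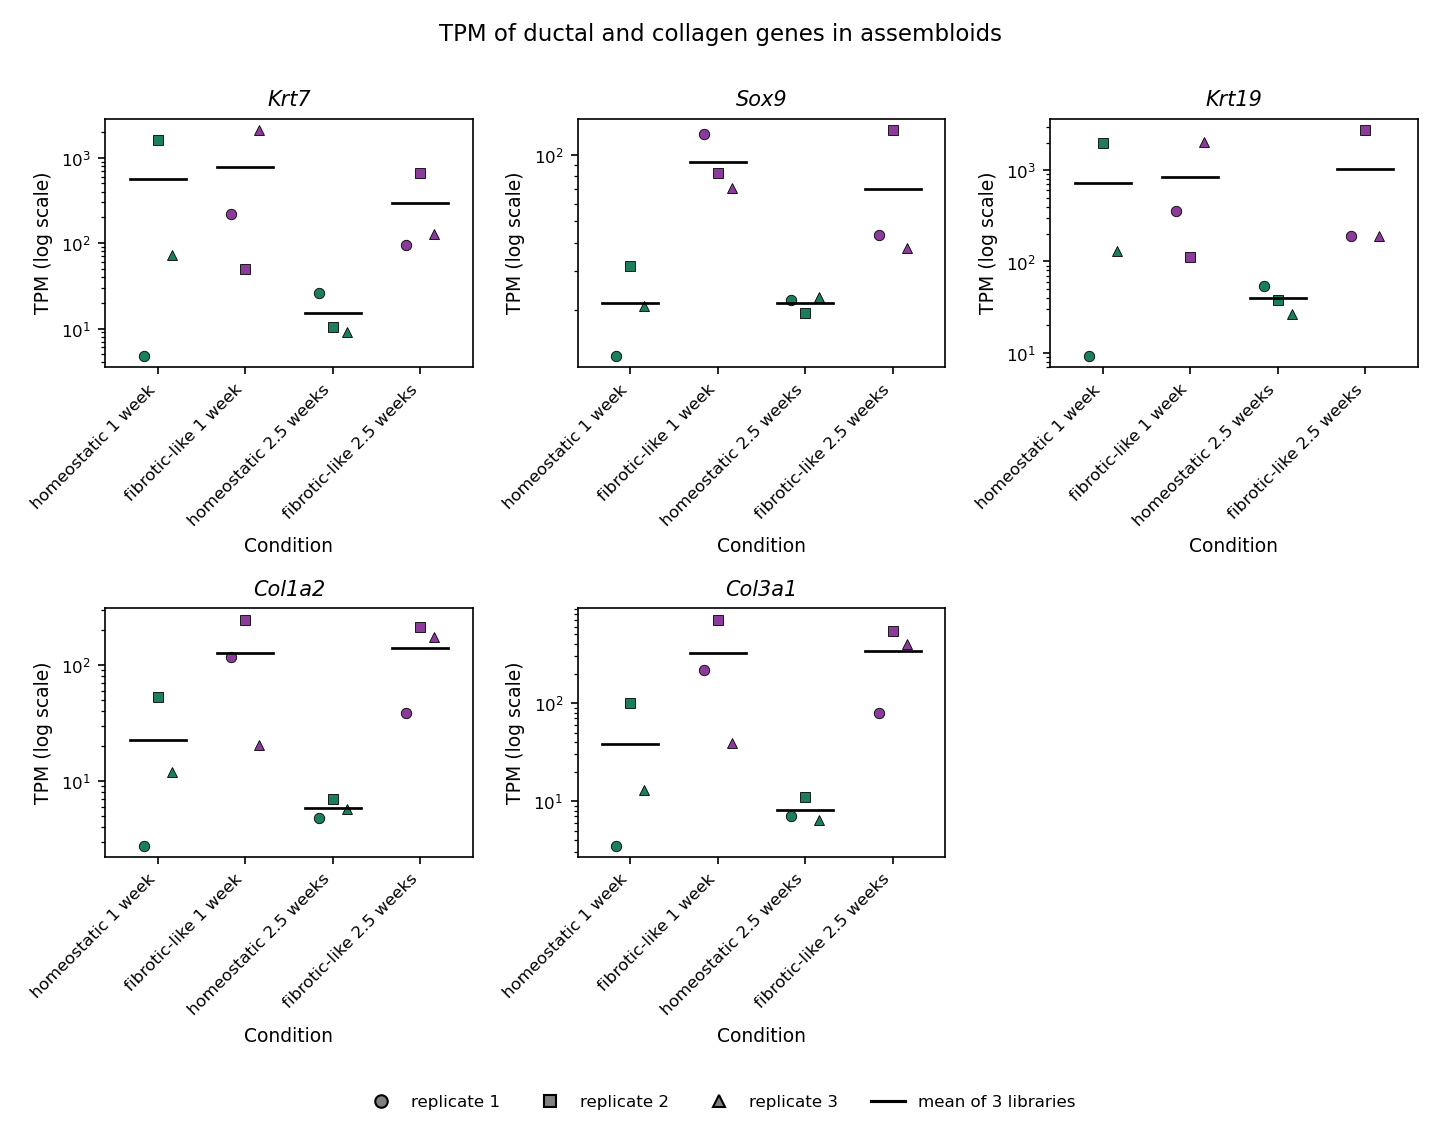
TPM on a log axis of Krt7, Sox9, Krt19, Col1a2 and Col3a1 in homeostatic and fibrotic-like assembloids at 1 week and 2.5 weeks, with 1 point per library, a marker shape per replicate number and a line at the mean of the 3 libraries. Krt19 spans 9.19 to 2006 TPM in the 3 homeostatic libraries at 1 week and 113 to 2049.7 TPM in the 3 fibrotic-like libraries.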

Gene expression analysis (RNA-seq) indicated that assembloids with high mesenchymal cell ratio exhibited increased expression of ductal cell markers (*Krt7*, *Sox9* and *Krt19*) and several collagens (*Col1a2* and *Col3a1*), which were persistent or even further increased in assembloids cultured longer-term (2.5 weeks; Extended Data Fig. 10a and Supplementary Table 2). Next, we compared scRNA-seq analysis of fibrotic versus homeostatic assembloids to nine publicly available single-cell liver datasets from in vivo mouse models of liver fibrosis^11–13,33–35,38,39^ (Fig. 4c and Extended Data Fig. 10b–h). Cholangiocytes from fibrotic-like assembloids clustered closely to cholangiocytes from various damage models, whereas hepatocytes from fibrotic-like assembloids clustered closely to cholangiocytes, potentially suggestive of a degree of transdifferentiation. Similarly, mesenchyme from fibrotic-like assembloids closely correlated to fibroblasts from several damage models (Extended Data Fig. 10h). We observed a remarkable similarity, both in strength and magnitude, between the inferred cell–cell interactions from in vivo biliary fibrosis models^33^ and our fibrotic assembloids. The predicted mesenchyme–mesenchyme interactions included *Col1a1–Ddr2*, *Gas6–Axl* and the metalloproteases inhibitor gene interactions *Timp2–Itgb1*, *Timp1–Cd63*, which are implicated in fibrosis progression^33,41–43^. Among the hepatocyte–mesenchyme interactions, the most notable were *Fgb* with *Itgb1* (Fig. 4d and Supplementary Table 4). We found a significant enrichment in signalling pathways involved in liver fibrosis and known to be activated in cholestatic injury such as IL-6 signalling, collagen remodelling, deposition and degradation, matrix metalloproteases, extracellular matrix turnover and cytokine signalling (Fig. 4e and Supplementary Table 5). Hepatocytes showed upregulation of stress-related pathways such as p53 signalling and downregulation of bile acid and fatty acid metabolism (Extended Data Fig. 10e). Conversely, cholangiocytes showed a reduction in apoptosis and TGFβ signalling (Extended Data Fig. 10f), whereas mesenchymal cells presented changes in signatures and pathways known to be involved in liver fibrosis such as PI3K–AKT–mTOR^44^ (Extended Data Fig. 10g).

**Fig. 4:**
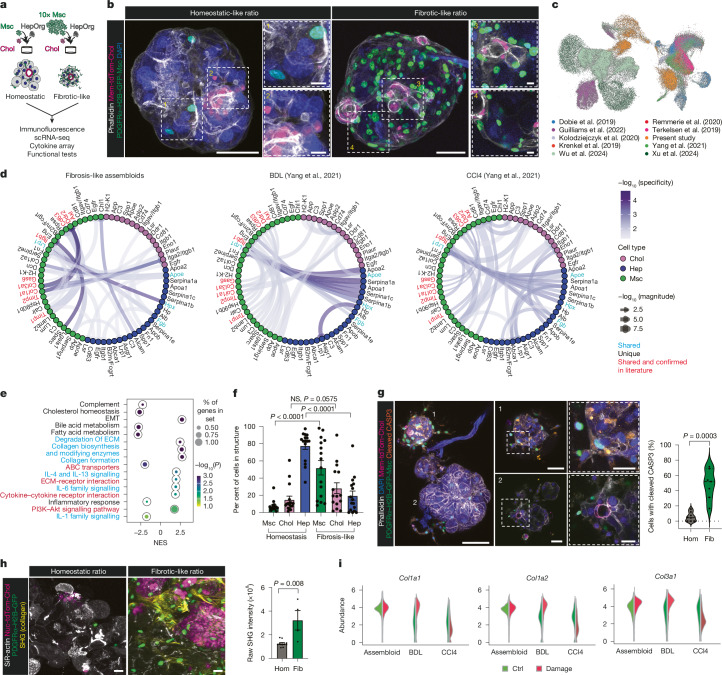
Periportal assembloids mimic aspects of biliary fibrosis in vitro. **a**, Schematic of the experimental design. **b**, Immunofluorescence images of assembloids with homeostatic (left) and 10× excess (right) of mesenchyme. *n* > 3 experiments. Scale bars: 50 µm (main images), 10 µm (zoom view). **c**, UMAP of fibrotic-like assembloid data (from this study) integrated with datasets from liver damage models. **d**, Circular plots represent the inferred cell–cell interactions from fibrotic-like assembloids, bile duct ligation (BDL) and CCl4 models from Yang et al.^33^. Interactions reported in the literature and shared with BDL and CCl4 models are shown in red, interactions that are shared but not mentioned in the literature are in cyan and unique interactions are shown in black. Selected from the top 100 significant interactions for BDL. **e**, Gene set enrichment analysis (GSEA) of fibrosis-like versus homeostatic-like assembloids using MSigDB_Hallmark_2020 (black), KEGG_2019 (red) and Reactome_2022 (cyan) gene datasets. EMT, epithelial to mesenchymal transition; NES, normalized enrichment score. **f**, Cell composition of homeostatic-like and fibrotic-like assembloids. Dots show the percentage of cells per structure. Data are mean ± s.e.m. (3 independent experiments, *n* = 13 organoids); homeostatic-like data are reproduced from Fig. 3d. Mann–Whitney test, two-tailed. **g**, Left, immunofluorescence staining for cleaved caspase-3 (CASP3). Right, violin plot showing the median and quartiles of the percentage distribution of hepatocytes containing cleaved caspase-3 from three independent biological replicates. Each dot represents one organoid. Mann–Whitney test, two-tailed. Hom, homeostatic (*n* = 8); Fib, fibrotic-like (*n* = 7). Scale bars: 100 µm (left), 50 µm (middle), 25 µm (right). **h**, Left, SHG imaging reveals fibrous collagen deposition; cholangiocytes (nuc-tdTomato), mesenchyme (PDGFRα–H2B–GFP) and SiR-actin staining. Right, mean ± s.e.m. of the intensity of SHG signal from three biological replicates from *n* = 3 independent experiments. Mann–Whitney test, two-tailed. Homeostatic assembloids, *n* = 10; fibrotic-like assembloids, *n* = 4. Scale bars, 20 µm. **i**, Expression of selected genes in mesenchyme, presented as abundance, in homeostatic (Ctrl) and fibrosis-like (Damage) assembloids, or in damage or control tissue from BDL and CCl4 models from ref. ^33^. Source Data

Together, these results suggested that the structures with high mesenchyme cell ratios exhibited a fibrotic-like phenotype; therefore, we called them ‘fibrotic-like’, in contrast to ‘homeostatic’ for the assembloids with physiological mesenchymal cell numbers.

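Fixed lists were compared between fibrotic-like and homeostatic assembloids in the bulk libraries. The 10 collagen genes had a median log2 fold change of 2.57 (camera adjusted p = 0.0252, fry 0.0750) at 1 week and 3.63 (camera adjusted p = 1.17e-09, fry 0.0321) at 2.5 weeks, and 9 and 10 of them were higher. The 9 mesenchyme markers of the paper's methods, of which 4 are collagen genes of that list, had a median of 2.90 (camera adjusted p = 0.0460, fry 0.108) and 3.83 (camera adjusted p = 1.14e-07, fry 0.0321). Over all genes none of either list was past the threshold, while 5 collagen genes at 1 week and 7 at 2.5 weeks had an unadjusted edgeR p under 0.05, as had 5 and 6 mesenchyme markers. Adjusted over the list alone, 0 and 7 collagen genes and 2 and 5 mesenchyme markers were past the threshold at 1 week and 2.5 weeks. Over all genes 0 cholangiocyte markers were past it at either time, with 1 and 3 at an unadjusted edgeR p under 0.05 and 1 and 1 past it adjusted over the list alone. At 1 week without the library that lies apart, the medians were 2.79 for the collagen genes (camera adjusted p = 0.00185) and 3.02 for the mesenchyme markers (camera adjusted p = 0.00785). At 1 week the collagen median ranged from 1.59 without replicate 2 of the fibrotic-like assembloids at 1 week to 3.04 without replicate 3 of the fibrotic-like assembloids at 1 week (camera adjusted p 7.18e-05 to 0.551 over the fits that each left out a library), and the mesenchyme median from 1.56 without replicate 2 of the fibrotic-like assembloids at 1 week to 3.45 without replicate 3 of the fibrotic-like assembloids at 1 week (camera adjusted p 7.18e-05 to 0.670 over the fits that each left out a library). The 6 cholangiocyte markers had a median of −0.10 (camera adjusted p = 0.577, fry 0.451) at 1 week, which became 1.67 on the log2(TPM + 1) scale, chosen for lists after the values were seen, and ranged from −1.49 without replicate 3 of the fibrotic-like assembloids at 1 week to 2.61 without replicate 2 of the homeostatic assembloids at 1 week (camera adjusted p 0.0268 to 0.985 over the fits that each left out a library). At 2.5 weeks the cholangiocyte median was 3.52 (camera adjusted p = 0.000308, fry 0.121), and it ranged from 2.08 without replicate 2 of the fibrotic-like assembloids at 2.5 weeks to 4.02 without replicate 1 of the homeostatic assembloids at 2.5 weeks (camera adjusted p 0.000405 to 0.00268 over the fits that each left out a library). With an estimated correlation between genes, none of these 3 lists was past the threshold at either time (lowest camera adjusted p 0.110). The paper proposes that a high mesenchyme cell ratio gives a fibrotic-like phenotype. It draws on altered morphology, bulk RNA-seq, single cells compared with mouse models of liver fibrosis, inferred cell interactions and enriched gene sets. It later adds hepatocyte death, ductal cell numbers, collagen imaging and secreted cytokines.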

Notably, in fibrotic-like assembloids, but not in homeostatic assembloids, we observed that the increase of the initial numbers of portal mesenchymal cells (SCA1^+^PDGFRα^+^) affected the other two populations: hepatocytes and ductal cells (Fig. 4f). We observed a significant reduction in hepatocyte number, which also exhibited aberrant morphologies, distorted cell membranes and weak chromatin staining (Fig. 4g and Extended Data Fig. 11a). Live imaging consistently revealed big bursts of DNA signal coming from hepatocytes (Supplementary Video 15). Cleaved caspase-3 staining indicated that hepatocyte death occurred, at least partially, through apoptosis, although gene expression analysis also indicates that other forms of cell death might be involved (Fig. 4g and Extended Data Fig. 11a–c). Hepatocyte death was also induced by freshly isolated portal mesenchymal cells in excess (fibrotic-like) numbers (Extended Data Fig. 11c). Consistently fibrotic-like assembloids lost functional bile acid (CLF) uptake and reduced bile acid drainage from the bile canaliculi into the bile duct (Extended Data Fig. 11d–f and Supplementary Video 16), although we did not detect differences in albumin secretion, total bile acid or cytochrome activity between homeostasis and fibrotic-like assembloids (Extended Data Fig. 11g). Concomitant with the hepatocyte death, we observed increased numbers of ductal cells in fibrotic-like assembloids (Fig. 4f and Extended Data Fig. 11h), which were further increased in long-term cultured assembloids (more than 40 days; Extended Data Fig. 11i,j), reminiscent of the ductular reaction observed in biliary fibrosis patients^2^. Notably, second-harmonic generation (SHG) microscopy confirmed a significant increase in fibrillar collagen deposition in fibrotic-like assembloids (Fig. 4h), in agreement with the gene expression data (Fig. 4i) and a mouse model of biliary fibrosis^2,8^. Immunostaining confirmed the identity of portal fibroblasts (Extended Data Fig. 11k). In addition, several genes encoding pro-inflammatory molecules, including *Ccl11*, *Cxcl1* and *Cxcl12* and the metalloproteases *Mmp2* and *Mmp3*—all of which are implicated in fibrosis—were also highly upregulated in the mesenchyme of fibrotic-like assembloids (Extended Data Fig. 12a,b and Supplementary Table 4). Cytokine array analysis confirmed the secretion of CCL11, CXCL1, MMP2 and MMP3 by fibrotic-like assembloids, but not from matching control homeostatic assembloids (Extended Data Fig. 12c).

Together, the described features—namely: (1) fibrotic gene expression similar to in vivo models of biliary fibrosis; (2) hepatocyte death; (3) bile flow obstruction; (4) ductal cell expansion; and (5) collagen deposition—indicate that fibrotic assembloids recapitulate in vitro many aspects of the in vivo biliary fibrosis, except for the inflammatory reaction, as expected given that our system lacks the immune compartment.

## Assembloids as a tool to study fibrosis

We next investigated whether assembloids could be used as a tool to study liver fibrosis. We first examined mesenchyme-derived inflammatory cytokines, as recent human studies on biliary fibrosis^45^ suggest that epithelium and mesenchyme express many cytokines, although their function remains unknown. Addition of CXCL12, CCL11 or CXCL1 had no effect on mesenchymal cells (Extended Data Fig. 12d). Similarly, blocking antibodies against selected cytokines did not rescue the fibrotic-like phenotype (Extended Data Fig. 12e). These results suggested that the paracrine signalling from mesenchymal cells was secondary to the fibrotic-like phenotype, at least for the cytokines tested, and notably, in the absence of the immune compartment.

Changes in cell adhesion and cell–extracellular matrix (ECM) interactions are common features of the fibrotic response. Therefore, we next tested whether assembloids could be exploited to investigate cell–cell and cell–ECM interactions in fibrosis. We first analysed our scRNA-seq results for potential cell adhesion, cell–ECM or ligand–receptor interactions that would be increased in the fibrotic assembloids compared with the homeostatic ones, focusing on the mesenchymal cell interactions that were also present in in vivo models of fibrosis (Fig. 4d and Extended Data Fig. 12a,b). We found that expression of the cell adhesion gene *Cdh11* was increased in fibrotic-like mesenchymal cells, and the ligand–receptor interactions involving molecules including the ECM integrin subunit ITGβ1 and the ECM modulators TIMP1 and TIMP2 (Extended Data Fig. 12a,b and Supplementary Table 4) significantly changed in intensity and magnitude. We selected some of these genes to perform a small knockdown screen in assembloids cultured in fibrotic-like conditions (tenfold excess mesenchymal cells). As a first screening readout, we discriminated shape changes over time, as fibrotic-like assembloids are more compact compared to structures with physiological mesenchymal cell numbers. We again applied the shape descriptor algorithm DETECT^28^ and developed the DETECT metric to quantitatively and statistically compare spatiotemporal changes in morphology of organoids under different conditions. We found that inhibiting mesenchymal cell adhesion by CDH11 knockdown as well disrupting mesenchyme–ECM interactions by knocking out ITGβ1 specifically in mesenchyme cells consistently prevented the fibrotic-like phenotype in assembloids. Specifically, assembloids did not change shape over time compared with controls, which became significantly more compact over time (Fig. 5a–d and Extended Data Figs. 12f–j and 13a–i). Additionally, ITGβ1 knockout or CDH11 knockdown in mesenchymal cells also resulted in a significant reduction in collagen deposition (Fig. 5d and Extended Data Figs. 12j and 13h,i), which could be related to the disruption of the mesenchyme–mesenchyme interactions as monocultures grown at similarly high density deposited large amounts of fibrillar collagen (Extended Data Fig. 13j). None of the other molecules tested resulted in similar rescue (Extended Data Fig. 12e–h).

**Fig. 5:**
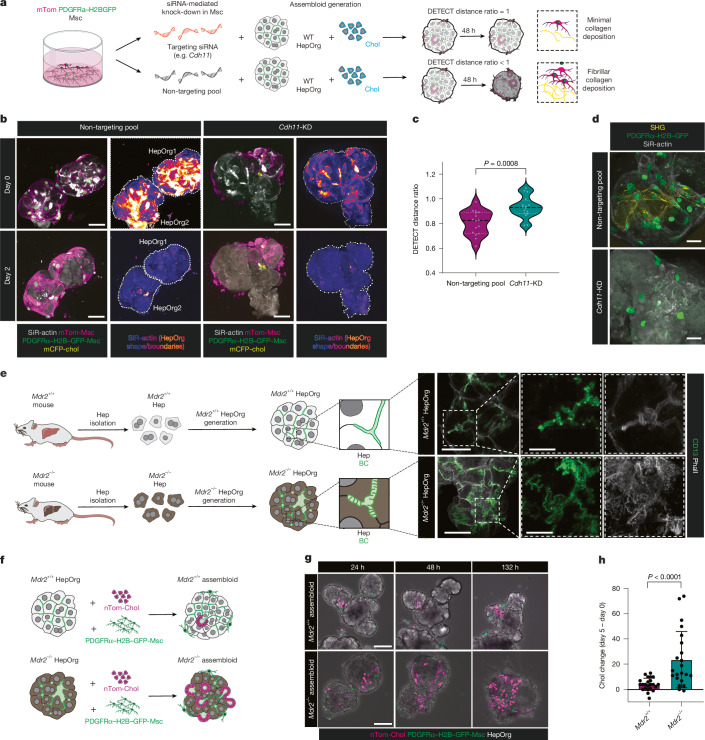
Periportal assembloids as tools to investigate disease mechanisms. **a**–**d**, Short interfering RNA (siRNA)-mediated knockdown experiments in assembloids. Mesenchyme cells (green nuclei and magenta membrane) were transfected with targeting or non-targeting siRNAs before assembly. **a**, Experimental design, including schematic of the DETECT distance ratio metric (*d*_1_/*d*_0_). **b**, Live imaging analysis of assembloids formed with mesenchyme cells transfected with non-targeting (left) or *Cdh11* (right) siRNA. Cell boundaries are indicated by SiR-actin. The white dotted line indicates segmentation of the organoid border. Scale bars, 50 µm. **c**, Segmented assembloids from **b** were used as input for the DETECT algorithm and to calculate the DETECT distance metric. Violin plots show median and quartiles of the DETECT distance ratio for the non-targeting and *Cdh11*-knockdown (KD) group. Mann–Whitney test, two-tailed. Dots represent individual assembloids (*n* = 16 from 2 independent experiments). **d**, SHG images of assembloids showing fibrillar collagen deposition in non-targeting control and *Cdh11*-knockdown groups. PDGFRα–H2B–GFP marks portal fibroblasts. *n* = 2 independent experiments. Scale bars, 25 µm. **e**, Left, schematic of *Mdr2*^+/+^ and *Mdr2*^−/−^ HepOrgs. Right, immunofluorescence images of HepOrgs derived from wild-type (top) or *Mdr2*^−/−^ (bottom) livers show dilated bile canaliculi on *Mdr2*^−/−^ organoids. CD13 (green) marks bile canaliculi. Phalloidin marks cell borders. *n* = 3 independent experiments with *n* = 3 biological replicates. Scale bars: 20 µm (main images), 10 µm (zoom views). **f**–**h**, Chimeric assembloids were formed by *Mdr2*^−/−^ HepOrgs (bright field, grey), wild-type cholangiocytes (nTom-Chol) and wild-type portal mesenchyme (PDGFRa–H2B–GFP). **f**, Schematic of experimental design. **g**, Still images from live imaging experiments (*n* = 2 independent experiments) of assembloids formed with *Mdr2*^+/+^ or *Mdr2*^−/−^ HepOrgs. Scale bars, 50 µm. **h**, Change in cholangiocyte numbers between day 0 and day 5 in assembloids formed with *Mdr2*^+/+^ or *Mdr2*^−/−^ HepOrgs. Data are mean ± s.e.m. of 2 biological replicates from *n* = 2 independent experiments with *n* = 23 (*Mdr2*^+/+^) and *n* = 22 (*Mdr2*^−/−^) assembloids. Dots represent individual assembloids. Mann–Whitney test, two-tailed. Source Data

Finally, we investigated whether our model would be relevant for studies of other aspects of the pathophysiology of cholestatic biliary fibrosis, such as the cell-autonomous mechanisms of liver fibrogenesis. We utilized a *Mdr2*^*−/−*^ mouse model, a knockout mouse that lacks the phospholipid transporter MDR2, resulting in altered bile composition, and models primary sclerosing cholangitis^8^, a cholangiopathy that develops biliary fibrosis. HepOrgs from MDR2-knockout mice exhibited signs of cholestatic liver disease, with the presence of dilated bile canaliculi, apical bulkheads, inward blebs and accumulation of liver rosettes (Fig. 5e), recognized hallmarks of in vivo cholestasis in mouse and humans^46–49^. These features were also observed in *Mdr2*^−/−^ liver tissue, but were absent in control tissue and HepOrg derived from control wild-type littermates (Fig. 5e and Extended Data Fig. 14a–d). To investigate the effect of *Mdr2*^−/−^ hepatocytes in the mechanisms of fibrosis, we then mixed the *Mdr2*^−/−^ cholestatic HepOrgs with wild-type cholangiocytes and wild-type portal mesenchyme to generate chimeric assembloids (Fig. 5f,g). As in the in vivo tissue, both *Mdr2*^−/−^ and wild-type control assembloids readily connected bile canaliculi with the bile duct (Extended Data Fig. 14e). Notably, assembloids formed by *Mdr2*^−/−^ hepatocytes, but not wild-type controls, exhibited ductal cell expansion (Fig. 5g,h and Extended Data Fig. 14f), resembling the ductular proliferation observed in vivo in *Mdr2*^−/−^ mice^8^. These results suggest that alterations in hepatocyte function contribute to ductular expansion, akin to early stages of biliary fibrosis in vivo.

In summary, we obtained a periportal assembloid model that recapitulates aspects of biliary fibrosis and cholestatic liver disease and is amenable for investigation of cell-autonomous and non-autonomous mechanisms in liver disease.

## Discussion

The study of the cellular mechanisms that regulate cholestatic liver injury and biliary fibrosis has been a major challenge, owing to the difficulty of modelling physiological bile canaliculi in vitro and the shortfall of cellular systems that recapitulate the architecture and cellular interactions between different cells in the periportal region.

Here, we generated a periportal assembloid model that combines portal mesenchyme, cholangiocytes and hepatocytes, and readily recapitulates the cellular and mesoscale architecture of the periportal region of the mouse liver, albeit lacking the portal endothelium and resident immune cells. By generating HepOrgs that retain apical polarity, we obtained a model that forms physiological and functional bile canaliculi 3D network. Notably, when HepOrgs are generated from the cholestatic *Mdr2*^−/−^ mouse model, they faithfully recapitulate the specific histological features of cholestatic liver disease, including liver rosettes and bile canaliculi bulkheads^8,46^. This is in stark contrast to previous models, which were cholestatic at baseline (presented bile canaliculi bulkheads)^46^ and lacked the 3D network organization typical of transport networks^50^.

The physiological bile canaliculi architecture generated by HepOrgs enabled us to reconstruct a physiological and functional connection between the bile canaliculi and bile duct. A limitation of this study was that it did not achieve full zonation as in the liver lobule—as expected, given that the organoids are too small in size to provide a full liver axis.

Paradoxically, although recapitulating native tissue architecture is essential, too much complexity could obstruct investigations of the precise role of specific niche cell types in the physiology or pathophysiology of a tissue without introducing confounding factors. Our system represents a modular and tractable in vitro tool for investigating the dynamics of cholestatic biliary fibrosis and the contribution of different cell types. Notably, this is not possible in current epithelial-only organoid models or in organoids derived from induced pluripotent stem cells, in which the different populations co-develop from a single clone. By targeting CDH11 or ITGβ1 specifically in mesenchyme, we provide proof of the concept that assembloid cells can be used as platform for mechanistic discovery and to investigate cell-autonomous mechanisms in liver disease. How this affects the exact intracellular molecular effectors in mesenchyme–ECM or mesenchyme–mesenchyme interactions that regulate hepatocyte cell death and duct cell expansion remains unknown.

In conclusion, our periportal assembloid model recapitulates architecture and cell–cell interactions of the liver at the meso- and cellular scale and provides an in vitro liver organoid system for the study of bile canaliculi formation, bile drainage and cell-autonomous or cell-specific contributions of hepatocytes, cholangiocytes and portal mesenchyme to cholestatic liver disease.

## Methods

### Mouse models

Mouse experiments were performed in accordance with the German animal welfare legislation and in strict pathogen‐free conditions in the animal facility of the MPI‐CBG. Protocols were approved by the Institutional Animal Welfare Officer (Tierschutzbeauftragter), and all necessary licenses were obtained from the regional Ethical Commission for Animal Experimentation of Dresden, Germany (Tierversuchskommission, Landesdirektion Dresden, number DD24-5131/346/3; TVT08/2023; TVV42/2021; TVV49/2021). The laboratory animal housing of the MPI-CBG is exclusively barrier housing. All mice are kept in individually ventilated cages under a 12 h:12 h light:dark cycle. The animal room temperature is maintained between 20 and 24 °C and the relative humidity is 55 ± 10%. Both are subject to constant monitoring. Sterile food and water were given ad libitum. Healthy adult mice (8–25 weeks of age) of both sexes were used for experiments. For MDR2 experiments, mice were used at 8 weeks of age. Wild-type C57/Bl6 mice, *Rosa26*-mTmG, *Rosa26*-nTnG, *Pdgfra*^*H2B-GFP*^, *Pdgfra*^*H2B-GFP*^ × *Rosa26-mTmG*, *Prom1*^*creERT2*^ × *R26-LSL-ZsGreen*, *Itgb1*^*fl/fl*^ × *R26-LSL-ZsGreen* or *Mdr2*-knockout mice were used for experiments. *Rosa26*-mTmG [Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J] and *Rosa26*-nTnG [B6;129S6-Gt(ROSA)26Sortm1(CAG-tdTomato*,-EGFP*)Ees/J] were obtained from the Jackson Laboratory (JAX). The *Pdgfra*^*H2B-GFP*^ ([B6.129S4-Pdgfratm11(EGFP)Sor/J] mice were described previously^51^ and obtained from M. Zernicka-Goetz. The *Pdgfra*^*H2B-GFP*^ × *Rosa26-*mTmG was generated by crossing the *Pdgfra*^*H2B-GFP*^ mice with *Rosa26-*mTmG were obtained and described above. The *Mdr2*-knockout line [FVB.129P2-Abcb4tm1Bor/J] was described before^8^. The *R26-LSL-ZsGreen* B6.Cg-Gt(ROSA)26Sortm6(CAG-ZsGreen1)Hze/J) mice were obtained from JAX*. Itgb1*^*fl/fl*^ (B6;129-Itgb1tm1Efu/J) was described previously^52^, and obtained from M. Zernicka-Goetz. *Itgb1*^*fl/fl*^ × *R26-ZsGreen* was generated by crossing *Itgb1*^*fl/fl*^ mice with *R26-LSL-ZsGreen* mice. The *Prom1*^*creERT2*^ × *R26-LSL-ZsGreen* mice were generated by crossing *Prom1*^*creERT2*^ (B6N;129S-Prom1tm1(cre/ERT2)Gilb/J) mice^53^, obtained from R. Gilbertson, with *R26-LSL-ZsGreen* mice. Confetti mouse (Gt(ROSA)26Sortm1(CAG-Brainbow2.1)Cle/J) has been described^54^ and was recombined in vitro to obtain mCFP cholangiocyte organoids. Mice were bred onto a C57/B6 background.

### HepOrg culture

Primary hepatocytes were isolated from mice following either euthanasia by cervical dislocation, or anaesthesia by intraperitoneal injection of 90 mg kg^−1^ bodyweight ketamine and 10 mg kg^−1^ Rompun (xylazine) as previously described^55^. When isolating hepatocytes from *Mdr2*^−/−^ fibrotic livers, collagenase perfusion was longer compared to standard protocol, between 25–30 min. After isolation, hepatocytes were counted, and 5,000 viable hepatocyte cells were resuspended in 5 μl of suspension buffer and mixed with Matrigel to a total of 25 μl and seeded forming a Matrigel dome as for 25 μl Matrigel per well of a 48-well plate. Following Matrigel solidification (~15 min), 250 μl of medium per 48-well plate was overlaid. Hepatocytes were cultured in an adapted medium as described^25^: AdDMEM/F12 (ThermoFisher, 12634010) medium containing 1% HEPES (ThermoFisher, 15630-056), 1% penicillin/streptomycin (ThermoFisher, 15140-122), Glutamax (ThermoFisher, 35050-068), 1× B27 (Invitrogen, 12587010) and 1.25 mM *N*-acetylcysteine (Merck/Sigma, A9165) –referred to as basal medium, which was further supplemented with 10 nM gastrin (Merck/Sigma, G9145), 50 ng ml^−1^ mEGF (ThermoFisher, PMG8043), 15% RSPO1 conditioned medium (homemade), 100 ng ml^−1^ FGF10 (Peprotech, 100-2), 50 ng ml^−1^ FGF7 (Peprotech, 100-19-50**)**, 10 mM nicotinamide (Merck/Sigma, N0636), 25 ng ml^−1^ HGF (Peprotech, 100-39), 3 μM CHIR9902 (Tocris, 4423), 1 μM A83-01 (Tocris, 2939) and 10 µM ROCK inhibitor (Y-27632, Merck/Sigma, Y0503), supplemented with 30% WNT3a conditioned medium (Wnt-CM) (homemade) –referred to as hepatocyte medium + 30% Wnt-CM (HM-Wnt), or Wnt surrogate (HM-WntS) (WNT Surrogate: Live Science Incubator, N001) or 3% foetal bovine serum (HM-FBS) (FBS, Merck/Sigma, F7524), or in medium described in Hu et al.^15^ with modified FGF10 concentration (100 ng ml^−1^)—or in medium described in Peng et al.^16^, containing TNF (Peprotech, 300-01 A) with the modification that the basal medium was Advanced DMEM/F12 and EGF and HGF concentrations were 25 ng ml^−1^. HepOrgs were cultured at 37 °C and 5% CO_2_. The medium was changed 2–3 times per week. To enrich for bubbly/grape-like HepOrg structures, the initial cell preparation was enriched with cell clusters, or alternatively, ball HepOrgs were removed by hand-picking or by centrifugation at passage 1 and 2. To enrich for ball-like structures, cells were seeded as single cells at lower density (1,000 cells) to avoid fusion and promote single cells growing out in the aberrant morphology. Sometimes unwanted cholangiocyte organoids or mesenchyme was also observed in the cultures until passage 2, and also removed by hand-picking from the hepatocyte cultures. HepOrg cultures were regularly tested for the absence of mycoplasma using MycoAlert Mycoplasma Detection Kit (Lonza LT07-118).

For co-culture media test experiments, HepOrg grown in HM-Wnt up to passage 2 (P2) were cultured in one of the following media for 6–14 days, with a medium change every 2–3 days. Organoids were transferred to indicated medium from HM-Wnt medium, and then collected for analysis (7 days, 14 days) or immunofluorescence staining (6–7 days). Media regimes used were: (1) basal medium supplemented with Wnt-CM (30%) and 10 µM ROCK inhibitor (Y-27632, Merck/Sigma, Y0503) (MM)^20^; (2) and our previously published medium that supports hepatocyte differentiation from cholangiocytes with addition of small-molecule Wnt inhibitors^21^, differentiation medium (DM) composed of basal medium supplemented with 10 nM gastrin (Merck/Sigma, G9145), 50 ng ml^−1^ mEGF (ThermoFisher, PMG8043), 100 ng ml^−1^ FGF19 (Peprotech, 100-32-25), 25 ng ml^−1^ HGF (Peprotech, 100-39), 3 μM CHIR9902 (Tocris, 4423), 0.5 μM A83-01 (Tocris, 2939), 25 ng ml^−1^ hBMP7 (Peprotech, 120-03), 10 μM DAPT (Merck/Sigma, D5942-5MG), 3 μM IWP2 (Merck/Sigma, I0536-5mg), 25 μM iCRT3 (Merck/Sigma, SML0211-5MG) and 3 μM dexamethasone (Tocris, 4489).

For organoid formation efficiency, primary hepatocytes were isolated as described above. To prevent organoids from fusing, 1,000 viable hepatocytes (viability >80%) were plated in 25 μl Matrigel (BD Bioscience; 356231) droplet and cultured as described above. After 9 days, organoid numbers were counted and results expressed as a percentage relative to the initial seeding cell numbers.

To determine cholangiocyte contamination, *Prom1*^*creERT2*^ × *R26-LSL-ZsGreen* transgenic mouse were used to induce specific cholangiocyte labelling with ZsGreen protein in the adult mouse prior to isolation of hepatocytes. Following tamoxifen injection, cholangiocytes were labelled by fluorescent protein ZsGreen. This process has been shown to occur with close to 80% efficiency^53,56^. We then allowed for a tamoxifen wash-out period of 14 days, to exclude any effects relating to the injection and tamoxifen in murine system, and followed by standard hepatocyte isolation, as described in methods. For the analysis of cholangiocytes from hepatocyte isolation and HepOrg culture, primary hepatocytes and other liver cells were isolated from mice as described above. The cells were then strained with 100 μM strainer, washed one time with AdDMEM/F12 (ThermoFisher, 12634010) medium containing 1% HEPES (ThermoFisher, 15630-056), 1% penicillin/streptomycin (ThermoFisher, 15140-122), Glutamax (ThermoFisher, 35050-068), spun 5 min at 100*g* and stained 30 min with EpCAM antibody conjugated to APC (CD326 (EpCAM) Monoclonal Antibody (G8.8), APC, eBioscience, ThermoFisher, 17-5791-80). Before sorting, cells were washed one time with above medium, spun 5 min at 100*g* and resuspended in the same medium for sorting. In case of cholangiocytes from HepOrg culture, all cells from the culture were collected in above media, spun 5 min at 200*g* and dissociated by incubation with TrypLE Express (ThermoFisher, 12605010) for 5 min at 37 °C, before being strained and stained as outlined above.

### Liver ductal and mesenchymal cell isolation and sorting

Mouse livers were collected and enzymatically digested as described^14,57,58^. In brief, minced livers were incubated in a solution containing 0.0125% collagenase (Merck/Sigma, C9407), 0.0125% dispase II (ThermoFisher, 17105-041) and 1% foetal bovine serum (FBS) (Merck/Sigma, F7524) in DMEM/Glutamax (ThermoFisher, 31966-021) supplemented with 1% HEPES (ThermoFisher, 15630-056) and 1% penicillin/streptomycin (ThermoFisher, 15140-122) and 0.1 mg ml^−1^ of DNAase (Merck/Sigma, DN25) in a shaker at 37 °C and 150 rpm for 1.5–3 h. The biliary tree fragments and associated stroma were then dissociated into single cells with TrypLE diluted to 5× (Gibco, A12177-01). Following dissociation, cells were isolated by fluorescence-activated cell sorting (FACS) using the described approach^20,58^. Single cells were incubated with fluorophore-conjugated antibodies for 30 min and FACS-sorted using BD FACS Aria (BD Biosciences) or SH800S (SONY) cell sorters. Cells were sequentially gated based on size and granularity (forward scatter (FSC) versus side scatter (SSC)) and singlets (FSC area versus FSC height); after which ductal cells were selected based on EPCAM positivity and negative exclusion of the haematopoietic/endothelial markers CD31, CD45 and CD11b. The mesenchyme was sorted as double positive PDGFRα–GFP^+^SCA1^+^ cells gated from the EpCAM^−^CD31^−^CD45^−^CD11b^−^ fraction. Following FACS isolation, ductal cells and portal mesenchymal cells were used for ductal organoid and mesenchymal cell culture, respectively. Cholangiocyte organoid and mesenchymal cell cultures were regularly tested for the absence of mycoplasma using MycoAlert Mycoplasma Detection Kit (Lonza LT07-118).

### Mesenchymal cell culture

Mesenchymal cells were cultured in the basal medium described above supplemented with Wnt-CM (30%) and 10 μM ROCK inhibitor (Y-27632, Merck/Sigma, Y0503), as described^20^. Cells were passaged at 1:3 and 1:2 ratios, through enzymatic digestion using TrypLE Express (ThermoFisher, 12605010) for 5 min at 37 °C. Mesenchymal cells were cultured at 37 °C and 5% CO_2_. For 3D culture in Matrigel, mesenchyme cells were seeded in Matrigel at density 2,500 cells per 25 μl Matrigel in a 48-well plate as the sparse condition, overlaid with medium. Alternatively, for the confluent/aggregated 3D condition, 2,500 mesenchyme cells were placed in a well of a low-attachment 24-well plate in 0.5 ml of medium supplemented with 1× methylcellulose (Sigma, M6385) and the plate was transferred to a rocker-shaker (Biosan, MR-1), incubated at 10 rpm for 18–24 h at 37 °C and 5% CO_2_. Mesenchyme aggregates were collected into 1.5 ml Eppendorf tube, spun down for 5 min at 200*g* and seeded in Matrigel as described above and overlaid with medium.

### Hepatocyte 2D sandwich culture

Primary hepatocytes were isolated from mouse livers via collagenase perfusion as described above. Cells were plated onto collagen (0.9 mg ml^−1^) coated 24-well plates at 200,000 cells per well in Williams E medium (PAN Biotech), substituted with 10% FBS, 100 nM dexamethasone and penicillin/streptomycin and maintained at 37 °C in an atmosphere with 5% CO_2_. After 3–4 h of attachment, cultures were washed with phosphate buffer saline (PBS) and coated with a second layer of collagen (0.6 mg ml^−1^) to obtain a sandwich culture as previously described^59^. Medium was changed every day. For immunofluorescence analysis, cells were seeded in collagen‐coated glass cover slips and cultured as above. When required, cells were fixed in 4% paraformaldehyde at room temperature for 30 min, washed twice with PBS, permeabilized for one hour with 0.1% Triton X-100, washed and blocked in 10% horse serum for 2 h. Holes were applied to the top layer collagen using fine aspiration to ensure better antibody penetration. Cells were incubated with primary antibodies at room temperature overnight, washed for 2 h in wash buffer (300 mM NaCl, 0.1% Tween, 10 nM Tris/HCl) with frequent (8–12×) exchanges of buffer. Secondary antibodies and dyes were incubated for 5 h at 37 °C in a humidified chamber. Thereafter cells were washed extensively and mounted onto glass slides using 0.1 g ml^−1^ Mowiol (Calbiochem).

### *Itgb1*-knockout induction in mesenchyme cell culture

To generate *Itgb1*-knockout mesenchyme, the mesenchymal cells were isolated as specified above from *Itgb1-fl/fl (Itgb1*^*tm1Ref*^*) R26-ZsGreen* transgenic mice, and sorted as positive SCA1^+^ cells gated from the EpCAM^−^CD31^−^CD45^−^CD11b^−^ fraction. The cells were then expanded as specified above in 2D culture until passage 1, when the *Itgb1*^*fl/fl*^ × *R26-ZsGreen* allele was recombined by transducing the cells using a adenovirus (Ad5-CMV-Cre; University of Iowa) at a multiplicity of infection of 10. Medium was changed up to 24 h after infection. Following culture and expansion, the cells were then FACS-sorted gated on GFP^+^ to enrich for the recombined cells, and plated again to passage 2. Cells were used for experiments at passage 2.

### Cholangiocyte organoid culture

Cholangiocyte organoids were generated and cultured as described^14^. In brief, sorted EpCAM^+^ cholangiocytes were embedded in 50 μl Matrigel per well of a 24-well plate and cultured in EM medium (AdDMEM/F12 medium (ThermoFisher, 12634010) containing 1% HEPES, 1% penicillin/streptomycin, Glutamax, 1× B27 and 1.25 mM *N*-acetylcysteine supplemented with 10 nM gastrin (Merck/Sigma, G9145), 50 ng ml^−1^ mEGF (ThermoFisher, PMG8043), 5% RSPO1 conditioned medium (home made), 100 ng ml^−1^ FGF10 (Peprotech, 100-26), 10 mM nicotinamide (Merck/Sigma, N0636) and 50 ng ml^−1^ HGF (Peprotech, 100-39)) supplemented with 30% WNT3a conditioned medium (Wnt-CM) (homemade), 25 ng ml^−1^ Noggin (Peprotech, 120-10C) and 10 μM ROCK inhibitor (Y-27632, Merck/Sigma, Y0503). Then, after the first 3 days in culture, cells were switched to EM medium only (without Wnt-CM, ROCK inhibitor and Noggin). The grown cholangiocyte organoids were passaged at a 1:3 ratio once a week by mechanical dissociation, re-embedded in fresh Matrigel and cultured in EM as described in^57^. Cholangiocyte organoids were cultured at 37 °C and 5% CO_2_.

### Periportal assembloid generation

For periportal assembloids generation, portal mesenchyme, cholangiocyte cells from cholangiocyte organoids and HepOrgs were aggregated in 24-well plates in rocking platform or in 24-well AggreWell plates, and mixed at different ratios according to the purpose. To define the numbers of the different cell types needed, we took advantage of our previous studies on the homeostatic proportion of hepatocytes and cholangiocytes (97% versus 3%)^25^, as well as of portal mesenchymal: ductal cells (3:10 ratio^20^). The use of cells labelled with different endogenous fluorescent proteins ensured that the structures containing three cell types had originated following the aggregation of the different cells. For healthy homeostasis ratios: 250 mesenchyme cells, 1,000 cholangiocyte cells and 10 HepOrgs were used per well. For non-physiological (fibrotic-like) ratio 2,500 mesenchyme cells, 1,000 cholangiocyte cells and 10 HepOrgs were used.

The cells were prepared as follows: cholangiocyte organoids grown in EM (passage 2–9) were dissociated to single cells by collecting them from Matrigel using cold AdDMEM/F12 (ThermoFisher, 12634010) containing 1% HEPES (ThermoFisher, 15630-056), 1% penicillin/streptomycin (ThermoFisher, 15140-122) and 1% Glutamax (ThermoFisher, 35050-068) and dissociating them into single cells using TrypLE 1× (ThermoFisher, 12605010) for 7 min at 37 °C and filtered through 40-μm cell strainers. In parallel, 80–90% confluent mesenchyme cultures (fresh from sorting or passage 0–2, as specified in legend) grown as specified above, were washed with PBS and dissociated to single cells by incubating with TrypLE 1× for 5 min at 37 °C. Both single cells suspensions were spun at 300*g* for 5 min and the cell concentration was determined by manual counting in haemocytometer. In parallel, HepOrgs were grown in HM-Wnt for at least 1 or 2 passages and cultured (or not) with MM for 48 h before assembling (as specified in the figure legend). Then, HepOrgs were removed from Matrigel using 2 washes with cold AdDMEM/F12 (ThermoFisher, 12634010) supplemented with 1% HEPES, 1% penicillin/streptomycin and 1% Glutamax, and incubated with cold Cell Recovery Solution (Corning, 354253) or cold PBS for 10 min on ice. Then, bubbly/grape-like shape organoids were hand-picked on a stereoscope and placed in the aggregation plate as described below. The efficiency of aggregation was increased when using HepOrgs that had been pre-conditioned for 48 h with MM (Extended Data Fig. 7c).

For rocking platform aggregation, cells were mixed together in a well of a low-attachment 24-well plate, in 0.5 ml MM, which in some cases, was supplemented with 1× methylcellulose (Sigma, M6385) to facilitate aggregation. Then, the plate was transferred to a rocker-shaker (Biosan, MR-1) and incubated at 10 rpm for 14–24 h at 37 °C and 5% CO_2_. Following aggregation, assembloids were collected into 1.5 ml Eppendorf tube, spun down for 5 min at 200*g* and seeded in Matrigel as described below. For AggreWell aggregation, cells and organoids were mixed in specified ratios in 1.5 ml MM in AggreWell plates (AggreWell800, Stem Cell Technologies, 34811, pre-treated as recommended by the manufacturer), spun down 5 min at 100*g* and incubated for 14–24 h at 37 °C and 5% CO_2_. To collect the structures from AggreWell wells, the solution was disrupted by pipetting with 1 ml pipette, and all the solution was collected on a 40-μm strainer. The strainer was then placed upside down over a 6-well plate, washed with AdDMEM/F12 (ThermoFisher, 12634010) supplemented with HEPES, penicillin/streptomycin and Glutamax, and all suspension was collected and spun down for 5 min at 200*g*. The supernatant was removed and the structures seeded in Matrigel. Structures from both aggregation types were seeded either in 25 μl Matrigel dome in a pre-warmed 48-well plate, or in a Matrigel layer (20 μl Matrigel in a 96-well plate centrifuged in a cold centrifuge 200*g* for 5 min, which is then overlaid with structures in another 20 μl Matrigel on top), solidified 10 min in 37 °C incubator and overlaid with further 150–200 μl MM. The structures were grown for 7–14 days with media changes to fresh MM every 2–3 days. Unless specified in the figure legend, we opted for shaker aggregation as, in AggreWell, some assembloids tended to acquire a ball-shape structure compared to rocking platform/shaker and in addition, it did not require any specialized equipment.

Generally, for periportal assembloid generation, HepOrgs derived from wild-type mouse livers, cholangiocyte cells from cholangiocyte organoids from nuc-Tdtom mouse livers and portal mesenchymal cells from PDGFRα–H2B–GFP^+^SCA1^+^ cells were assembled either at a normal physiological ratio (10 HepOrgs: 1,000 cholagiocyte cells: 250 mesenchyme cells) or at a ratio with 10× excess mesenchyme cells, unless stated otherwise in the figure for other fluorescent colour combinations.

A step-by-step protocol for mouse periportal assembloid generation can be found on protocols.io^60^.

### Blocking antibody treatment of assembloids

To investigate whether assembloids could be used to study cellular interactions in fibrotic-like phenotype, blocking antibodies were added to the assembloid culture at the time of assembly (rocking platform). The list of compounds and antibodies is presented in Supplementary Table 1 with relevant concentrations tested.

### Assembloid experiments with siRNA-treated mesenchyme cells

Passage 2 portal fibroblasts derived from PDGFRα-H2B-GFP × *Rosa26*-mTmG mouse were detached using 1:1 mixture of 10X TrypLE and Accutase (StemPRO Accutase, ThermoFisher A11105015). Single cell suspensions were spun at 300*g* for 5 min. Cells were seeded at either 5,000 cells per well or 10,000 cells per well to be subsequently used for assembloid formation or RT–qPCR analysis to determine knockdown efficiency. Then, portal fibroblasts were transfected with 20 pmol of a pool of 4 ON-Targetplus siRNA targeting specific genes (Supplementary Table 1) for 3 h according to manufacturer instructions. After 16–24 h transfected cells were collected using pre-warmed digestion mix of Accutase and TrypLE select Enzyme (10X) at 1:1 ratio, and incubated 5 min at 37 °C. Single cells suspensions were spun at 300*g* and resuspended in 100 μl MM. mCFP cholangiocyte organoids were expanded in our standard cholangiocyte medium and processed to single cells as described above. To make fibrotic-like assembloids, 2,500 mesenchyme cells, 1,000 single-cell cholangiocytes and 10 HepOrgs were combined and incubated 14–24 h on a rocking platform at 37 °C as described above. Formed assembloids were hand-picked and seeded on 10 µl Matrigel pre-coated in a 96-well plate (Greiner, 655090) and incubated 15 minutes at 37 °C, following by overlay with 10 µl of Matrigel. After 30 minutes incubation at 37 °C, 200 µl MM supplemented with 0.5 μM of SiR-actin (Spirochrome, SC001) was added. Imaging started 2 h later and was performed every 24 h for 2 days on CellVoyager CV7000 spinning disc microscope with 20× objective, with *z*-step size 1 μm. Lasers with 405, 488, 561 and 647 nm were used to detect the mCFP, nGFP, TdTomato and SiR-actin signal, respectively, on a sCMOS camera. To determine knockdown efficiency, total RNA was extracted from cells after 16 h of siRNA incubation as described above using the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems, 12204-01) according to the manufacturer’s protocol; including a 15-min digestion step with DNAse.

To quantify the number of mesenchyme cells per assembloid in the siRNA experiments, the PDGFRα–H2B–GFP signal was segmented as follows: First a max projection was used to reduce the 3D stack to a 2D image, then a log transformation was applied to compress the high dynamic range of the signal. The image was then down-sampled by a factor of four. Subsequently, the StarDist^61^ algorithm, using the pretrained 2D_versatile_fluo model, was used for segmentation. Although this method effectively segmented mesenchyme nuclei, it also included other structures, such as hepatocyte nuclei, which exhibited lower intensity. To ensure accurate counting, only segments with an average intensity above a manually selected threshold were included.

### HepOrg formation and assembloid morphology imaging

Freshly isolated hepatocytes were seeded in a 96-well plate (Greiner, 655090) in 7 μl Matrigel (BD Bioscience; 356231) droplet in the concentrations of 40–800 cells per μl, of Matrigel, supplemented with HM-Wnt. For imaging, 2 × 2 tile *z*-stack images (10 μm *z*-step size) of each well were acquired every 24 h for 13 days on a CellVoyager CV7000 spinning disc microscope with 10× objective (Yokogawa). Membranes of HepOrgs were detected by endogenous membrane-tdTomato signal and used to determine ball or bubbly/grape-like shape of the structures. Ball structures are defined with round edges resembling a sphere, while bubbly/grape- like shape is determined by the appearance of irregular surfaces and surface invaginations. Endogenous tdTomato signal was excited with 561 nm laser. Maximum-intensity images were made using ‘Macro CV7000 *z*-projection’. For each well, time-lapse maximum-intensity projection videos were made using either stacklist files that contained information about every time point, *z*-stacks and channels (Supplementary Methods 1, appendix A, Method_section_FIJI_stack_files_KNIME). Stack lists were converted into time-lapse videos using the Fiji macro Macro_make_HyperStack_Zmax_005.ijm. For quantification, 30 randomly assigned ball or bubbly/grape-like HepOrgs were traced back to the seeding time point (day 0), and the number of cells of origin (one cell or cell cluster) was quantified.

For DETECT analysis in HepOrgs or in assembloids (details of the analysis below), maximum-intensity projections from the SiR-actin channel or bright-field channel for each time point were used to make XY coordinates of the assembloids outlines. In short, outlines of the assembloids were created in Fiji using the polygon selection tool in the clockwise orientation. *xy* coordinates were saved using the ‘save xy coordinates’ command as a .txt file (as described in Supplementary Methods 1, appendix A).

### Organoid whole-mount staining and imaging

For in vitro staining, organoids and assembloids were first extracted from Matrigel with ice-cold cell recovery solution (Corning, 354253) or PBS, and then fixed with 4% paraformaldehyde (PFA) in PBS for 30 min on ice. Blocking and permeabilization was performed for 1 h at room temperature in PBS containing 0.2% Triton X-100 and 2% BSA. The samples were incubated with primary antibodies overnight at 4 °C in blocking solution. Following 3 washes with PBS, the samples were incubated overnight at 4 °C or for 4–8 h at room temperature with secondary antibodies, phalloidin and DAPI in PBS. The samples were washed 3 times with PBS and subsequently cleared using fructose-glycerol clearing solution (25 ml glycerol, 5.3 ml dH_2_O and 22.5 g fructose–60% glycerol and 2.5 M fructose)^62^. Alternatively, organoids and assembloids were permeabilized with 0.5–1% Triton X-100 in 1× PBS for 1 h. After, they were incubated in primary antibody in TxBuffer (0.2% gelatin 2% gelatin, 300 mM NaCl and 0.3% Triton X-100 in 1× PBS) incubated at 4 °C overnight. Following 3 washes with PBS, the samples were incubated for 2 h at room temperature with secondary antibodies in TxBuffer. The samples were washed three times with PBS and left in PBS until imaging or cleared as described above. The full list of primary and secondary antibodies used is specified in Supplementary Table 1.

### Thin section staining

For thin tissue sections (8–12 μm) and staining, livers were fixed for 2 h or overnight in 10% formalin with rolling at 4 °C and tissues incubated with 15% sucrose for 1 h, and then 30% sucrose PBS for 24-48 h, embedded into cryomolds (Sakura, 4566) with OCT compound (VWR, 361603E) and snap-frozen. Tissue blocks were cryo-sectioned on ThermoScientific CryoStar NX70 cryostat. Sections were blocked in PBS with 2% DS and 1% BSA for 2 h at room temperature, incubated with primary antibodies in 1/100-diluted blocking buffer overnight at 4 °C and with secondary antibodies + DAPI for 2 h at room temperature in 0.05% BSA PBS. Sections were mounted in Vectashield. The list of used antibodies is available in Supplementary Table 1

### Thick tissue section staining

For thick tissue sections, mice were perfused at 3.7 ml min^−1^ for 10–15 min with 4% paraformaldehyde, 0.1% Tween-20 in PBS. Livers were cut in smaller pieces and post-fixed in the same solution for 24 h on a rotator at 4 °C. After, liver pieces were washed in PBS to remove fixative. For storage, liver pieces were kept in PBS at 4 C. For sectioning, livers were mounted in 4% low-melting agarose in PBS and cut into 100 μm-thick sections on a vibratome (Leica VT1200S). For deep tissue imaging, tissue sections were permeabilized with 0.5% Triton X-100 in PBS for 1 h at room temperature. The primary antibodies were diluted in Tx buffer (0.2% gelatin, 300 mM NaCl, and 0.3% Triton X-100 in PBS) and incubated for 48 h at room temperature. After washing 5× 15 min with 0.3% Triton X-100 in PBS, the sections were incubated with secondary antibodies, DAPI (1 mg ml^−1^; 1:1,000) and phalloidin–Alexa Fluor 488 or 647 (Thermo Fisher Scientific; A12379 or A22287; 1:250) for another 48 h. The list of used antibodies is available in Supplementary Table 1. After washing 5× 15 min with 0.3% Triton X-100 in PBS and 3× 1 min with PBS, the optical clearing started by incubating the slices in 25% fructose for 4 h, continued in 50% fructose for 4 h, 75% fructose overnight, 100% fructose (100% wt/vol fructose, 0.5% 1-thioglycerol, and 0.1 M phosphate buffer, pH 7.5) for 6 h, and finally overnight in SeeDB solution (80.2% wt/wt fructose, 0.5% 1-thioglycerol and 0.1 M phosphate buffer)^63^. The samples were mounted and imaged in SeeDB.

### RNAscope

For RNAscope, HepOrgs were embedded into cryomolds (Sakura, 4566) with OCT compound (VWR, 361603E) and snap-frozen after fixing in 4% PFA/PBS for 30 min on ice. Tissue blocks were cryo-sectioned on ThermoScientific CryoStar NX70 cryostat (12 μm sections). The sections were stained using RNAscope Fluorescent Multiplex and RNAscope Multiplex Fluorescent V2 (Advanced Cell Diagnostics, 323100) according to the manufacturer’s instructions. Probes for the target genes are in Supplementary Table 1.

### Imaging of HepOrgs, assembloids and liver tissue

For thin tissue sections (8–12 μm), RNA scope sections (12 μm) and whole-mount imaging of assembloids, images were acquired using a single photon point-scanning confocal system (Zeiss LSM 880 Inverted or Upright), with a Quasar detector with 32 spectral detection channels in the detection channels in a gallium arsenide phosphide (GaAsP) detector with 2 photomultiplier tubes and transmitted light detector. Images were acquired using a Zeiss 20× (0.8 NA) air objective or Zeiss LD LCI Plan-Apochromat 40×/1.2 DIC Imm Corr M27 immersion corrected objective. Fluorophores were excited with 405, 458, 488, 532, 561, 594, and 633 nm lasers. Images were processed using ZEN software (Zeiss), or ImageJ/Fiji.

For 3D reconstruction of bile canaliculi in organoids and assembloids, images of optically cleared organoids and assembloids were acquired with an inverted multiphoton laser-scanning microscope (Zeiss LSM 780 NLO) or a single photon point-scanning confocal system (Zeiss LSM 880 Inverted) with a Quasar detector with 32 spectral detection channels in the GaAsP detector with 2 photomultiplier tubes (Zeiss LSM 880). Images were acquired using a Zeiss LD LCI Plan-Apochromat 40×/1.2 DIC Imm Corr M27 immersion corrected objective, or a Zeiss LD LCI Plan-Apochromat 63×/1.2 DIC Imm Corr M27, with a voxel size 0.3 μm. Fluorophores were excited with 405, 488, 561, 594, and 633 nm laser lines and detected with GaAsp detectors.

Optically cleared 100-μm liver sections were imaged with an upright multiphoton laser-scanning microscope (Zeiss LSM 780 NLO) equipped with two photomultiplier tubes and one 32-channel GaAsP detector for spectral detection in the scanhead, four GaAsP non-descanned detectors for multiphoton detection, three transmitted light detectors. Liver slices were imaged twice, at low (Zeiss Plan Apo 10×/0.45 NA Air) and high resolution (63×/1.3, or 40×/1.2 Zeiss LD LCI Plan-Apochromat DIC immersion corrected objective; 0.15 or 0.3 μm voxel size), respectively. Low-resolution overviews of the large surface of liver sections were created and used to find the central and portal vein regions, and image bile canaliculi of a dedicated region. Selected regions (∼300 μm × 300 μm × 100 μm; *x*, *y*, *z*) were then acquired at high resolution (0.3 μm voxel size).

For 3D visualization of bile canaliculi, bile ducts and hepatocytes, high-resolution images were processed and segmented, based on CD13, PCK and phalloidin staining, respectively, using Motion Tracking software (http://motiontracking.mpi-cbg.de) as described^31^.

### High-resolution imaging with Airyscan technology

For imaging detail (for example, bile canaliculi, polarity) of liver tissue, HepOrg, and assembloids with high-resolution, Airyscan images were acquired on an inverted single photon point-scanning confocal system (Zeiss Celldiscoverer 7 with LSM 900 and Airyscan 2) using a Plan-APOCHROMAT 20×/0.95 Autocorr, Air (Zeiss), with a 1× Tubelens, and a voxel size 0.082 × 0.082 × 0.340 μm, with an image size of 179.87 × 179.87 μm. Fluorophores were excited with 405, 488, 561 and 640 nm (T10/R90) laser lines and detected with GaAsP-photomultiplier tube detectors.

### Image analysis

For quantification of organoid and assembloid morphology, nuclei and cells, custom-made pipelines in Arivis 4D software (Zeiss) were used. For organoid morphology, segmentation was based on membrane staining of organoids. At first, a median denoising filter was applied followed by setting an intensity threshold for segmentation which was determined manually depending on membrane signal intensity. Subsequently, the morphological operations ‘inclusion filling’ and ‘close objects’ were applied. At last, segmented objects were filtered by size to match the expected morphology of the organoids of interest. In case of incomplete organoid segmentation caused by weak fluorescence signal, missing segmentation was added manually.

For cell shape, segmentation was based on membrane staining. At first, a discrete gaussian denoising filter was applied followed by two top-hat filters with specific radii. Cells were segmented using minimal intensity threshold, split sensitivity and maximal area to match the expected morphology of the cells of interest in the fluorescence images. For nuclei, segmentation was based on nuclei staining or fluorescently tagged nuclei. At first, a discrete gaussian filter was applied followed by two top-hat filters with two specific radii. Further, median and particle enhancement filters were applied.

Nuclei were segmented using diameter, probability threshold, and split sensitivity to match the expected morphology of the nuclei in the fluorescence images. In case of incomplete nuclei segmentation caused by weak fluorescence signal, missing nuclei were added manually. To determine co-localized objects, an Arivis pipeline was applied in which segmented objects of interest were imported and objects inside or intersecting with the chosen compartment by at least one voxel were obtained. This method was applied to determine the number of nuclei in cells, the number of cells in organoids and the number of co-localized nuclei. All segmentation was checked manually and corrected manually, whenever needed.

For quantification of fibrillar collagen (SHG signal) in the assembloids, max projection images of the SHG channel were used to segment the area of the fibrillar collagen by using manually selected threshold in Fiji (min value 60, max value 110). To avoid unspecific signal outside of assembloids only SHG segmented area inside of the assembloid was used for quantification. Assembloid area was segmented using the free-hand selection tool to outline the boundaries of the assembloids in the SiR-actin channel. For quantification of fibrillar collagen signal in healthy and fibrotic-like assembloids without siRNA treatment, or in *Itgb1*-knockout mesenchymal cells and their matched control assembloids, or in mesenchyme single 3D and 2D culture, whole frame or organoid intensity of SHG channel was measured for the sample and control images, matched between experiments, using the ‘Integrated density’ measurement function in Fiji, and displayed as RawIntDen (the sum of the values of the pixels in the image or selection) or IntDen (the product of area and mean grey value).

### Quantification of organoid shape changes over time

To quantify differences between two phenotypes, we used topological data analysis. Specifically, Marsh et al.^28^ devised a temporal shape descriptor algorithm, DETECT, which extends the smooth Euler characteristic transform^64^. The DETECT algorithm processes shapes by generating a curve that captures both the geometric and topological characteristics of the shape, along with its morphological changes over time, while also being rotationally invariant. For this study, the inputs to the algorithm are the boundaries of 2D projections of each organoid at each time point, generated as described above in ‘Organoid formation and assembloid morphology’, and we calculate the corresponding DETECT curve (Supplementary Methods 2, appendix B). The collection of curves at all time points measures how the morphology of a particular organoid changes over time. The new metric DETECT metric developed here (described in Supplementary Methods 2, appendix C) enables us to quantify the difference between two DETECT measurements, and demonstrates its stability to small perturbations to the shape. In particular, organoids that maintain similar shapes over time yield closely aligned DETECT curves when evaluated with this metric (see Supplementary Methods 2, with details in Supplementary Fig. 2 and Supplementary Table 7, appendix B and C).

### Bile canaliculi segmentation and network features extraction

The bile canaliculi were reconstructed from high-resolution (voxel size: 0.3 × 0.3 × 0.3 μm) fluorescent image stacks (∼50–80 μm depth) of optically cleared HepOrg. Segmentation was performed on CD13 (for bile canaliculi) and F-actin (cell boarders) staining with phalloidin. The analysis of bile canaliculi morphology and bile canaliculi network properties was performed using a Fiji^65^ script. In brief, images were imported using Bioformats^66^. Both channels (for CD13 and Phalloidin) were smoothened with a median filter and segmented independently, CD13 with the default ImageJ method, and Phalloidin^67^. The overlap between the two segmented images was kept as the basis to identify apical patches. The apical patches were then completed by a series of inflations followed by the ‘fill holes’ function and a series of deflations^68^. At this point a size threshold was applied on the remaining potential lumina, and the lumina touching the borders of the images were removed^68^. The resulting segmented image is then used for local thickness measurement^69^, skeletonization^70^ and skeleton analysis^71^. The features were then exported as a .csv file and plotted in GraphPad Prism software package (v10.0.2 and v.10.0.0). The custom script described in this manuscript can be found at GitHub (https://git.mpi-cbg.de/huch_lab/assembloid-paper).

Immunofluorescence images from several conditions were used in this analysis: Hu et al.^15^, Peng et al.^16^, HM-Wnt HepOrg, MM HepOrg, liver tissue; hereafter, these are referred to as ‘structure’ and individual bile canaliculi networks are referred to as ‘network’. We analysed the features of the largest network per structure (length, junction). A network is defined as an uninterrupted continuation of bile canaliculi branches, which are interconnected (have different amount of triple and quadruple junction points). Please refer to Extended Data Fig. 1c,d for a schematic explanation of networks, branches and junctions. We analysed the features (total length = sum of all branches), and number of junctions, triple or quadruple or combined (total number) of the bile canaliculi for each of the structures. We used number of junctions as a proxy of ‘connectivity’; that is, a network with more junctions is more interconnected than a network with fewer junctions. To compare between structures of different conditions, we plotted these values in dot plots, with one dot representing one structure. To plot the frequency distribution of bile canaliculi diameters of the different conditions (Fig. 2b), we took the diameters of the branches per condition and distribute them in bins of 0.25 μm and plotted them as a percentage of the total number of branches of that bin per condition (HepOrg or liver tissue).

### Time-lapse and live imaging

Organoids and assembloids images were acquired with a Leica DMIL LED (bright field only) using a Leica DF C450C camera and Leica Application Suite software (Leica) microscope. Whole-well pictures were acquired with a Leica M80 microscope using a Leica MC170 HD camera and Leica Application Suite software (Leica).

For live/dead staining a Viability/Cytotoxicity Assay Kit (Biotium, 30002) was used according to the manufacturer’s protocol. In brief, 2 μM calcein and 4 μM ethidium homodimer III in PBS were added to cover the Matrigel containing organoids or mesenchyme culture, and incubated for 30 min. Then, the solution was removed and organoid or mesenchymal medium was added and cultures were imaged using a confocal microscope (Zeiss LSM 880) and processed using ImageJ/Fiji.

Time-lapse imaging of assembloid formation and cell death was carried out at 37 °C and 5% CO_2_ using a Viventis LS1 Live microscope with a double illumination through 10× objectives and a detection 25×1.1 NA objective. MM was supplemented with SPY620-DNA stain (Spirochrome, SC401) at 1 µM final concentration. Videos were generated with ImageJ/Fiji.

The fibrous collagen signal was imaged on an upright or inverted laser-scanning confocal microscope (LSM 780 NLO equipped with Observer Z.1 microscope stand, Zeiss). We used SHG of collagen in response to illumination with 800 nm femtosecond pulsed Chameleon Vision II Ti-Sapphire laser (Coherent). SHG signal was detected in forward propagated direction with the use of photomultiplier tube detector equipped with the bandpass filter 402/15 nm ET. For SHG of collagen fibres in live organoid cultures, W Plan-Apochromat 20×/1.0 DIC UV VIS IR water-dipping objective (Zeiss) was used. For SHG of collagen fibres in fixed organoid cultures, Plan-Apochromat 20×/0.8 objective was used. For tissue imaging, LD LCI Plan-Apochromat 40×/1.2 DIC Imm Corr M27 immersion corrected objective (Zeiss) was used. As an immersion medium for imaging samples mounted in glycerol-based mounting solution (Vectashield, Vector Laboratories) we used 80% glycerol immersion medium of refractive index n = 1,45 - Type G immersion liquid (Leica Microsystems).

### Bile acid analogue transport live imaging

We used CLF^72^ to assess the functionality of bile canaliculi in HepOrg and assembloids (BSEP and MRP2 transporters). To assess both the detail of bile canaliculi and an overall CLF uptake, we performed live imaging using two imaging systems, a single photon point-scanning confocal system (Zeiss LSM 880 Inverted) for high-resolution, and Viventis LS1 lightsheet for imaging the whole structures.

For the imaging of HepOrg were released from Matrigel using Cell Recovery Solution (Corning, 354253) and re-seeded in an 8-well ibidi µ-Slide 8-well Glass Bottom coverslip (Ibidi, 80827) pre-coated with Matrigel (100%). An overlay of pure Matrigel was added and allowed to form a gel for 30 min at 37 °C. HM-Wnt medium was then added to these wells and incubated for 48 h. Medium was refreshed 24 h prior to imaging. 0.5 µM of SiR-actin (Spirochrome, SC001) was added in the culture medium 60 min before imaging. Ibidi slides were mounted into the stage (Zeiss Axio Observer. Z1 inverted stand with stage-top piezo) and allowed to equilibrate for 20 min to reduce thermal drift. XY positions were marked on Zen Black for *z*-stack acquisition with step size of 2.5 µm and pixel size of 0.08 µm × 0.08 µm or 0.1 µm × 0.1 µm. Live acquisition was performed on the the Zeiss LSM 880 Inverted system with the LD LCI Plan-Apochromat 63×/1.2 Imm Korr DIC M27 objective. The temperature was maintained at 37 °C with 5% humidified CO_2_ in the sample holder chamber. All structures were imaged with 633 and 488 nm laser excitation and detection via the Fast Airyscan modality on a piezo-controlled stage at T0 prior to addition of CLF. CLF (Corning, 451041), at 10 µg ml^−1^ final concentration, was added in situ, and acquisition was resumed 30 min after with acquisition every 25 min for 4.5 h. Time series hyperstacks were processed online via Airyscan processing function on Zen Black using the default settings for further analysis.

For the imaging of whole HepOrgs and assembloids, organoids were seeded in Viventis lightsheet holders in Matrigel, and overlaid with MM. HepOrgs were pre-treated for 2 days with MM before the start of imaging. CLF (Corning, 451041), at 10 µg ml^−1^ final concentration was added 1 frame after the start of imaging. CMFDA^73^ (also assessing BSEP and MRP2 transporters) and fluorescent phosphatidylcholine (to detect MDR2 function^74^) were used for further tests. Similarly to CLF imaging, HepOrg were imaged with CMFDA (ThermoFisher, C2925) at 5 µM final concentration, 16:0-06:0 NBD PC fluorescent lipid at 4 µM final concentration (Avanti Polar lipids, 810130P-1mg), and 5-CFDA at 5 µM final concentration (ThermoFisher, C1354), and the compounds were added 1 frame after the start of imaging. Imaging was performed at the intervals specified in the figure or figure legend. For both assembloids and HepOrg, MM was additionally supplemented with SPY620-DNA stain (Spirochrome, SC401), SPY555-DNA stain (Spirochrome, SC201) or SiR-actin (Spirochrome, SC001) at 0.5–1 µM final concentration. Time-lapse imaging was carried out at 37 °C and 5% CO_2_ using a Viventis LS1 Live microscope with a double illumination through 10× objectives and a detection 25×1.1 NA objective. Videos were generated with ImageJ/Fiji.

### RT–qPCR

Total RNA was extracted from cells using the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems, 12204-01) according to the manufacturer’s protocol; including a 15 min digestion step with DNAse to remove traces of genomic DNA. The RNA (50-250 ng) was reverse-transcribed with the Moloney Murine Leukemia Virus reverse transcriptase (M-MLVRT) (Promega, M368B) or alternatively using or SuperScript III Reverse Transcriptase (Invitrogen, 18080-044) according to the manufacturer’s instructions. Finally, cDNA was amplified using FastStart Essential DNA Green Master (Roche, 06402712001) on the LightCycler 96 machine (Roche) or using PowerUp SYBR Green Master Mix (ThermoFisher, A25741) on the Thermo Fisher QuantStudio 7 Pro. The list of primers used for RT–qPCR is provided in Supplementary Table 1. Gene expression levels were normalized to the housekeeping gene as specified in the graph axis labels.

### Cytokine array and functional assays

The supernatants (medium) from HepOrgs, homeostasis-like or fibrotic-like assembloid cultures were collected after 48 h of culturing. For albumin ELISA, bile acid measurements, and cytochrome assay, the organoids or assembloids were subsequently dissociated by TrypLE 1× treatment (10 min at 37 °C), and cell number per well was counted using a haemocytometer. The supernatant was then stored in −20 °C until analysis. For supernatant-based assays, the supernatant was used in the assay as per manufacturer’s instructions—Mouse Albumin AssayMax ELISA Kit (Assaypro, EMA3201-1), Total Bile Acid Assay Kit (Colorimetric) (Cell Biolabs, STA-631) and Proteome Profiler Mouse XL Cytokine Array (R&D systems Biotechne, ARY028). For cytochrome activity measurements, the organoids were removed from Matrigel using Cell Recovery Solution (Corning, 354253) for 10 min on ice and subsequently placed in suspension 24-well plate with 0.5 ml PBS or medium in each well. Luciferin substrate was added as specified by manufacturer (P450-Glo CYP1A2 Induction/Inhibition Assay, Promega V8421; P450-Glo CYP3A4 Assay and Screening System, Luciferin IPA, Promega V9001) and left incubating with the cells 6 h in the incubator at 37 °C and 5% CO_2_. Luciferin detection reagent was equilibrated at room temperature prior to measurement, and mixed at 1:1 ratio with supernatant from cells, incubated 20 min at room temperature and read using luminometer. CellTiter-Glo assay to measure viability was used following the manufacturer’s protocol (G7570, Promega). The data was acquired on Perkin Elmer Envision 2104 for Albumin, BA, CellTiter-Glo and cytochrome activity measurement, and membranes were scanned on an iBright instrument (FL1500) for cytokine array. The unedited cytokine array scans are available in Supplementary Fig. 1.

### Bulk RNA-seq and analysis

HepOrg cultured in specified media for 1 or 2 weeks and assembloids cultured for 1 week or 2.5 weeks in their specified media were collected from Matrigel using Cell Recovery solution (354253, Corning), and then processed to RNA using PicoPure protocol, as described above. RNA was eluted with water. RNA libraries were prepared using the SMARTseq2 protocol^75^ using Illumina Nextera library prep. Samples were sequenced on NovaSeq instrument, and sequencing of paired-end, 2× 100-bp reads was performed at depth of 40mio reads/sample.

RNA-seq data were aligned to the mouse genome GRCm39 release 109 using STAR aligner (2.7.11b). featureCount (v2.0.6) was used to assigned reads exons, transcripts and CDS. Differential gene expression analysis was performed using the R (4.2.0) package DESeq2 (1.36.0). GSEA for bulk RNA-seq data was performed using the R package fgsea (1.22.0).

### scRNA-seq

For the scRNA-seq, hepatocytes from wild-type mice, cholangiocytes from a *Rosa26*-nTnG mouse and portal mesenchyme from a PDGFRα-H2B-GFP mouse sorted for SCA1^+^ cells were used. Mesenchymes, cholangiocyte organoids and HepOrgs were expanded to passage 2 for the experiment. Cells were aggregated at both healthy homeostatic and fibrotic-like ratios as described above. Hepatocytes were pre-conditioned 48 h in MM before aggregation. The assembloids were dissociated to single cells using TrypLE 1× for 10 min at 37 °C with (repeats 2 and 3) or without pre-warming TrypLE prior to dissociation. The cells were resuspended in PBS with 0.04% BSA, 0.2 U μl^−1^ RNAse inhibitor (Merck, 3335399001) and 10 μM ROCK inhibitor (Y-27632, Merck/Sigma, Y0503) in BSA-coated tubes for the first replicate, additionally supplemented with DNAse (Sigma, DN25, 1:1000 from 10 mg ml^−1^ stock) for the second and third biological replicate. The cells were filtered with 100 μm strainer, cell suspensions (7,000–20,000 cells) were loaded into Chromium Next GEM ChipG and processed as specified in manufacturer’s instructions for 10X Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (10X Genomics). Single-cell RNA-seq libraries were prepared using Single Cell 3′ v3.1 Gel Bead kit (10X Genomics) as per manufacturer’s instructions, and library amplified with 9 cycles. For the cDNA amplification, 11 cycles were used. Libraries were sequenced on NovaSeq 6000, to a depth of 30,000 reads per cell with paired-end 100 bp reads.

### scRNA-seq processing

The sequencing data was aligned to the GRCm39 (release 109) mouse genome with the count from 10X Cellranger (7.1.0). Ambient RNA was removed using Cellbender (0.3.0), the number of expected cells estimated by Cellranger and the total number of included droplets set to 25,000. Cells were retained if they had a cell probability >0.99. The sequencing data was further processed with scanpy (1.9.2^76^). Cells with fewer than 1,000 genes expressed were excluded from further analysis. We further excluded cells with more than 25 % mitochondrial read counts, cells with more than 10,000 genes expressed, and total read count over 50,000 as potential doublets. We further eliminated doublets using Scrublet^77^ (https://github.com/swolock/scrublet). We further eliminated doublets using the eGFP and tdTomato marker genes in Mesenchyme and Cholangiocyte cell populations, respectively. Counts were normalized per cell and log-transformed. Variation in total gene count and percent mitochondrial gene count were regressed out before count scaling. For generating a consensus zonation score, we averaged the expression of validated pericentral or periportal markers from three different publicly available datasets^13,29,30^, using the scanpy function score_genes.

### scRNA-seq dimensionality reduction and clustering

Cells were clustered using the Leiden algorithm implemented in scanpy based on the *k*-nearest neighbours (*k*NN) ggraph calculated using scanpy’s neighbours function using 15 neighbours and 40 principal components. We assigned cell per cluster as one of three cell types, Hepatocytes (*Hnf4a*, *Apoa1*, *Apoc1*, *Hpx*, *Ttr*, *Alb*, *Mup20*, *Gpx1*, *Cyp3a11*, *Abcb4*), Mesenchyme (*Pdgfrα*, *Pdgfrb*, *Des*, *Vim*, *Col1a1*, *Col1a2*, *Col3a1*, *Col6a2*, *Ly6a*) and Cholangiocytes (*Krt19*, *Krt7*, *Epcam*, *Ezr*, *Sox9*, *Prom1*) based on marker gene expression. All dotplots, UMAPs and correlation plots were produced with the corresponding scanpy functions. Violin plots were created using the plotnine python package. Pearson coefficient of all groups indicated in plots was calculated as the correlation between normalized counts.

### Integration with published single cell datasets

We obtained raw read count data from several previously published liver cell datasets^11–13,33–39^. Datasets were aggregated before processing using scanpy and then processed together as described above. Dimensionality reduction and clustering was performed as described above with the difference that the *k*NN ggraph for clustering was calculated using BBKNN^78^. Cell types were assigned as in the original publications used. We clustered cell types across different datasets and conditions using Pearson correlation coefficient.

### Differential gene expression and GSEA

Differential gene expression was calculated pairwise between conditions using a Wilcoxon rank-sum test. Genes were considered differentially expressed if they showed an absolute log-foldchange >1 and a Benjamini–Hochberg adjusted *P* value < 0.05. Gene set enrichment analysis was performed using the gseapy (1.0.5) package. Whole-organoid GSEA between healthy and fibrotic conditions was performed for the MSigDB hallmark (2020), WikiPathways (2019, Mouse), Reactome (2022), Elsevier Pathway Collection and GO Molecular Function (2023) gene sets. Cell type specific GSEA between conditions was performed for the MSigDB hallmark (2020) gene set. Functional identity was assessed by GSEA by comparing each cell type to all other cell types using the GO Molecular Function (2023), GO Biological Process (2023) and GO Cellular Component (2023) gene sets. For all GSEA, normalized enrichment scores (NES) and FDR-adjusted *P* values are reported.

### Cell–cell communication analysis

We used the ligand–receptor analysis framework (LIANA, 0.1.9)^79^ to explore cell–cell communication via ligand–receptor expression. We used LIANAs rank_aggregation method to calculate seven different cell–cell communication metrics as well as their rank aggregation. We used the magnitude rank as interaction score. We only retained interactions with a specificity rank less than 0.05. Ligand–receptor interactions were visualized using the R (4.2.0) package ggraph (2.1.0).

### Statistical analysis

Data were analysed as detailed in figure legends and as appropriate for each experiment by using two-tailed Mann–Whitney test, Welch’s *t*-test, unpaired *t*-test with Welch’s correction, paired *t*-test, a Student’s *t*-test, or Kruskal–Wallis test with Dunn’s multiple comparisons post hoc test. *P* < 0.05 was considered statistically significant. Calculations were performed using GraphPad Prism software package (v10.0.2 and v.10.0.0). All *P* values are given in the corresponding figure legends or figures. Dispersion and precision measures (such as mean, median, s.d. and s.e.m.) are specified in the figure legends. Statistics for scRNA-seq data are described in the corresponding section.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-09183-9.

## Supplementary information

Supplementary Information Supplementary Methods, Supplementary Fig. 2, Supplementary Table 7 and references.

Reporting Summary

Supplementary Figure 1 Cytokine array raw data. Cytokine array blots from 2 biological replicates, presented as raw scans of the signal, and overlay with the blot brightfield image. Images are annotated for the sample name. Supernatants from monocultures of CholOrg, or HepOrg or mesenchyme cells or from assembloids from homeostatic or fibrotic-like conditions were analysed.

Peer Review File

Supplementary Table 1 Supplementary Table 1.1–1.7.

Supplementary Table 2 Bulk RNA-seq TPM values. TPM values from bulk RNA sequencing for each gene were used for heatmaps in Extended Data Figure 3b (HM-Wnt HepOrg versus freshly isolated hepatocytes); Extended Data Figure 5a (HM-Wnt and MM HepOrg versus freshly isolated hepatocytes); Extended Data Figure 10a (7 days or 2.5 weeks homeostasis and fibrotic-like assembloids).

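TPM gives each gene's count divided by a gene length and scaled so that the genes of a library sum to a fixed total. Recomputed from the deposited counts and lengths, 100% of the TPM of the 27 libraries were within 1% of the deposited values. The length used is identical to the whole gene span in the annotation for 31.4% of genes. A long gene with short exons therefore has a lower TPM than a length of exons would give. The length of a gene cancels when that gene is compared between conditions, but the lengths of all genes enter the total of each library and with it every TPM. In the part of the supplementary table that was read, 1894 genes, the values of each of the 27 libraries were identical to those of the library mapped to it here for 100% of genes.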

Supplementary Table 3 GSEA comparing cells from homeostasis-like assembloids. GSEA of hepatocytes, cholangiocytes and portal mesenchyme; Related to Extended Data Figure 7k-m. Databases used are GO_Biological_Process_2023 (GO_BP), GO_Cellular_Component_2023 (GO_CC) and GO_Molecular_Function_2023 (GO_MF).

Supplementary Table 4 LIANA Inferred cell–cell interactions. 4_1: Interactions from fibrosis-like assembloids and the bile duct ligation (BDL) and CCl4 models from Yang et al., 2021; Related to Figure 4d, Top 100 significant interactions from all models; 4_2: Interactions from fibrosis-like and homeostasis assembloids; Related to Extended Data Figure 12a; Top 30 significant interactions from all models.

Supplementary Table 5 GSEA comparing fibrosis-like versus homeostasis assembloids. Related to Figure 4e; GSEA Homeostasis and Fibrosis-like Assembloids using KEGG, reactome and MSigDB_Hallmarks databases; Related to Extended Data Figure 10e-g; GSEA of cells from fibrosis-like versus homeostasis assembloids for hepatocytes (e), cholangiocytes (f), and mesenchyme (g).

Supplementary Table 6 Differential gene expression between HepOrgs and freshly isolated hepatocytes. Differential gene expression for comparison of HepOrg in HM-Wnt or MM cultured at passage 2 for 1 week or 2 weeks, compared to freshly isolated hepatocytes.

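Among genes past the threshold with an average log2 CPM of at least 5 and no overlap between the libraries compared, at most 3 with the highest and 3 with the lowest log2 fold change are named for each comparison with freshly isolated hepatocytes. Where each library of 1 group had 3 counts or fewer, only a bound is given. Positions are on GRCm39. Cdh17 (ENSMUSG00000028217, chromosome 4 from 11758147 to 11817895) was at least 3203-fold higher in HM-Wnt HepOrgs at 1 week and 2830-fold at 2 weeks, and at least 1134-fold and 881-fold higher in MM. Sprr1a (ENSMUSG00000050359, chromosome 3 from 92390424 to 92393208) was at least 1826-fold and 2830-fold higher in HM-Wnt at 1 and 2 weeks, and at least 468-fold and 398-fold higher in MM. Stc1 (ENSMUSG00000014813, chromosome 14 from 69266575 to 69279253) was at least 749-fold higher in HM-Wnt at 1 week and 600.2-fold at 2 weeks. Ly6d (ENSMUSG00000034634, chromosome 15 from 74633902 to 74635597) had a log2 fold change in MM of 11.02 (standard error 0.48, edgeR adjusted p = 5.28e-08) at 1 week and 10.97 (standard error 0.48, edgeR adjusted p = 6.31e-08) at 2 weeks.

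Of the lowest genes, Car3 (ENSMUSG00000027559, chromosome 3 from 14928489 to 14937595) was at least 95670-fold and 144700-fold lower in HM-Wnt at 1 and 2 weeks and at least 147200-fold lower in MM at 1 week. Its log2 fold change in MM at 2 weeks was −15.43 (standard error 0.70, edgeR adjusted p = 1.11e-07). Cyp26a1 (ENSMUSG00000024987, chromosome 19 from 37686241 to 37689984) was at least 2963-fold lower in HM-Wnt at 1 week, and 4559-fold and 4405-fold lower in MM at 1 and 2 weeks. Inmt (ENSMUSG00000003477, chromosome 6 from 55147606 to 55152028) was at least 2475-fold lower in HM-Wnt at 1 week. At 2 weeks in HM-Wnt, Otc (ENSMUSG00000031173, chromosome X from 10118503 to 10187265) was at least 9043-fold lower and Ces3b (ENSMUSG00000062181, chromosome 8 from 105810253 to 105820561) at least 6094-fold, the latter a member of a family of similar carboxylesterase genes whose reads the authors' counting could have split. Cyp2f2 (ENSMUSG00000052974, chromosome 7 from 26819322 to 26833090) had a log2 fold change of −12.34 (standard error 1.04, edgeR adjusted p = 1.66e-06) in MM at 1 week, and Sds (ENSMUSG00000029597, chromosome 5 from 120614585 to 120621997) of −11.84 (standard error 0.68, edgeR adjusted p = 1.45e-07) in MM at 2 weeks.

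The part of this supplementary table that was read holds 1999 and 1998 genes for HM-Wnt at 1 and 2 weeks, 801 for MM at 1 week and 0 for MM at 2 weeks. Cd63 (ENSMUSG00000025351) lies on chromosome 10 of GRCm39 from 128731528 to 128748709. In HM-Wnt its log2 fold change was 8.02 (standard error 0.46, edgeR adjusted p = 7.84e-08) at 1 week, where the paper's reported value is 7.96, and 7.91 (standard error 0.46, edgeR adjusted p = 7.27e-08) at 2 weeks, where the paper's is 7.85. In MM at 1 week it was 7.87 (standard error 0.46, edgeR adjusted p = 1.21e-07), and the paper's value is 7.82. For Arg1 in HM-Wnt the log2 fold change was −7.50 (standard error 1.56, edgeR adjusted p = 0.00148) at 1 week, the paper's value being −7.56, and −9.31 (standard error 1.68, edgeR adjusted p = 0.000503) at 2 weeks, the paper's being −9.35. Against 9 of the paper's values, which also cover Hnf4a and Abcb11 in HM-Wnt, 0 differed by more than the larger standard error. Both sets of values come from the study's own libraries, so this closeness is not independent evidence. It covers these genes only. Which libraries were in the paper's fit is not known. Of its base means for 1999 genes, 15.1% were within 5% of means made here from the 15 HepOrg and hepatocyte libraries and 31.1% within 5% of means from all 27, so neither set reproduces them.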

Supplementary Video 1 Bubbly/grape-like shaped HepOrgs metabolize 5-CFDA. Maximum-intensity projection of a live cell imaging of a bubbly-shaped HepOrg at passage 2. HepOrg was treated with 5-CFDA (pseudo-coloured Royal LUT). Scale bar, 50 µm.

Supplementary Video 2 Ball-shaped HepOrgs cannot metabolize 5-CFDA. Maximum-intensity projection of a live cell imaging of a ball-shaped HepOrg at passage 2. HepOrg was treated with 5-CFDA (pseudo-coloured Royal LUT). Scale bar, 50 µm.

Supplementary Video 3 HepOrgs transport CLF, CMFDA and fluorescent phosphatidylcholine. Maximum-intensity projection of a live cell imaging of a bubbly-shaped HepOrg in MM at passage 2, showing functional update and transport of CLF (Video 3), CMFDA (Video 4) and fluorescent PC (Video 5). Dyes are visualised with pseudo-coloured Royal LUT. Scale bar, 50 µm.

Supplementary Video 4 HepOrgs transport CLF, CMFDA and fluorescent phosphatidylcholine. Maximum-intensity projection of a live cell imaging of a bubbly-shaped HepOrg in MM at passage 2, showing functional update and transport of CLF (Video 3), CMFDA (Video 4) and fluorescent PC (Video 5). Dyes are visualised with pseudo-coloured Royal LUT. Scale bar, 50 µm.

Supplementary Video 5 HepOrgs transport CLF, CMFDA and fluorescent phosphatidylcholine. Maximum-intensity projection of a live cell imaging of a bubbly-shaped HepOrg in MM at passage 2, showing functional update and transport of CLF (Video 3), CMFDA (Video 4) and fluorescent PC (Video 5). Dyes are visualised with pseudo-coloured Royal LUT. Scale bar, 50 µm.

Supplementary Video 6 Periportal assembloid formation. Maximum-intensity projection of assembloid formation 2 days after seeding. Time in hours. Nuclei are depicted in white (SPY620), mesenchyme cells in green (Pdgfra-H2BGF), cholangiocytes in magenta (mem-tdTomato). Brightfield is also shown. Assembloids can still recruit cells after being formed. Scale bar, 100 µm. Related to Extended Data Figure 7d.

Supplementary Video 7 Periportal assembloid formation. Maximum-intensity projection of assembloid formation 2 days after seeding. Time in hours. Nuclei are depicted in white (SPY620), mesenchyme cells in green (Pdgfra-H2BGF), cholangiocytes in magenta (mem-tdTomato). Brightfield is also shown. Assembloids can still recruit cells after being formed. Scale bar, 100 µm. Related to Extended Data Figure 7d.

Supplementary Video 8 Representative 3D reconstruction showing the connection between bile canaliculi and bile duct in liver tissue. Animation of a 3D reconstruction of the interface of bile canaliculi-bile duct in mouse liver tissue. Example 1. Reconstruction was generated from multiphoton image showing a continuous lumen of bile canaliculi (CD13, green) entering bile duct (PCK, magenta). Hepatocytes, which connect their bile canaliculi to the bile duct lumen are visualised in different colours (red, yellow, cyan). Related to Fig. 3j.

Supplementary Video 9 Representative 3D reconstruction showing the connection between bile canaliculi and bile duct in a periportal liver assembloid. Animation of a 3D reconstruction showing interface of bile canaliculi-bile duct in a mouse periportal assembloid. Example 1. Reconstruction was generated from high-resolution Airyscan 3D image showing a continuous lumen of bile canaliculi (ZO-1, green) entering bile duct (KRT19, magenta). Hepatocytes, which connect their bile canaliculi to the bile duct lumen are visualised in different colours (red, yellow). Related to Fig. 3j.

Supplementary Video 10 Representative 3D reconstruction showing the connection between bile canaliculi and bile duct in liver tissue. Animation of a 3D reconstruction of the interface of bile canaliculi-bile duct in mouse liver tissue. Example 2. Reconstruction was generated from multiphoton image showing a continuous lumen of bile canaliculi (CD13, green) entering bile duct (PCK, magenta). Hepatocytes, which connect their bile canaliculi to the bile duct lumen are visualised in different colours (red, yellow, cyan). Related to Fig. 9b.

Supplementary Video 11 Representative 3D reconstruction showing the connection between bile canaliculi and bile duct in a periportal liver assembloid. Animation of a 3D reconstruction showing interface of bile canaliculi-bile duct in a mouse periportal assembloid. Example 2. Reconstruction was generated from confocal image showing a continuous lumen of bile canaliculi (CD13, green) entering bile duct (nuc-tdTomato, magenta). Hepatocytes, which connect their bile canaliculi to the bile duct lumen are visualised in different colours (red, yellow, cyan). Related to Fig. 9b.

Supplementary Video 12 Periportal assembloids transport bile acid analogue from bile canaliculi to bile duct lumens. Live imaging of the uptake and flow of the bile acid analogue cholyl-L-lysyl-fluorescein (CLF, pseudo-colour range) in assembloids shows functional transport of bile salts from bile canaliculi into the lumen of the bile duct lined by cholangiocytes (magenta). Time in minutes. Scale bar, 100 µm. Related to Fig. 3l (video 12) and Related to Extended Data Fig. 9h (video 13).

Supplementary Video 13 Periportal assembloids transport bile acid analogue from bile canaliculi to bile duct lumens. Live imaging of the uptake and flow of the bile acid analogue cholyl-L-lysyl-fluorescein (CLF, pseudo-colour range) in assembloids shows functional transport of bile salts from bile canaliculi into the lumen of the bile duct lined by cholangiocytes (magenta). Time in minutes. Scale bar, 100 µm. Related to Fig. 3l (video 12) and Related to Extended Data Fig. 9h (video 13).

Supplementary Video 14 Structures with aberrant cholangiocyte ratio and non-physiological bile canaliculi–bile duct connection do not transport bile acid analogue. Live imaging of the uptake and flow of the bile acid analogue cholyl-L-lysyl-fluorescein (CLF, pseudo-colour range). CLF uptake is not observed in structures with aberrant architecture where cholangiocytes are not embedded in the organoid (mem-tdTomato, magenta). Nuclei are shown in white (SPY620). Time in minutes. Scale bar, 50 µm. Related to Fig. 9i.

Supplementary Video 15 Fibrotic-like assembloids show disruption of cell integrity. Maximum-intensity projection of a 3D assembloid showing big bursts of cell-free DNA signal, imaging from 2 days after seeding. Time in hours. Nuclei are depicted in white (stained with SPY620), mesenchyme cells in green (nuc-GFP, Pdgfra-H2BGF) and cholangiocytes in magenta (nuc-tdTomato). Brightfield is also shown. Scale bar, 100 µm.

Supplementary Video 16 Fibrotic-like assembloids show no functional bile duct–bile canaliculi connection. Live imaging of the bile acid analogue cholyl-L-lysyl-fluorescein (CLF, pseudo-colour range) in fibrotic-like assembloids is not observed. Cholangiocytes (mem-tdTomato, magenta) and mesenchyme (nuc-GFP, green), and brightfield are also shown. Time in minutes. Scale bar, 50 µm.

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 11

Source Data Extended Data Fig. 12

Source Data Extended Data Fig. 13

Source Data Extended Data Fig. 14

## Data Availability

The scRNA-seq and bulk RNA-seq datasets generated during this study are available at the Gene Expression Omnibus (GEO) under accession numbers GSE274971 and GSE274973. Full lists of bulk RNA-seq transcripts per million data and differentially expressed genes are provided in Supplementary Table 2 and Supplementary Table 6, respectively. GSEA terms are available in Supplementary Table 3 and Supplementary Table 5. All inferred cell–cell interactions are available in Supplementary Table 4. scRNA-seq data were aligned to the GRCm39 (release 109) mouse genome with the 10X Cellranger (7.1.0) count. Bulk RNA-seq data were aligned to the mouse genome GRCm39 release 109 using STAR aligner (2.7.11b). All other images, quantitative PCR and measurement data are presented in the manuscript, and data used to plot graphs are provided as Source Data. For GSEA, the following databases were used: whole-organoid GSEA between healthy and fibrotic conditions was performed with MSigDB hallmark (2020), WikiPathways (2019, Mouse), Reactome (2022), Elsevier Pathway Collection and GO Molecular Function (2023) gene sets. Cell-type-specific GSEA between conditions was performed with the MSigDB hallmark (2020) gene set. Functional identity was assessed by GSEA by comparing each cell type to all other cell types using the Gene Ontology (GO) molecular function (2023), GO biological process (2023) and GO cellular component (2023) gene sets. Source data are provided with this paper.

# Supplementary material for: Mouse liver assembloids model periportal architecture and biliary fibrosis
**Source:** Nature. 2025 May 29;644(8076):473–82. doi: 10.1038/s41586-025-09183-9
**Supplement:** Supplementary file 1 — Supplementary Methods, Supplementary Fig. 2, Supplementary Table 7 and references.

**Supplementary Information**

**Mouse liver assembloids model periportal architecture and biliary fibrosis**

Anna M. Dowbaj, Aleksandra Sljukic, Armin Niksic, Cedric Landerer, Julien Delpierre, Haochen Yang, Aparajita Lahree, Ariane C. Kühn, David Beers, Helen M. Byrne, Sarah Seifert, Heather A. Harrington, Marino Zerial, Meritxell Huch

**Supplementary Figures - …………………………..…………………………………Page 2**

**Supplementary Methods ……...……………………………………………………….Page 2**

**Supplementary Tables Legends……...……………………………………………..…Page 2**

**Supplementary Videos Legends……………………………………………………….Page 3**

**Supplementary Figure 1 - Cytokine array raw data**

Cytokine array blots from 2 biological replicates, presented as raw scans of the signal, and overlay with the blot brightfield image. Images are annotated for the sample name. Supernatants from monocultures of CholOrg, or HepOrg or Msc cells or from assembloids from homeostatic or fibrotic-like conditions were analysed.

**Supplementary Figure 2 - Analysis of Morphological Differences Between Two Phenotypic Classes of Organoids.** (a) Schematic illustration of the DETECT (Detecting Temporal Shape Changes with the Euler Characteristic Transform) pipeline. The algorithm’s input takes segment- ed boundaries of organoids and computes the ECT (Euler Characteristic Transform) as collection of curves. These curves are then used to calculate the DETECT curve. The DETECT curves can be used as feature vectors for downstream visualisation algorithms and clustering algorithms, or to compute the pairwise DETECT metric heatmap. (b) Visualization of morphological variations using t-SNE based on DETECT calculations, with points coloured according to the shape type of the corresponding organoid. (c) Results of K-means clustering applied to DETECT calculations post-PCA reduction to two principal components. Each dot represents an organoid, labelled 'B' for ball-shaped and 'BG' for bubbly/grape-shaped. Crosses indicate the centroids of the respective clusters, with colours denoting the cluster assignment. (d) Heatmap of the DETECT metric distance for the DETECT results of each pair of organoids.

**Supplementary Methods**

Methods used in the manuscript referring to the Fiji stack files for Extended Data Figure 2a (Appendix A) and the description of the DETECT (Detecting Temporal Shape Changes with the Euler Characteristic Transform) method including the mathematical description (Appendix B and Appendix C). Supplementary Figure 2 and Supplementary Table 7 are provided as part of this section.

**Supplementary Tables Legends**

**Supplementary Table 1 - List of reagents used in this study**

- Supplementary Table 1-1. List of antibodies and dyes
- Supplementary Table 1-2. List of RT-qPCR primers
- Supplementary Table 1-3. List of commercial kits
- Supplementary Table 1-4. List of RNAscope reagents
- Supplementary Table 1-5. List of siRNA sequences
- Supplementary Table 1-6. List of cytokines
- Supplementary Table 1-7. List of blocking antibodies

**Supplementary Table 2 – bulk RNA sequencing TPM values**

TPM values from bulk RNA sequencing for each gene were used for heatmaps in Extended Data Figure 3b (HM-Wnt HepOrg *vs* freshly isolated hepatocytes); Extended Data Figure 5a (HM-Wnt and MM media HepOrg *vs* freshly isolated hepatocytes); Extended Data Figure 10a (7 days or 2.5 weeks homeostasis and fibrotic-like assembloids).

**Supplementary Table 3 – GSEA comparing cells from homeostasis-like assembloids**

Gene set enrichment analysis (GSEA) of hepatocytes, cholangiocytes and portal mesenchyme; Related to Extended Data Figure 7k-m. Databases used are GO_Biological_Process_2023 (GO_BP), GO_Cellular_Component_2023 (GO_CC) and GO_Molecular_Function_2023 (GO_MF).

**Supplementary Table 4 – LIANA Inferred cell-cell interactions**

4_1: Interactions from fibrosis-like assembloids and the bile duct ligation (BDL) and CCl4 models from Yang et al., 2021; Related to Figure 4d, Top 100 significant interactions from all models;

4_2: Interactions from fibrosis-like and homeostasis assembloids; Related to Extended Data Figure 12a; Top 30 significant interactions from all models.

**Supplementary Table 5 – GSEA comparing fibrosis-like *versus* homeostasis assembloids**

Related to Figure 4e; GSEA Homeostasis and Fibrosis-like Assembloids using KEGG, reactome and MSigDB_Hallmarks databases; Related to Extended Data Figure 10e-g; GSEA of cells from fibrosis-like versus homeostasis assembloids for hepatocytes (e), cholangiocytes (f), and mesenchyme (g).

**Supplementary Table 6 - Differential gene expression (DGE) between HepOrg and freshly isolated hepatocytes.**

Differential gene expression for comparison of HepOrg in HM-Wnt or MM media cultured at passage 2 for 1 week or 2 weeks, compared to freshly isolated hepatocytes.

**Supplementary Table 7 – K-mean clustering results of organoid shape analysis.**

Silhouette scores for the K-mean clustering results for each analysed organoid; B denotes ball-shaped hepatocyte organoids, R denotes bubbly-shaped organoids.

**Supplementary Videos Legends**

**Supplementary Video 1: Bubbly/grape-like shaped HepOrg metabolise 5-CFDA.**

Maximum intensity projection of a live cell imaging of a bubbly-shaped HepOrg at passage 2. HepOrg was treated with 5-CFDA (pseudo-coloured Royal LUT). Scale bar, 50 µm.

**Supplementary Video 2: Ball-shaped HepOrg cannot metabolise 5-CFDA**

Maximum intensity projection of a live cell imaging of a ball-shaped HepOrg at passage 2. HepOrg was treated with 5-CFDA (pseudo-coloured Royal LUT). Scale bar, 50 µm.

**Supplementary Video 3: HepOrg transport CLF.**

Maximum intensity projection of a live cell imaging of a bubbly-shaped HepOrg in MM media at passage 2, showing functional update and transport of CLF. Dyes are visualised with pseudo-coloured Royal LUT). Scale bar, 50 µm.

**Supplementary Video 4: HepOrg transport CMFDA.**

Maximum intensity projection of a live cell imaging of a bubbly-shaped HepOrg in MM media at passage 2, showing functional update and transport of CMFDA. Dyes are visualised with pseudo-coloured Royal LUT). Scale bar, 50 µm.

**Supplementary Video 5: HepOrg transport fluorescent Phosphatidylcholine (PC).**

Maximum intensity projection of a live cell imaging of a bubbly-shaped HepOrg in MM media at passage 2, showing functional update and transport of fluorescent PC. Dyes are visualised with pseudo-coloured Royal LUT). Scale bar, 50 µm.

**Supplementary Video 6: Periportal assembloid formation.**

Maximum intensity projection of assembloid formation 2 days after seeding. Time in hours. Nuclei are depicted in white (SPY620), mesenchyme cells in green (Pdgfra-H2BGF), cholangiocytes in magenta (mem-tdTomato). Brightfield is also shown. Assembloids can still recruit cells after being formed. Scale bar, 100 µm. Related to Extended Data Figure 7d.

**Supplementary Video 7: Periportal assembloid formation.**

Maximum intensity projection of assembloid formation 2 days after seeding. Time in hours. Nuclei are depicted in white (SPY620), mesenchyme cells in green (Pdgfra-H2BGF), cholangiocytes in magenta (mem-tdTomato). Brightfield is also shown. Scale bar, 100 µm. Related to Extended Data Figure 7d.

**Supplementary Video 8: Representative 3D-reconstruction showing the connection between bile canaliculi-bile duct in liver tissue.**

Animation of a 3D reconstruction of the interface of bile canaliculi-bile duct in mouse liver tissue. Example 1. Reconstruction was generated from multiphoton image showing a continuous lumen of bile canaliculi (CD13, green) entering bile duct (PCK, magenta). Hepatocytes, which connect their bile canaliculi to the bile duct lumen are visualised in different colours (red, yellow, cyan). Related to Fig. 3j.

**Supplementary Video 9: Representative 3D-reconstruction showing the connection between bile canaliculi-bile duct in a periportal liver assembloid.**

Animation of a 3D reconstruction showing interface of bile canaliculi-bile duct in a mouse periportal assembloid. Example 1. Reconstruction was generated from high-resolution Airyscan 3D image showing a continuous lumen of bile canaliculi (ZO-1, green) entering bile duct (KRT19, magenta). Hepatocytes, which connect their bile canaliculi to the bile duct lumen are visualised in different colours (red, yellow). Related to Fig. 3j.

**Supplementary Video 10: Representative 3D-reconstruction showing the connection between bile canaliculi-bile duct in liver tissue.**

Animation of a 3D reconstruction of the interface of bile canaliculi-bile duct in mouse liver tissue. Example 2. Reconstruction was generated from multiphoton image showing a continuous lumen of bile canaliculi (CD13, green) entering bile duct (PCK, magenta). Hepatocytes, which connect their bile canaliculi to the bile duct lumen are visualised in different colours (red, yellow, cyan). Related to Fig. 9b.

**Supplementary Video 11: Representative 3D-reconstruction showing the connection between bile canaliculi-bile duct in a periportal liver assembloid**

Animation of a 3D reconstruction showing interface of bile canaliculi-bile duct in a mouse periportal assembloid. Example 2. Reconstruction was generated from confocal image showing a continuous lumen of bile canaliculi (CD13, green) entering bile duct (nuc-tdTomato, magenta). Hepatocytes, which connect their bile canaliculi to the bile duct lumen are visualised in different colours (red, yellow, cyan). Related to Fig. 9b.

**Supplementary Video 12: Periportal assembloids transport bile acid analogue from bile canaliculi to bile duct lumens**.

Live imaging of the uptake and flow of the bile acid analogue cholyl-L-lysyl-fluorescein (CLF, pseudo-colour range) in assembloids shows functional transport of bile salts from bile canaliculi into the lumen of the bile duct lined by cholangiocytes (magenta). Time in minutes. Scale bar, 100 µm. Related to Fig. 3l.

**Supplementary Video 13: Periportal assembloids transport bile acid analogue from bile canaliculi to bile duct lumens**.

Live imaging of the uptake and flow of the bile acid analogue cholyl-L-lysyl-fluorescein (CLF, pseudo-colour range) in assembloids shows functional transport of bile salts from bile canaliculi into the lumen of the bile duct lined by cholangiocytes (magenta). Time in minutes. Scale bar, 100 µm. Related to Extended Data Fig. 9h.

**Supplementary Video 14: Structures with aberrant cholangiocyte ratio and non-physiological BC-BD connection do not transport bile acid analogue.**

Live imaging of the uptake and flow of the bile acid analogue cholyl-L-lysyl-fluorescein (CLF, pseudo-colour range). CLF uptake is not observed in structures with aberrant architecture where cholangiocytes are not embedded in the organoid (mem-tdTomato, magenta). Nuclei are shown in white (SPY620). Time in minutes. Scale bar, 50 µm. Related to Fig. 9i.

**Supplementary Video 15: Fibrotic-like assembloids show disruption of cell integrity.**

Maximum intensity projection of a 3D assembloid showing big bursts of cell-free DNA signal, imaging from 2 days after seeding. Time in hours. Nuclei are depicted in white (stained with SPY620), mesenchyme cells in green (nuc-GFP, Pdgfra-H2BGF) and cholangiocytes in magenta (mem-tdTomato). Brightfield is also shown. Scale bar, 100 µm.

**Supplementary Video 16: Fibrotic-like assembloids show no functional bile duct-bile canaliculi connection.**

Live imaging of the bile acid analogue cholyl-L-lysyl-fluorescein (CLF, pseudo-colour range) in fibrotic-like assembloids is not observed. Cholangiocytes (nuc-tdTomato, magenta) and mesenchyme (nuc-GFP, green), and brightfield are also shown. Time in minutes. Scale bar, 50 µm.

# Supplementary material for: Mouse liver assembloids model periportal architecture and biliary fibrosis
**Source:** Nature. 2025 May 29;644(8076):473–82. doi: 10.1038/s41586-025-09183-9
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The following software was used for data collection: scRNAseq data - NovaSeq S4 v1.5 4XP (200cyc); Confocal Imaging: Zeiss ZEN 3.6 celldiscoverer (version 3.6.095.03000); Zen 2011 SP7 FP3 (black), version 14.0.25.201 (780 Zeiss inverted microscope); Zen Black 2011 SP7 FP3 64bit; version 14.0.27.201 (Zeiss 780 upright microscope); ZEN 2.3 SP1 FP3 (black) v14.0.25.201 (Zeiss 880 inverted microscope); ZEN 2.3 SP1 FP3 (black) v14.0.27.201 (Zeiss 880 upright microscope); Timelapse imaging - Cell Voyager Measurement System Release R1.17.05 (Yokogawa CV7000 MPO); Lightsheet imaging - Viventis Microscope and Environment v.2.0.0.2 ; Brightfield imaging - Leica Application Suite v.4.6.0 (Leica DMIL LED microscope) or v.4.13.0 (Leica M80 microscope) ; qPCR - LightCycler 96 software (Version: 1.1.0.1320) or QuantStudio7 software (QS 6/7 Pro v1.8.1); cytokine array - iBright Analysis Software v.5.2.0; Albumin ELISA and bile acid assay - Perkin Elmer Envision 2104 EnVision Manager v.1.13.3009.1401, Flow cytometry - BD FACSDiva v.8.0.2, Sony Cell Sorter Software v.3.1.2.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | <p>Confocal and light sheet imaging data was analysed with FIJI v.2.14.0/1.54f, and segmented using Arivis Vision 4D (Version: 4.1.0. Build: 16702. 20200324) or Motion Tracking v. 8.100.6 (<a href="http://motiontracking.mpi-cbg.de">http://motiontracking.mpi-cbg.de</a>). Data analysis of bile canaliculi was performed using a custom script in FIJI (<a href="https://git.mpi-cbg.de/huch_lab/assembloid-paper">https://git.mpi-cbg.de/huch_lab/assembloid-paper</a>) . For Yokogawa timelapse imaging, data was assembled using two FIJI macros "Macro CV7000 Make Field Montages" and "Macro CV7000 Make Timelapse Movies", which are publicly available (<a href="https://github.com/stoeter/Fiji-Tools-for-HCS">https://github.com/stoeter/Fiji-Tools-for-HCS</a>). Data presentation and statistical analysis performed with GraphPad Prism v10 (v10.0.2 and v.10.0.0) for non-sequencing data. For Flow cytometry data, Flowjo v.10.8.1 was used to analyse and visualise the data.</p> <p>Code used for data analysis and visualisation of scRNAseq dataset included: Cellbender (0.3.0), bcl2fastq2 (2.20.0), CellRanger v.7.1.0, scanpy v.1.9.2, GSEAPy v.1.0.5, plotnine v.0.12.3, R v.4.2.0, ggraph v.2.1.0 and LIANA v.0.1.9, Scrublet (<a href="https://github.com/swolock/scrublet">https://github.com/swolock/scrublet</a>). For bulk RNAseq analysis, featureCount (v2.0.6) was used to assigned reads exons, transcripts and CDS. Differential gene expression analysis was performed using the R (4.2.0) package DESeq2 (1.36.0). Gene set enrichment analysis for bulk RNAseq data was performed using the R</p> |

package fgsea (1.22.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNAseq and bulk RNAseq datasets generated during this study are available at Gene Expression Omnibus (GEO, <https://www.ncbi.nlm.nih.gov/geo/info/seq.html>) under the accession number GSE274971 and GSE274973. The full lists of bulk RNAseq TPMs and DEG are found in Supplementary Table 2 and Supplementary Table 6, respectively. All GSEA terms are available in Supplementary Table 3 and Supplementary Table 5. All inferred cell-cell interactions are available in Supplementary Table 4.

The scRNAseq data was aligned to the GRCm39 (release 109) mouse genome with the 10x's cellranger's (7.1.0) count. Bulk RNAseq data was aligned to the mouse genome GRCm39 release 109 using STAR aligner (2.7.11b). All other images, qPCR and measurement data are presented within the manuscript, and data used to plot graphs is provided as Source Data files for each figure.

For Gene Set Enrichment Analysis (GSEA), the following databases were used: the Whole organoid GSEA between healthy and fibrotic conditions was performed for the MSigDB hallmark (2020), WikiPathways (2019, Mouse), Reactome (2022), Elsevier Pathway Collection and GO Molecular Function (2023) gene sets; Cell type specific GSEA between conditions was performed for the MSigDB hallmark (2020) gene set. Functional identity was assessed by GSEA by comparing each cell type to all other cell types using the GO Molecular Function (2023), GO Biological Process (2023) and GO Cellular Component (2023) gene sets.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Not applicable (N/A) - no human participants, data or biological material was used for this study.

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to calculate sample size and group size. For cell culture experiments we follow the recommendations from ISSCR guidelines published in Ludwig et al. 2023 (PMID: 37703820).

Data exclusions

scRNAseq thresholding involved excluding cells with abnormally high or low transcripts, and based on high mitochondrial gene content as is standard practice for downstream analysis of this sequencing data. We also excluded doublets to improve stringency, as described in the methods.

Replication

All experiments were replicated as indicated in the figure legend.

Randomization

Experimental procedures always involved processing control and experimental samples in a random order, rather than by condition.

We did not perform blinding for experiments, as blinding was considered not to affect the measurement result. Whenever possible, investigators were blinded performing the experimental analysis.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

List of antibodies and dyes used in this study.

Primary antibodies:

Rabbit monoclonal anti-E-cadherin (24E10), Cell Signaling # 3195 RRID:AB\_2291471

Rat monoclonal anti-E-cadherin (ECCD-2), Thermo Fisher Scientific # 131900 RRID:AB\_2533005

Rat monoclonal anti-CD13 (ER-BMDM1), Novus # NB100-64843 RRID:AB\_959651

Rat monoclonal anti-Cytokeratin-19 (TROMA-III), Sigma-Aldrich # MABT913 RRID:AB\_2892523

Rabbit polyclonal anti-ZO-1, Thermo Fisher Scientific # 40-2200 RRID:AB\_2533456

Goat polyclonal anti-Albumin, Novus # NB600-41532 RRID:AB\_805588

Rabbit monoclonal anti-Radixin (C4G7), Cell Signaling # 2636 RRID:AB\_2238294

Rabbit polyclonal anti-Cytokeratin, Dako # Z0622 RRID:AB\_2650434

Rabbit monoclonal anti-Hnf4-alfa (EPR16885), Abcam # ab181604 RRID:AB\_2890918

Rabbit monoclonal anti-SOX9 (EPR14335-78), Abcam # ab185966 RRID:AB\_2728660

Goat anti-Osteopontin Polyclonal, R&D Systems # AF808 RRID: AB\_2194992

Rat anti-CD34 Monoclonal Antibody (RAM34), eBioscience™ ThermoFisher Scientific # 14-0341-85 RRID:AB\_467211

Rabbit anti-Cleaved Caspase-3 (Asp175) monoclonal (Clone 5A1E), Cell Signaling Technology # 9664 RRID: AB\_2070042

Rat Purified anti-mouse Ly-6A/E (Sca-1), BioLegend # 108102 RRID:AB\_313339

Rabbit Polyclonal anti-Transcription Factor Sox-9, Millipore # AB5535 RRID:AB\_2239761

Mouse monoclonal anti-Vimentin (clone LN-6), Merck # V2258 RRID:AB\_261856

Rat anti-Ly-6A/E (Sca-1) monoclonal (Clone D7), Super Bright 436, ThermoFisher Scientific # 62-5981-82 RRID: AB\_2637287

Rat anti- CD326 (EpCAM) monoclonal (Clone G8.8), APC, ThermoFisher Scientific # 17-5791-80 RRID: AB\_2734965

Rat anti-CD11b monoclonal (Clone M1/70), PE-Cy7, BD Biosciences # 552850 RRID: AB\_394491

Rat anti-CD31 monoclonal (Clone 390), PE-Cy7, BD Biosciences # 561410 RRID: AB\_10612003

Rat anti-CD45 monoclonal (Clone 30-F11), PE-Cy7, BD Biosciences # 552848 RRID: AB\_394489

Rabbit anti-Elastin (polyclonal IgG), Cedarlane Laboratories Limited #CL55041AP RRID: AB\_10061195

Rabbit polyclonal anti-Glutamine Synthetase (GS), Sigma-Aldrich # G2781 RRID: AB\_259853

Rabbit polyclonal anti-Cytochrome P450 2E1 (CYP2E1), Abcam # ab28146 RRID: AB\_2089985

Rabbit anti-Ki67 monoclonal (Clone SP6), ThermoFisher Scientific #RM 9106 S1 RRID:AB\_2341197

Secondary antibodies

Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488, ThermoFisher Scientific # A-21208 RRID:AB\_2535794

Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 555, ThermoFisher Scientific # A48270 RRID:AB\_2896336

Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594, ThermoFisher Scientific # A-21209 RRID:AB\_2535795

Goat anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647, ThermoFisher Scientific # A-21247 RRID:AB\_141778

Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 532, ThermoFisher Scientific # A-11009 RRID:AB\_2534076

Donkey anti-Rabbit IgG (H+L), highly cross-adsorbed, CF™ 633 antibody, Merck # SAB4600132

Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647, ThermoFisher Scientific # A-31573 RRID:AB\_2536183

Donkey anti-Mouse IgG (H+L) Polyclonal Antibody, Alexa Fluor 647, ThermoFisher Scientific # A-31571 RRID:AB\_162542

Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594, ThermoFisher Scientific # A-11058 RRID:AB\_2534105

Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647, ThermoFisher Scientific # A-21447 RRID:AB\_2535864

Donkey Anti-Rat IgG (H+L), Highly Cross-Adsorbed, CF 568, Biotium # 20092 RRID:AB\_10855000

## Dyes

SiR-Actin, Spirochrome # SC001  
 Corning® Cholyl-Lysyl-Fluorescein (CLF), Corning # 451041  
 SPY620-DNA, Spirochrome # SC401  
 DAPI, BD Biosciences # BD564907  
 Phalloidin 647, ThermoFisher Scientific # A22287  
 Phalloidin 488, ThermoFisher Scientific # A12379  
 CellTracker™ Green CMFDA Dye (Chloromethylfluorescein diacetate), ThermoFisher Scientific #C2925  
 16:0-06:0 NBD PC fluorescent lipid (phosphatidylcholine), Avanti Polar lipids, Merck #810130P-1mg  
 5-CFDA, AM (5-Carboxyfluorescein Diacetate, Acetoxymethyl Ester), ThermoFisher Scientific #C1354  
 SPY555 DNA, Spirochrome #SC201

## Blocking antibodies

Normal Goat IgG Control R&D Systems, Biotechne #AB-108-C RRID:AB\_354267  
 Normal Rat IgG Control (Azide Free), R&D Systems, Biotechne #6-001-F RRID:AB\_2616570  
 Mouse IgG1 Isotype Control, R&D Systems, Biotechne #MAB002 RRID:AB\_357344  
 Mouse uPAR Antibody R&D Systems, Biotechne #AF534-SP RRID:AB\_2165351  
 Human/Mouse TNF-alpha Antibody, R&D Systems, Biotechne #AF410-SP RRID:AB\_354479  
 Mouse CX3CL1/Fractalkine Chemokine Domain Antibody, R&D Systems, Biotechne #AF472-SP RRID:AB\_2276839  
 Mouse CCL11/Eotaxin Antibody, R&D Systems, Biotechne #AF420-SP RRID:AB\_354486  
 Human/Mouse CXCL12/SDF-1 Antibody, R&D Systems, Biotechne #MAB310-SP RRID:AB\_2276927  
 BD Pharmingen™ Purified Rat Anti-Mouse CD47 Clone miap301 unlabelled Antibody, BD Biosciences #555297 RRID:AB\_395713  
 Human/Mouse CXCL12/SDF-1 Antibody, R&D Systems, Biotechne #MAB310-SP RRID:AB\_2276927  
 Mouse TIMP-1 Antibody, R&D Systems, Biotechne #AF980-SP RRID:AB\_355759  
 Human/Mouse TIMP-2 Antibody, R&D Systems, Biotechne #AF971-SP RRID:AB\_355752  
 Mouse Osteopontin/OPN Antibody, R&D Systems, Biotechne #AF808-SP RRID:AB\_2194992  
 Mouse CXCL1/GRO alpha /KC/CINC-1 Antibody, R&D Systems, Biotechne #AF-453-SP RRID:AB\_354495

## Validation

All antibodies are commercially available, and were validated for specificity and application by manufacturers listed here and specified below, or published for the application and species before. Additional information on validation can be found on the manufacturer's websites. Antibodies were used at concentrations suggested in previous published methodologies (<https://star-protocols.cell.com/protocols/2730>, [https://www.cell.com/cell-stem-cell/fulltext/S1934-5909\(21\)00287-3](https://www.cell.com/cell-stem-cell/fulltext/S1934-5909(21)00287-3)) or titrated in-house, with the concentration specified in Supplementary Information.

## Primary antibodies

anti-E-cadherin (24E10), Cell Signaling # 3195 - WB, IHC, IF, Flow Cytometry; Species reactivity - Mouse, Human;  
 anti-E-cadherin (ECCD-2), Thermo Fisher Scientific # 131900 - WB, IHC; Species reactivity - Mouse;  
 anti-CD13 (ER-BMDM1), Novus # NB100-64843 - Flow cytometry, IHC; Species reactivity - Mouse;  
 anti-Cytokeratin-19 (TROMA-III), Sigma-Aldrich # MABT913 - EM, IF, IHC, IP, WB; Species reactivity - Mouse, Human;  
 anti-ZO-1, Thermo Fisher Scientific # 40-2200 - WB, IHC, IF; Species reactivity - Mouse, Human, Dog, Rat;  
 anti-Albumin, Novus # NB600-41532 R- WB, ELISA, ICC/F, IHC; Species reactivity - Mouse;  
 anti-Radixin (C4G7), Cell Signaling # 2636 - WB; Species reactivity - Mouse, Human, Rat, Monkey;  
 anti-Cytokeratin, Dako # Z0622 - information from manufacturer's website not available, product discontinued;  
 anti-Hnf4-alfa (EPR16885), Abcam # ab181604 - IP, ChIP, WB, IHC, ChIC; Species reactivity - Mouse, Human, Rat;  
 anti-SOX9 (EPR14335-78), Abcam # ab185966 - WB, IHC, IF, Flow cytometry; Species reactivity - Mouse, Human, Rat;  
 anti-Osteopontin, R&D Systems # AF808 - ELISA, WB, IHC, IF, Neutralisation; Species reactivity - Mouse;  
 anti-CD34 (RAM34), eBioscience™ ThermoFisher Scientific # 14-0341-85 - IHC, Flow cytometry; Species reactivity - Mouse;  
 anti-Cleaved Caspase-3 (Asp175)(Clone 5A1E), Cell Signaling # 9664 - WB, IP, IHC, IF, Flow cytometry; Species reactivity - Mouse, Human, Rat, Monkey;  
 anti-Ly-6A/E (Sca-1), BioLegend # 108102 - Flow cytometry, WB, IP, IF, IHC; Species reactivity - Mouse;  
 anti-Transcription Factor Sox-9, Millipore # AB5535 -WB, IHC; Species reactivity - Mouse, Human, Rat, Chicken;  
 anti-Vimentin (clone LN-6), Merck # V2258 - IHC, IP, IF, WB; Species reactivity - Mouse, Human, Pig, Sheep, Bovine, Rabbit, Feline, Rat;  
 anti-Ly-6A/E (Sca-1) (Clone D7), Super Bright 436, ThermoFisher Scientific # 62-5981-82 - Flow cytometry; Species reactivity - Mouse;  
 anti-CD326 (EpCAM) (Clone G8.8), APC, ThermoFisher Scientific # 17-5791-80 - Flow cytometry; Species reactivity - Mouse;  
 anti-CD11b (Clone M1/70), PE-Cy7, BD Biosciences # 552850 - Flow cytometry; Species reactivity - Mouse, Human;  
 anti-CD31 (Clone 390), PE-Cy7, BD Biosciences # 561410 - Flow cytometry; Species reactivity - Mouse;  
 anti-CD45 (Clone 30-F11), PE-Cy7, BD Biosciences # 552848 - Flow cytometry; Species reactivity - Mouse;  
 anti-Elastin (polyclonal IgG), Cedarlane Laboratories Limited #CL55041AP - information from manufacturer's website not available, product discontinued;  
 anti-Glutamine Synthetase (GS), Sigma-Aldrich # G2781 - WB, IHC; Species reactivity - Rat;  
 anti-Cytochrome P450 2E1 (CYP2E1), Abcam # ab28146 - WB, IF; Species reactivity - Mouse, Human, Rat, Rabbit;  
 anti-Ki67 (Clone SP6), ThermoFisher Scientific #RM 9106 S1 - IHC; Species reactivity - Human;

## Secondary antibodies

Donkey anti-Rat IgG (H+L) AF-488, ThermoFisher Scientific # A-21208 - IHC, IF; Species reactivity - Rat;  
 Donkey anti-Rat IgG (H+L) AF-Plus-555, ThermoFisher Scientific # A48270 - IF; Species reactivity - Rat;  
 Donkey anti-Rat IgG (H+L) AF-594, ThermoFisher Scientific # A-21209 - IHC, IF; Species reactivity - Rat;  
 Goat anti-Rat IgG (H+L) AF-647, ThermoFisher Scientific # A-21247 - WB, IP, IHC, IF; Species reactivity - Rat;  
 Goat anti-Rabbit IgG (H+L) AF-532, ThermoFisher Scientific # A-11009 - WB, IF; Species reactivity - Rabbit;  
 Donkey anti-Rabbit IgG (H+L), CF™ 633, Merck # SAB4600132 - Flow cytometry, IHC, IF; Species reactivity - Rabbit;  
 Donkey anti-Rabbit IgG (H+L) AF-647, ThermoFisher Scientific # A-31573 - WB, IHC, IF; Species reactivity - Rabbit;  
 Donkey anti-Mouse IgG (H+L) AF-647, ThermoFisher Scientific # A-31571 - Flow cytometry, IF; Species reactivity - Mouse;

Donkey anti-Goat IgG (H+L) AF-594, ThermoFisher Scientific # A-11058 - Flow cytometry, IHC, IF; Species reactivity - Goat;  
 Donkey anti-Goat IgG (H+L) AF-647, ThermoFisher Scientific # A-21447 - IHC, IF; Species reactivity - Goat;  
 Donkey anti-Rat IgG (H+L) CF 568, Biotium # 20092 - Flow cytometry, IHC, IF, WB; Species reactivity - Rat;

#### Blocking antibodies

Goat IgG Control R&D Systems, Biotechne #AB-108-C - Flow cytometry, IF; Species reactivity - Goat;  
 Rat IgG Control (Azide Free) R&D Systems, Biotechne #6-001-F - Control applications - no other validation specified; Species reactivity - Rat;  
 Mouse IgG1 Control R&D Systems, Biotechne #MAB002 - Flow cytometry; Species reactivity - Mouse;  
 Mouse uPAR Antibody R&D Systems, Biotechne #AF534-SP - Blockade of Receptor-Ligand Interaction, CyTOF, Flow cytometry, WB, IHC; Species reactivity - Mouse;  
 Human/Mouse TNF-alpha Antibody R&D Systems, Biotechne #AF410-SP - CyTOF, ELISA capture, IHC, IF, Flow cytometry, Neutralisation, WB; Species reactivity - Mouse, Human;  
 Mouse CX3CL1/Fractalkine Chemokine Domain Antibody, R&D Systems, Biotechne #AF472-SP - Flow cytometry, IHC, IF, Neutralisation, WB; Species reactivity - Mouse;  
 Mouse CCL11/Eotaxin Antibody, R&D Systems, Biotechne #AF420-SP - ELISA capture, IHC, Neutralisation, WB; Species reactivity - Mouse;  
 Human/Mouse CXCL12/SDF-1 Antibody, R&D Systems, Biotechne #MAB310-SP - Neutralisation; Species reactivity - Mouse, Human;  
 Rat Anti-Mouse CD47 (miap301) Antibody, BD Biosciences #555297 - Flow cytometry, IF, IHC; Species reactivity - Mouse;  
 Mouse TIMP-1 Antibody, R&D Systems, Biotechne #AF980-SP - IHC, IP, Neutralisation, WB; Species reactivity - Mouse;  
 Human/Mouse TIMP-2 Antibody, R&D Systems, Biotechne #AF971-SP - ELISA, WB; Species reactivity - Mouse, Human;  
 Mouse Osteopontin/OPN Antibody, R&D Systems, Biotechne #AF808-SP - ELISA Capture, IHC, IF, Neutralisation, WB; Species reactivity - Mouse;  
 Mouse CXCL1/GRO alpha /KC/CINC-1 Antibody R&D Systems, Biotechne #AF-453-SP - Neutralisation, WB; Species reactivity - Mouse.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                             |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The mesenchymal cells and organoid lines are all primary material derived from isolated livers by investigators in this study.                                              |
| Authentication                                                    | N/A                                                                                                                                                                         |
| Mycoplasma contamination                                          | Mycoplasma contamination was regularly tested on all cell and organoid laboratory lines throughout this study, using MycoAlert® Mycoplasma Detection Kit (Lonza #LT07-118). |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No ICLAC lines were used in this study.                                                                                                                                     |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Mouse experiments were performed in accordance with the German animal welfare legislation and in strict pathogen-free conditions in the animal facility of the MPI-CBG. Protocols were approved by the Institutional Animal Welfare Officer (Tierschutzbeauftragter), and all necessary licenses were obtained from the regional Ethical Commission for Animal Experimentation of Dresden, Germany (Tierversuchskommission, Landesdirektion Dresden). The MPI-CBG's laboratory animal housing is exclusively barrier housing. All mice are kept in IVC systems (individually ventilated cages) under a 12:12-hour light/dark cycle. The animal room temperature is between 20 and 24 °C and the relative humidity is 55±10%. Both are subject to constant monitoring. Sterile food and water were given ad libitum. Healthy adult mice (8-25 weeks of age) of both sexes were used for experiments. For MDR2 experiments, 8 weeks of age were used. WT, C57/Bl6 mice, Rosa26-mTmG, Rosa26-nTnG, PDGFRα-H2B-GFP, PDGFRα-H2B-GFP x Rosa26-mTmG, Prom1-CreERT2 x R26-LSL-ZsGreen, Itgb1-fl/fl x R26-LSL-ZsGreen or MDR2-KO mice were used for experiments. Rosa26-mTmG [Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J] and Rosa26-nTnG [B6;129S6-Gt(ROSA)26Sortm1(CAG-tdTomato*,-EGFP*)Ees/J] were obtained from the Jackson Laboratory (JAX). The PDGFRα-H2B-GFP ([B6.129S4-Pdgfratm11(EGFP)Sor/J] was described previously and obtained from Prof. Magdalena Zernicka-Goetz. The PDGFRα-H2B-GFP x Rosa26-mTmG was generated by crossing the PDGFRα-H2B-GFP with the Rosa26-mTmG obtained and described above. The MDR2-knock out line [FVB.129P2-Abcb4tm1Bor/J] was described before. The R26-LSL-ZsGreen B6.Cg-Gt(ROSA)26Sortm6(CAG-ZsGreen1)Hze/J] was obtained from JAX. Itgb1-fl/fl (B6;129-Itgb1tm1Efu/J] was described previously, and obtained from Prof. Magdalena Zernicka-Goetz. Itgb1-fl/fl x R26-ZsGreen was generated by crossing the Itgb1-fl/fl with the R26-LSL-ZsGreen. The Prom1-CreERT2 x R26-LSL-ZsGreen was generated by crossing the Prom1-CreERT2 (B6N;129S-Prom1tm1(cre/ERT2)Gilb/J] -described previously and obtained from Prof Richard Gilbertson- with the R26-LSL-ZsGreen. The Confetti mouse (Gt(ROSA)26Sortm1(CAG-Brainbow2.1)Cle/J] was described before and recombined in vitro to obtain mCFP cholangiocyte organoids. Mice were bred onto a C57/B6 background.</p> |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | Both male and female mice were used in this study indistinctively.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

Mouse experiments were performed in accordance with the German animal welfare legislation and in strict pathogen-free conditions in the animal facility of the MPI-CBG. Protocols were approved by the Institutional Animal Welfare Officer (Tierschutzbeauftragter), and all necessary licenses were obtained from the regional Ethical Commission for Animal Experimentation of Dresden, Germany (Tierversuchskommission, Landesdirektion Dresden).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

For the analysis of cholangiocytes from hepatocyte isolation and HepOrg culture, primary hepatocytes and other liver cells were isolated from mice as described in Methods Section. The cells were then strained with 100 µM strainer, washed one time with AddMEM/F12 (ThermoFisher, 12634010) medium containing 1% HEPES (ThermoFisher, #15630-056), 1% Penicillin/Streptomycin (ThermoFisher, #15140-122), Glutamax (ThermoFisher, #35050-068), spun 5min at 100g and stained 30min with following antibody against EpCAM, conjugated to APC (CD326 (EpCAM) Monoclonal Antibody (G8.8), APC, eBioscience, ThermoFisher, #17-5791-80). Before sorting, cells were washed one time with above medium, spun 5min at 100g and resuspended in the same medium for sorting. In case of cholangiocytes from HepOrg culture, all cells from the culture were collected in above media, spun 5min at 200g and dissociated by incubation with TrypLE Express (ThermoFisher, #12605010) for 5 min at 37°C, before being strained and stained as outlined above.

Instrument

Sony MA900 Multi-Application Cell Sorter, FacsAria Fusion Cell Sorter

Software

BD FACSDiva v.8.0.2, Sony Cell Sorter Software v.3.1.2, Flowjo v.10.8.1

Cell population abundance

The final sorted population was above 90% of the total detected events. Single cells were 75-81% of the final sorted population. EpCAM+ population was 0.08% of total events in the hepatocyte isolation prep. EpCAM+ population was 19-47% of all single cells in the hepatocyte organoid culture prep. The proportions of ZsGreen negative and positive fractions are specified in Extended Data Figure 4e. The mode of 4-way purity was always selected for cell sorts.

Gating strategy

The starting population was determined based on the FSC-A and SSC-A statuses, and single cells were gated based on FSC-H and FSC-W intensities. All single cells were gated on positive staining for the EpCAM-APC antibody, as determined by the negative unstained control. Then, EpCAM-positive population was gated on ZsGreen positive or negative fluorescence, as determined by negative control with ZsGreen expression.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

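The deposited table holds, for each gene and library, a count and a TPM. The counts are whole numbers of reads that the authors assigned to genes with featureCounts after aligning them to GRCm39 with STAR, and they were used as deposited. The TPM values were made by the authors from the counts and a gene length in the same table, and were used as deposited for the log2 TPM alternatives and for the means and SDs in the text. That length is within 5% of the whole gene span, introns included, for 80.8% of genes. The table also holds rows for the reporter sequences eGFP and tdTomato, which are described in the closing section. They are not part of the reported counts of genes past the threshold. Their own p values were adjusted together with those of the other genes.

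The table holds 37 libraries, of which 27 are mapped to a condition by their labels and titles and were used. The other 10 libraries were not used in any step. Each of the 9 conditions has 3 libraries. Replicate 3 of the freshly isolated hepatocytes has a genotype label of heterozygous MDR2, while its title and the paper's supplementary table give wild type, and it was mapped as the paper says. In the part of that table that was read (1894 genes), 27 of 27 libraries matched the mapped library best.

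Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalisation, filterByExpr with a minimum count of 10 and a minimum total of 15, prior count 2, quasi-likelihood fit and test, Benjamini-Hochberg adjustment over the genes of each comparison, adjusted p under 0.05). The fits were 1 of the 15 HepOrg and hepatocyte libraries, 1 of the 12 HepOrg libraries and 1 of the 12 assembloid libraries, each with 1 mean per condition. The effect over both times is the mean of the effects at each time, and the change is their difference. Gene lists were written down before the deposited values were opened and were tested with camera of limma 3.58.1 (correlation between genes 0.01), adjusted over the 15 lists of a comparison, with fry and with camera's estimated correlation as alternatives. A list's median uses genes with enough counts for the test, and where each library of a group has 3 counts or fewer a fold is given as a bound.

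The alternatives were RLE size factors in edgeR, DESeq2 1.42.0, genes with at least 10 counts in every library, no filter on low counts, limma on log2(TPM + 1) and log2(TPM + 0.1) of genes with at least 1 TPM in 3 libraries, an added limit of 1 on the absolute log2 fold change, only the 2 groups compared, all 27 libraries in 1 fit, the replicate number as a block, and leaving out each replicate in turn. Voom with sample quality weights was added for the assembloids, and log2(TPM + 1) for the gene lists, after values had been seen.

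The genes named are those the study names for these comparisons, genes of a list with their list, and for each comparison up to 3 with the highest and up to 3 with the lowest log2 fold change among those past the threshold with an average log2 CPM of at least 5 and no overlap between the libraries of the 2 groups, leaving out names made of Gm and a number, names that end in Rik and genes with only an Ensembl identifier. Cd63 was added because it is in a gene list and in the part read of the paper's supplementary table of fold changes. The results of 1 gene are not reported here, though it stays in the fits of all genes and in the gene lists.

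Whether replicate numbers pair the libraries was checked on the counts, by correlating the deviations of libraries from their group means across genes. In the HepOrg fit, 18 of 18 pairs of libraries with the same number in different groups had a correlation over 0.1 (0.127 to 0.503, median 0.207), against 2 of 36 pairs with different numbers (median −0.13), so the block is given beside the results it moves. The labels and the paper do not say what the numbers stand for. On simulated counts with 200 genes changed by a log2 fold change of 2, edgeR recovered 92.5 to 100% of them. It called at most 11 unchanged genes. With the block these values were 93 to 100% and 11, and with DESeq2 93.5 to 100% and 32. Limma on log2 TPM gave 90.2 to 100% and 19. The simulated counts had the same dispersion of 0.1 for every gene, no library that lies apart and no effect of the replicate number. They check the code and do not give the power in the real libraries.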

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

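The tests of the reporter sequences were chosen after their counts had been seen. The table holds counts for 2 reporter sequences, eGFP and tdTomato, which the paper does not report on in the bulk libraries. Over the 12 assembloid libraries eGFP has a median of 235.4 TPM, from 4.11 to 13113 TPM (23 to 40767 counts), and tdTomato a median of 51.7 TPM, from 0.817 to 532 TPM (9 to 6277 counts). In the 15 HepOrg and hepatocyte libraries the highest count was 1 for eGFP and 0 for tdTomato. This signal above the control libraries is what drew attention to them.

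Reads of other mouse transcripts that the HepOrg and hepatocyte libraries also hold would be counted on the reporter sequences there too. The highest count there of 1 for eGFP and 0 for tdTomato argues against such transcripts as the source. Transcripts found mainly in the cholangiocytes and mesenchyme of the assembloids are not covered by these libraries. In the paper's single-cell assembloids the cholangiocytes carry a nuclear tdTomato and the mesenchyme a PDGFRα-driven nuclear GFP, with wild-type HepOrgs. The methods also describe this combination as the general one for assembloids unless a figure states another, and the colours used for the bulk libraries are not stated apart from that. Cells that carry these reporters are thus the source that the methods give, and this was not tested further.

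Over both times, eGFP had a log2 fold change in fibrotic-like against homeostatic assembloids of 2.84 (standard error 1.43, edgeR adjusted p = 0.328), which ranged from 1.62 without replicate 3 of the fibrotic-like assembloids at 1 week to 4.83 without replicate 3 of the homeostatic assembloids at 2.5 weeks. Its difference to the median of the 10 matrix-free mesenchyme markers was 0.30, against an SD of 1.05 between single markers, so more mesenchymal cells in the structure is an explanation that this test leaves open. At 1 week the eGFP value was 2.65 (standard error 2.01, edgeR adjusted p = 0.610), ranging from 0.22 without replicate 3 of the fibrotic-like assembloids at 1 week to 5.47 without replicate 3 of the homeostatic assembloids at 1 week, and at 2.5 weeks 3.03 (standard error 2.05, edgeR adjusted p = 0.908), ranging from 1.39 without replicate 3 of the fibrotic-like assembloids at 2.5 weeks to 6.97 without replicate 3 of the homeostatic assembloids at 2.5 weeks. For tdTomato it was −0.85 (standard error 1.35, edgeR adjusted p = 0.838) over both times and ranged from −1.41 without replicate 3 of the fibrotic-like assembloids at 2.5 weeks to 1.21 without replicate 3 of the homeostatic assembloids at 2.5 weeks. It was above 0 in 2 of the 12 fits, the other being that without replicate 3 of the homeostatic assembloids at 1 week (1.13). At 1 week it was −2.36 (standard error 2.00, edgeR adjusted p = 0.656), ranging from −3.16 without replicate 1 of the fibrotic-like assembloids at 1 week to 1.61 without replicate 3 of the homeostatic assembloids at 1 week, and at 2.5 weeks 0.67 (standard error 1.91, edgeR adjusted p = 1), ranging from −0.46 without replicate 3 of the fibrotic-like assembloids at 2.5 weeks to 4.74 without replicate 3 of the homeostatic assembloids at 2.5 weeks.

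The reporter counts differ strongly between replicate numbers, and the fits above have no term for them. In 6 of 6 same-numbered pairs of a homeostatic and a fibrotic-like library the eGFP count was higher in the fibrotic-like library, and so was the tdTomato count in 4 of 6. With the replicate number as a block, eGFP had a log2 fold change of 3.73 (standard error 0.50, edgeR adjusted p = 0.162) over both times, 3.15 (standard error 0.68, edgeR adjusted p = 0.420) at 1 week and 4.32 (standard error 0.73, edgeR adjusted p = 0.938) at 2.5 weeks. The standard error of eGFP over both times was 1.43 without the block, so the adjusted p without it, over 0.05, is no evidence that eGFP does not differ. For tdTomato the block changed the sign over both times, to 1.50 (standard error 1.35, edgeR adjusted p = 0.705), and at 1 week, to 0.60 (standard error 2.02, edgeR adjusted p = 0.936), and gave 2.41 (standard error 1.73, edgeR adjusted p = 1) at 2.5 weeks. With the block, the unadjusted edgeR p of eGFP was 6.93e-05 over both times, 0.00168 at 1 week and 0.000336 at 2.5 weeks. For tdTomato these were 0.297, 0.773 and 0.201. Over all genes, pairing of the assembloid libraries by number was not shown. The block left each p of the reporters adjusted over all genes above 0.05.

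Replicate 3 had the most eGFP counts per Pdgfra count in 4 of 4 assembloid groups, and replicate 3 of the fibrotic-like assembloids at 1 week had 40767 eGFP counts with 408 Pdgfra counts. By an exact count of orders, 1 replicate number ranks first in each of 4 groups with a probability of 0.037. The order was seen before this probability was worked out, and counts per Pdgfra count were 1 of several scales that could have been chosen, so 0.037 overstates how rare it is and chance stays open. The tdTomato counts per Pdgfra count were also highest in replicate 3 in 4 of 4 groups, with the same probability, but both ratios share the Pdgfra count and are not independent. By eGFP counts alone, and by eGFP TPM, replicate 3 was also first in 4 of 4 groups. By tdTomato counts alone, replicate 3 was not first in the fibrotic-like assembloids at 1 week, with 489 against 1264 in replicate 1. What the number stands for, such as a batch of cells or of libraries, is not given, and no cause was tested.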

How the results depend on the processing

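The alternatives were set before the data were examined, except voom with sample quality weights, the fits of the 2.5-week and within-fibrotic comparisons without replicate 2 of the homeostatic assembloids at 1 week, and the log2(TPM + 1) scale for gene lists, which were chosen after values had been seen. Below, weaker and stronger mean the same direction with the adjusted p crossing 0.05. With RLE size factors and with no filter on low counts, each of the 12 counts of genes past the threshold stayed within 1.5 times its value. RLE changed the call of no named gene (135 effects tested) and made 3 list results weaker, and no filter made 6 gene effects weaker.

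With DESeq2, the count for MM against HM-Wnt HepOrgs was 1381 at 1 week and 2450 at 2 weeks, and for fibrotic-like against homeostatic assembloids 791 (622 higher, 169 lower) at 1 week, 288 (286 higher, 2 lower) at 2.5 weeks and 1724 (1384 higher, 340 lower) over both times, where edgeR gave 0. The other 7 counts stayed within 1.5 times, and 12 gene effects were stronger. With all 27 libraries in 1 fit, the counts against freshly isolated hepatocytes were 2880 and 3243 for HM-Wnt at 1 and 2 weeks and 1999 and 1886 for MM, with 56.8, 55.1, 61.2 and 58.3% of them higher. In that fit they were 1, 7 and 98 for MM against HM-Wnt at 1 week, 2 weeks and over both times, and 899 (537 higher, 362 lower) at 1 week and 2214 (1552 higher, 662 lower) over both times for the assembloids, and 42 gene effects were weaker and 4 stronger. Requiring an absolute log2 fold change above 1 as well left 254, 970 and 1157 genes for MM against HM-Wnt. With only the 2 groups in the fit, MM against HM-Wnt at 1 week gave 29 genes and the assembloids at 2.5 weeks 691 (680 higher, 11 lower), and 10 gene effects were weaker and 4 stronger. That alternative is not possible for the effects over both times or for the change, which need 4 groups. With at least 10 counts in every library, the assembloids over both times gave 36 (28 higher, 8 lower), 1 gene effect was stronger, and Krt7 and Krt19 at 1 week changed from −0.10 to 0.26 and from −0.31 to 0.048. For these changes of count the cause was not tested. The fit of all 27 libraries holds replicate 2 of the homeostatic assembloids at 1 week, which lies apart, and was not run without it.

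On the log2(TPM + 1) scale the count for MM against HM-Wnt over both times was 1667, and for the assembloids 708 (706 higher, 2 lower) at 1 week and 1390 (1383 higher, 7 lower) over both times. On log2(TPM + 0.1) these were 1626, 112 (112 higher, 0 lower) and 700 (696 higher, 4 lower). The share of higher genes on the log2(TPM + 1) scale was 76.5 and 84.5% for HM-Wnt against freshly isolated hepatocytes at 1 and 2 weeks, 83.1 and 81.0% for MM, and 77.2, 31.1 and 43.4% for MM against HM-Wnt at 1 week, 2 weeks and over both times. That scale moved the median log2 fold change of all genes by −0.30 for MM against HM-Wnt at 2 weeks, 0.67 for the assembloids over both times, −0.35 for the change and −0.45 for fibrotic-like assembloids at 2.5 weeks against 1 week, while RLE and DESeq2 moved it by less than 0.04 in each comparison. On the 2 TPM scales the sign changed for Alb in HM-Wnt HepOrgs against freshly isolated hepatocytes at 1 week (from −0.56 to 0.039 and 0.039), Glul in HM-Wnt HepOrgs against freshly isolated hepatocytes at 1 week (from −0.28 to 0.32 and 0.33), Hpx in HM-Wnt HepOrgs against freshly isolated hepatocytes at 2 weeks (from −0.49 to 0.25 and 0.25), Abcb4 in HM-Wnt HepOrgs against freshly isolated hepatocytes at 2 weeks (from −0.13 to 0.73 and 0.77), Abcc2 in MM HepOrgs against freshly isolated hepatocytes at 1 week (from −0.54 to 0.077 and 0.079), Glul in MM HepOrgs against freshly isolated hepatocytes at 1 week (from −0.19 to 0.45 and 0.46), Fbp1 in MM HepOrgs against freshly isolated hepatocytes at 2 weeks (from −0.41 to 0.093 and 0.093), Krt7 in fibrotic-like against homeostatic assembloids at 1 week (from −0.10 to 1.70 and 1.77) and Krt19 in fibrotic-like against homeostatic assembloids at 1 week (from −0.31 to 1.65 and 1.70). What moves the TPM scale was not tested. Of the other gene effects, 16 were weaker and 11 stronger with 1 added, and 15 and 11 with 0.1.

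Gene lists on the log2(TPM + 1) scale changed sign for cholangiocyte markers in MM against HM-Wnt HepOrgs over both times (0.064 to −0.17), immune markers in MM against HM-Wnt HepOrgs over both times (6.12 to −0.31), cytokine and protease genes in HM-Wnt HepOrgs against freshly isolated hepatocytes at 1 week (−0.10 to 0.27), collagen genes in HM-Wnt HepOrgs against freshly isolated hepatocytes at 1 week (−0.0083 to 0.31), matrix-free mesenchyme markers in HM-Wnt HepOrgs against freshly isolated hepatocytes at 1 week (−1.47 to 2.51), Wnt target genes in MM HepOrgs against freshly isolated hepatocytes at 1 week (−0.46 to 0.27), matrix-free mesenchyme markers in MM HepOrgs against freshly isolated hepatocytes at 1 week (−0.41 to 2.56), hepatocyte markers in fibrotic-like against homeostatic assembloids at 1 week (−1.50 to 0.20), cholangiocyte markers in fibrotic-like against homeostatic assembloids at 1 week (−0.10 to 1.67), pericentral genes in fibrotic-like against homeostatic assembloids at 1 week (−0.80 to 0.74), p53 target genes in fibrotic-like against homeostatic assembloids at 1 week (−0.037 to 0.80) and p53 target genes in fibrotic-like against homeostatic assembloids at 2.5 weeks (−0.040 to 0.55), and 5 others were weaker and 5 stronger. Under fry 15 list results were weaker and 8 stronger, and with camera's estimated correlation 35 were weaker. With voom weights the assembloid counts were 2211 (870 higher, 1341 lower) at 1 week, 1035 (935 higher, 100 lower) at 2.5 weeks, 4632 (2435 higher, 2197 lower) over both times and 4 within fibrotic-like assembloids. The sign then changed for Krt7 in fibrotic-like against homeostatic assembloids at 1 week (−0.10 to 2.04), Krt19 in fibrotic-like against homeostatic assembloids at 1 week (−0.31 to 1.89), Col3a1 in the change of the fibrotic-like effect (1.80 to −0.092), Krt7 in fibrotic-like assembloids at 2.5 weeks against 1 week (−0.88 to 0.16) and Col1a2 in fibrotic-like assembloids at 2.5 weeks against 1 week (0.40 to −0.084), and 10 gene effects were stronger.

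With the replicate number as a block, the count for MM against HM-Wnt was 1232 at 1 week and 2551 at 2 weeks. Besides Fbp1 at 1 week, Arg1 at 2 weeks and Glul over both times, it changed no call of a named gene in that comparison, and the cholangiocyte markers over both times went from 0.064 to −0.35. In the fit with freshly isolated hepatocytes the correlation was over 0.1 in 17 of 18 same-number pairs of HepOrg libraries and in 2 of 12 pairs with a hepatocyte library, so the numbers pair nearly all HepOrgs with each other but not with the hepatocytes. Among assembloids it was over 0.1 in 6 of 18 same-number pairs, so pairing by number was not shown. The library that lies apart enters the mean of its group there, so this check cannot exclude pairing. In these 2 fits the block changed the sign for Krt7 in fibrotic-like against homeostatic assembloids at 1 week (−0.10 to 0.99), Krt19 in fibrotic-like against homeostatic assembloids at 1 week (−0.31 to 1.23), Krt19 in fibrotic-like assembloids at 2.5 weeks against 1 week (0.67 to −0.43), mesenchyme markers in HM-Wnt HepOrgs against freshly isolated hepatocytes at 1 week (0.39 to −0.63), cholangiocyte markers in fibrotic-like against homeostatic assembloids at 1 week (−0.10 to 1.26), p53 target genes in fibrotic-like against homeostatic assembloids at 1 week (−0.037 to 0.0032) and pericentral genes in fibrotic-like against homeostatic assembloids at 2.5 weeks (0.094 to −0.089). In all comparisons together, 8 gene effects and 4 list results were stronger with the block.

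Across the fits that each left out 1 replicate, the count ranged from 5897 to 6514 and from 6036 to 6800 for HM-Wnt against freshly isolated hepatocytes at 1 and 2 weeks, and from 4704 to 5574 and from 4454 to 5369 for MM. For MM against HM-Wnt it ranged from 42 (without replicate 1 of the MM HepOrgs at 1 week) to 608 (without replicate 3 of the MM HepOrgs at 1 week) at 1 week, from 577 (without replicate 1 of the MM HepOrgs at 2 weeks) to 1590 at 2 weeks and from 1777 (without replicate 1 of the MM HepOrgs at 1 week) to 3212 over both times. For the assembloids it ranged from 0 to 1160 at 1 week, 0 to 36 at 2.5 weeks and 0 to 4330 over both times, each highest value without replicate 2 of the homeostatic assembloids at 1 week. It stayed at 0 for the change and within fibrotic-like assembloids, where 261 and 129 genes had an unadjusted edgeR p under 0.05 in the fit of all 12.

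The sign changed in at least 1 of those fits for genes with these ranges: Hpx −0.19 to 0.49, Glul −0.53 to 0.12 and Abcb4 −0.10 to 0.44 for HM-Wnt HepOrgs against freshly isolated hepatocytes at 1 week, Axin2 −0.47 to 0.33 and Glul −0.52 to 0.20 for MM HepOrgs against freshly isolated hepatocytes at 1 week, Glul −0.14 to 0.51 for MM HepOrgs against freshly isolated hepatocytes at 2 weeks, Abcb4 −0.40 to 0.14 for HM-Wnt HepOrgs against freshly isolated hepatocytes at 2 weeks, Glul −0.27 to 0.29 for MM against HM-Wnt HepOrgs at 1 week, Krt7 −2.14 to 3.28 and Krt19 −1.67 to 2.56 for fibrotic-like against homeostatic assembloids at 1 week and Sox9 −0.47 to 0.26, Krt7 −1.71 to 1.15, Col1a2 −0.13 to 1.34, Col3a1 −0.24 to 1.68 and Krt19 −1.10 to 2.04 for fibrotic-like assembloids at 2.5 weeks against 1 week. For lists with a change of sign the medians ranged as follows: cholangiocyte markers −1.21 to 0.56, pericentral genes −0.34 to 0.00045 and adhesion and matrix genes −0.21 to 0.56 for MM against HM-Wnt HepOrgs over both times, Wnt target genes −0.28 to 0.48, cytokine and protease genes −2.18 to 0.97, collagen genes −1.35 to 1.02 and mesenchyme markers −1.78 to 1.13 for HM-Wnt HepOrgs against freshly isolated hepatocytes at 1 week, matrix-free mesenchyme markers −1.93 to 0.20 for MM HepOrgs against freshly isolated hepatocytes at 1 week, cholangiocyte markers −1.49 to 2.61, adhesion and matrix genes −0.59 to 2.18, endothelial markers −1.55 to 0.27 and p53 target genes −0.20 to 0.21 for fibrotic-like against homeostatic assembloids at 1 week and pericentral genes −0.50 to 0.55, p53 target genes −0.10 to 0.15 and endothelial markers −0.26 to 2.03 for fibrotic-like against homeostatic assembloids at 2.5 weeks. Of the other leave-one-out results, 63 gene effects were weaker and 17 stronger, and 25 list results were weaker and 20 stronger. Low counts limit Axin2, with 6 to 68 counts per HepOrg library, and Krt19 in freshly isolated hepatocytes, with 0, 19 and 14 counts.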

Differences from the paper's values

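The settings with voom weights were chosen after the values were seen. The paper's supplementary log2 fold changes for Hnf4a, Abcb11, Arg1 and Cd63 differed in 0 of 9 cases from those found here by more than the larger standard error, though the base means of the paper's fit match neither the 15 HepOrg and hepatocyte libraries nor all 27, and which libraries it used is not known. Under the alternatives set before the data were examined they differed in 4 of 9 cases on the log2(TPM + 1) scale and in 5 of 9 on the log2(TPM + 0.1) scale. With each other alternative 0 of the values it covered differed. Fewer than 9 were covered with at least 10 counts in every library (7), without an HM-Wnt library (4) and without an MM library (1). Since both sets of values come from the study's own libraries, their closeness is not independent evidence.

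The paper describes Alb, Hpx, Cyp3a1 (measured here as Cyp3a11), Abcb11, Abcc2 and Abcb4 as kept in both media at amounts like those of freshly isolated hepatocytes. The heatmap it cites for this shows TPM, whereas the main fold changes below are of TMM-normalised counts. The fit of all 27 libraries, named below, holds the assembloid library that lies apart and was not run without it. Several of these genes were past the threshold in their log2 fold change against freshly isolated hepatocytes. For Alb it was −1.25 in HM-Wnt at 2 weeks (edgeR adjusted p = 0.0168, not past the threshold on both log2 TPM scales, with all 27 libraries in 1 fit, without replicate 2 of the HM-Wnt HepOrgs at 2 weeks and without replicate 2 of the freshly isolated hepatocytes), −1.47 in MM at 1 week (edgeR adjusted p = 0.00944, not past the threshold on both log2 TPM scales and with all 27 libraries in 1 fit) and −2.12 in MM at 2 weeks (edgeR adjusted p = 0.00114, not past the threshold with all 27 libraries in 1 fit). For Hpx it was 1.97 in MM at 2 weeks (edgeR adjusted p = 0.0136, not past the threshold with all 27 libraries in 1 fit, without replicate 1 of the MM HepOrgs at 2 weeks and without replicate 3 of the freshly isolated hepatocytes). For Cyp3a11 it was −2.06 in HM-Wnt at 2 weeks (edgeR adjusted p = 0.0178, not past the threshold on both log2 TPM scales, with all 27 libraries in 1 fit, without replicate 1 or 3 of the HM-Wnt HepOrgs at 2 weeks and without replicate 2 of the freshly isolated hepatocytes) and −2.88 in MM at 2 weeks (edgeR adjusted p = 0.00441, not past the threshold with all 27 libraries in 1 fit).

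For Abcb11 it was −4.24 in HM-Wnt at 1 week (edgeR adjusted p = 0.000535, past the threshold in each unblocked alternative), −5.37 in HM-Wnt at 2 weeks (edgeR adjusted p = 0.000118, past the threshold in each unblocked alternative), −2.68 in MM at 1 week (edgeR adjusted p = 0.00857, not past the threshold with all 27 libraries in 1 fit) and −2.65 in MM at 2 weeks (edgeR adjusted p = 0.00946, not past the threshold with all 27 libraries in 1 fit). For Abcc2 it was −0.62 in HM-Wnt at 1 week (edgeR adjusted p = 0.0106, not past the threshold on both log2 TPM scales, with all 27 libraries in 1 fit and without replicate 3 of the HM-Wnt HepOrgs at 1 week), −0.91 in HM-Wnt at 2 weeks (edgeR adjusted p = 0.000881, not past the threshold on both log2 TPM scales and with all 27 libraries in 1 fit), −0.54 in MM at 1 week (edgeR adjusted p = 0.0249, not past the threshold on both log2 TPM scales, with all 27 libraries in 1 fit, with only the 2 groups in the fit, without replicate 1 or 2 of the MM HepOrgs at 1 week and without replicate 1 or 2 of the freshly isolated hepatocytes) and −0.93 in MM at 2 weeks (edgeR adjusted p = 0.00111, not past the threshold on both log2 TPM scales and with all 27 libraries in 1 fit). Abcb4 was not past the threshold in any of the 4 comparisons of the fit of 15 libraries. On both log2 TPM scales it was past the threshold and higher than in freshly isolated hepatocytes in each of the 4. In MM at 2 weeks this was also so without replicate 1 of the freshly isolated hepatocytes.

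The paper states that HepOrgs do not express ductal markers such as SOX9 and KRT19, citing staining as well as expression data. Counts of Sox9 and Krt19 RNA were found in the HepOrg libraries. The paper also describes unwanted cholangiocyte organoids in HepOrg cultures up to passage 2, which were picked out by hand. Bulk counts do not separate RNA of such cells from RNA of hepatocytes, so the source of these counts stays open. The log2 fold change of Krt19 in HM-Wnt at 2 weeks was 4.78 (edgeR adjusted p = 0.00886), past the threshold in each unblocked alternative. In HM-Wnt at 1 week it was 3.19 (edgeR adjusted p = 0.0538), past the threshold only with DESeq2, on the log2(TPM + 0.1) scale, without replicate 3 of the HM-Wnt HepOrgs at 1 week and without replicate 2 of the freshly isolated hepatocytes. In MM Krt19 had 4.25 at 1 week (edgeR adjusted p = 0.0190, not past the threshold with all 27 libraries in 1 fit and without replicate 1 or 3 of the freshly isolated hepatocytes) and 3.94 at 2 weeks (edgeR adjusted p = 0.0277, not past it with all 27 libraries in 1 fit, on the log2(TPM + 1) scale, with only the 2 groups in the fit, without replicate 3 of the MM HepOrgs at 2 weeks and without replicate 1 or 3 of the freshly isolated hepatocytes). Sox9 in MM had 1.15 at 1 week (edgeR adjusted p = 0.0158, not past the threshold with all 27 libraries in 1 fit, with only the 2 groups in the fit, without replicate 2 of the MM HepOrgs at 1 week and without replicate 1 or 3 of the freshly isolated hepatocytes) and 1.12 at 2 weeks (edgeR adjusted p = 0.0191, not past it with all 27 libraries in 1 fit, with only the 2 groups in the fit, without replicate 2 of the MM HepOrgs at 2 weeks and without replicate 1 or 3 of the freshly isolated hepatocytes). In HM-Wnt Sox9 was past the threshold at neither time in the edgeR fit (adjusted p = 0.448 and 0.101), and past it on both log2 TPM scales and without replicate 2 of the freshly isolated hepatocytes at both times.

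The paper states that HepOrgs in MM express Fbp1 and Arg1 at higher levels. Over both times each was past the threshold, with log2 fold changes of 1.51 and 3.78. With all 27 libraries in 1 fit neither was past it. Arg1 over both times was also not past it with no filter on low counts and on the log2(TPM + 0.1) scale. Fbp1 at 1 week was 0.99 (edgeR adjusted p = 0.0721) and past the threshold only on both log2 TPM scales, with DESeq2 and with the replicate number as a block. Arg1 was 2.59 at 1 week (edgeR adjusted p = 0.267), past the threshold in no alternative run, and 4.96 at 2 weeks (edgeR adjusted p = 0.0515), past it only with DESeq2, with the replicate number as a block, with only the 2 groups in the fit and without replicate 3 of the MM HepOrgs at 2 weeks. The paper describes Glul and Axin2 as expressed in both media. At 2 weeks Glul was higher in MM by a log2 fold change of 1.18 (edgeR adjusted p = 0.0468), not past the threshold on both log2 TPM scales, with no filter on low counts, with all 27 libraries in 1 fit, with only the 2 groups in the fit, without replicate 2 or 3 of the HM-Wnt HepOrgs at 2 weeks and without replicate 1, 2 or 3 of the MM HepOrgs at 2 weeks. Axin2 over both times was −1.82 (edgeR adjusted p = 0.00796), not past it with all 27 libraries in 1 fit, and at 2 weeks −2.49 (edgeR adjusted p = 0.0186), not past it with all 27 libraries in 1 fit, without replicate 1 or 3 of the HM-Wnt HepOrgs at 2 weeks and without replicate 2 of the MM HepOrgs at 2 weeks.

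The paper states that Krt7, Sox9, Krt19, Col1a2 and Col3a1 are raised in assembloids with more mesenchyme, and that this persists or grows by 2.5 weeks. None was past the threshold in the edgeR fit of the 12 libraries, and at 1 week the log2 fold changes of Krt7 and Krt19 were −0.10 and −0.31. They were above 0 for Krt7 on both log2 TPM scales, with genes of at least 10 counts in every library, with voom weights, without replicate 2 of the homeostatic assembloids at 1 week and without replicate 1 or 2 of the fibrotic-like assembloids at 1 week, and for Krt19 on both log2 TPM scales, with genes of at least 10 counts in every library, with voom weights, without replicate 2 of the homeostatic assembloids at 1 week and without replicate 2 of the fibrotic-like assembloids at 1 week, and for both with the replicate number as a block. At 1 week Sox9 was past the threshold with DESeq2, with all 27 libraries in 1 fit, on the log2(TPM + 1) scale, with voom weights and without replicate 2 of the homeostatic assembloids at 1 week, and Col1a2 and Col3a1 with voom weights. At 2.5 weeks Krt7 was past it with only the 2 groups in the fit, and Col1a2 and Col3a1 with DESeq2, with voom weights and with only the 2 groups in the fit. Over both times Krt7 and Krt19 were past it with voom weights and without replicate 2 of the homeostatic assembloids at 1 week, and Sox9, Col1a2 and Col3a1 on both log2 TPM scales, with DESeq2, with all 27 libraries in 1 fit, with voom weights and without replicate 2 of the homeostatic assembloids at 1 week. The change of the effect from 1 week to 2.5 weeks was past the threshold for none of the 5 genes in any setting run.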

Other observations

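The tests of the library that lies apart, with the splits made without it, were chosen after it had been seen, as was the comparison of collagen genes with markers in each library, whose rule was set before its own result. The comparison of their medians and the other splits were fixed before their results.

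Replicate 2 of the homeostatic assembloids at 1 week lies apart from the other 26 libraries. Its total count of 35279254 is within their range of 30289364 to 65348596, and 5 of them have a lower total, which argues against shallow sequencing. Of the 3720 genes with at least 500 counts in each other library, 656 (17.6%) have 3 counts or fewer in it, against 0 for each other library treated in the same way. Each of the other 26 libraries was made from hepatocytes, HepOrgs or assembloids that include HepOrgs. A structure with few hepatocytes could lack genes that mainly these cells express. Another mix of cells therefore stays open as a cause of the 656 missing genes. A library in which few different transcripts were captured may account for them and stays open, as does any biological difference of this structure, which was not tested. Its highest correlation with another library was 0.625, against at least 0.911 for each of the others. Without it, 4330 genes were past the threshold between fibrotic-like and homeostatic assembloids over both times, against 0 in the fit of all 12 libraries (2678 at an unadjusted edgeR p under 0.05) and 0 in each of the 11 fits that left out another library. That 1 library raises the estimated spread is therefore a candidate explanation for the count of 0.

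Other splits of the same libraries into groups of the same size were tested. For each of the 4 comparisons with freshly isolated hepatocytes, and for MM against HM-Wnt HepOrgs at 1 week and at 2 weeks, 1 of 10 splits, the real one, gave as many genes past the threshold, and the highest number in another split was 11, 0, 0, 0, 1 and 0. With 3 libraries per group the share of splits is never under 0.1, so the share leaves a chance split undecided here. For MM against HM-Wnt over both times, 1 of 100 splits (drawn from 200) gave as many as 2794. Of the 14 splits that part 6 same-numbered pairs, as the real one does, the highest other gave 258 genes, and of the 86 that part fewer the highest gave 1698. For fibrotic-like against homeostatic assembloids at 1 week and at 2.5 weeks, and within fibrotic-like assembloids between the times, the real count is 0 (1986, 945 and 129 at an unadjusted edgeR p under 0.05), and over both times and for the change it is 0 as well (2678 and 261). Every split gives at least 0 genes, so that 10 of 10 and 100 of 100 did so was fixed beforehand and says nothing about chance. Without replicate 2 of the homeostatic assembloids at 1 week, 1 of 100 splits gave as many as 4330 genes over both times, and the highest other gave 515.

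Collagen genes were compared with mesenchyme markers that are not matrix genes, to test whether more mesenchymal cells in the structure could account for the higher collagen. The median log2 fold change of the 10 collagen genes minus that of the 10 markers was −0.059 at 1 week, against an SD of 1.75 between single markers, and 0.59 at 2.5 weeks, against an SD of 1.20. At 1 week without replicate 2 of the homeostatic assembloids it was 0.24, against 1.19. The SD between single markers is wide for a median over 10 genes, so these differences decide nothing. In each library, the mean log2 CPM of the collagen genes minus that of the markers was therefore also taken. It differed between the groups by 0.11 (95% limits −0.71 to 0.93) at 1 week and by 0.32 (−0.55 to 1.18) at 2.5 weeks, while the markers rose by 2.61 and 2.99. The rule was that a larger share of mesenchymal cells may account for the higher collagen if the upper limit is under 0.5 of the rise of the markers, and both times met it. Without replicate 2 of the homeostatic assembloids, the limits at 1 week were −1.05 to 1.35 with a rise of 2.38, which does not meet it. A rise within cells of the size that the limits allow stays open, as does a rise of the markers themselves within cells. The 10 matrix-free mesenchyme markers had a median of 2.63 (9 higher, 1 lower, camera adjusted p = 0.0279, fry 0.0695, 0 past the threshold over all genes and 2 over the list alone, 3 at an unadjusted edgeR p under 0.05), ranging from 1.92 without replicate 2 of the fibrotic-like assembloids at 1 week to 5.57 without replicate 3 of the homeostatic assembloids at 1 week with a camera adjusted p of 0.000126 to 0.565 over these fits. At 2.5 weeks they had 3.05 (camera adjusted p = 1.14e-07, fry 0.0321), ranging from 2.89 without replicate 2 of the fibrotic-like assembloids at 2.5 weeks to 3.52 without replicate 3 of the homeostatic assembloids at 2.5 weeks, with 0 past the threshold over all genes, 1 over the list alone and 4 at an unadjusted edgeR p under 0.05. Of these markers, 5 are also in the mesenchyme list of the paper's methods.

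Of the 15 gene lists, camera called 8 between fibrotic-like and homeostatic assembloids at 1 week, of which 0 were called by fry, and 11 at 2.5 weeks, of which 5 held under fry. None of them held with an estimated correlation. For these list results no technical explanation was tested beyond the scale, RLE size factors, the replicate number as a block and each library. The change in mesenchymal cell number stays open as the design's own. At 1 week the median of all genes was 0.81 higher on the log2(TPM + 1) scale than with TMM, and some list medians changed sign on it. On that scale the camera adjusted p was 0.00127 for the hepatocyte markers and 0.0405 for the pericentral genes. It was 0.762 for the p53 target genes and 0.993 for the cholangiocyte markers. At 1 week, fibrotic-like against homeostatic, the lists had these median log2 fold changes. The 10 hepatocyte markers had a median of −1.50, but 0.20 on the log2(TPM + 1) scale (0 higher, 10 lower, camera adjusted p = 0.0149, fry 0.768, 0 past the threshold over all genes and 0 over the list alone, 2 at an unadjusted edgeR p under 0.05), ranging from −2.07 without replicate 2 of the homeostatic assembloids at 1 week to −0.35 without replicate 1 of the homeostatic assembloids at 1 week with a camera adjusted p of 0.000670 to 0.551 over these fits. The 20 periportal genes had a median of −1.20 (2 higher, 18 lower, camera adjusted p = 0.0353, fry 0.924, 0 past the threshold over all genes and 0 over the list alone, 0 at an unadjusted edgeR p under 0.05), ranging from −1.74 without replicate 2 of the homeostatic assembloids at 1 week to −0.23 without replicate 1 of the homeostatic assembloids at 1 week with a camera adjusted p of 0.000130 to 0.565 over these fits. The 14 pericentral genes had a median of −0.80, but 0.74 on the log2(TPM + 1) scale (4 higher, 10 lower, camera adjusted p = 0.339, fry 0.880, 0 past the threshold over all genes and 0 over the list alone, 1 at an unadjusted edgeR p under 0.05), ranging from −1.37 without replicate 1 of the fibrotic-like assembloids at 1 week to −0.10 without replicate 1 of the homeostatic assembloids at 1 week with a camera adjusted p of 0.0309 to 0.940 over these fits. The 13 bile acid genes had a median of −2.32 (0 higher, 13 lower, camera adjusted p = 0.0460, fry 0.924, 0 past the threshold over all genes and 0 over the list alone, 1 at an unadjusted edgeR p under 0.05), ranging from −2.90 without replicate 2 of the homeostatic assembloids at 1 week to −0.78 without replicate 1 of the homeostatic assembloids at 1 week with a camera adjusted p of 1.71e-05 to 0.671 over these fits. The 12 proliferation genes had a median of 4.42 (12 higher, 0 lower, camera adjusted p = 1.14e-06, fry 0.0695, 0 past the threshold over all genes and 11 over the list alone, 11 at an unadjusted edgeR p under 0.05), ranging from 3.46 without replicate 3 of the fibrotic-like assembloids at 1 week to 5.27 without replicate 3 of the homeostatic assembloids at 1 week.

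The 11 Wnt target genes had a median of 1.64 (11 higher, 0 lower, camera adjusted p = 0.0149, fry 0.0695, 0 past the threshold over all genes and 1 over the list alone, 2 at an unadjusted edgeR p under 0.05), ranging from 1.17 without replicate 2 of the fibrotic-like assembloids at 1 week to 2.40 without replicate 3 of the homeostatic assembloids at 1 week with a camera adjusted p of 0.00326 to 0.103 over these fits. The 12 p53 target genes had a median of −0.037, but 0.80 on the log2(TPM + 1) scale (6 higher, 6 lower, camera adjusted p = 0.249, fry 0.870, 0 past the threshold over all genes and 0 over the list alone, 0 at an unadjusted edgeR p under 0.05), ranging from −0.20 without replicate 3 of the homeostatic assembloids at 1 week to 0.21 without replicate 2 of the homeostatic assembloids at 1 week. The 4 endothelial markers had a median of −1.04 (1 higher, 3 lower, camera adjusted p = 0.605, fry 0.564, 0 past the threshold over all genes and 0 over the list alone, 1 at an unadjusted edgeR p under 0.05), ranging from −1.55 without replicate 2 of the fibrotic-like assembloids at 1 week to 0.27 without replicate 2 of the homeostatic assembloids at 1 week. The 3 immune markers had a median of 1.12 (3 higher, 0 lower, camera adjusted p = 0.339, fry 0.108, 0 past the threshold over all genes and 1 over the list alone, 1 at an unadjusted edgeR p under 0.05), ranging from 0.57 without replicate 3 of the fibrotic-like assembloids at 1 week to 1.95 without replicate 3 of the homeostatic assembloids at 1 week. The 5 cytokine and protease genes had a median of 1.37 (4 higher, 1 lower, camera adjusted p = 0.542, fry 0.108, 0 past the threshold over all genes and 1 over the list alone, 1 at an unadjusted edgeR p under 0.05), ranging from 0.20 without replicate 2 of the fibrotic-like assembloids at 1 week to 3.02 without replicate 2 of the homeostatic assembloids at 1 week. The 7 adhesion and matrix genes had a median of 0.48 (4 higher, 3 lower, camera adjusted p = 0.542, fry 0.108, 0 past the threshold over all genes and 1 over the list alone, 1 at an unadjusted edgeR p under 0.05), ranging from −0.59 without replicate 2 of the fibrotic-like assembloids at 1 week to 2.18 without replicate 2 of the homeostatic assembloids at 1 week with a camera adjusted p of 0.0309 to 0.937 over these fits. In these comparisons 1 gene is shared between the bile acid and hepatocyte lists (Abcb4) and 1 between the bile acid and pericentral lists (Slco1b2).

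At 2.5 weeks, fibrotic-like against homeostatic, the lists called by camera were as follows. The 10 hepatocyte markers at 2.5 weeks had a median of −0.82 (1 higher, 9 lower, camera adjusted p = 0.00289, fry 0.571, 0 past the threshold over all genes and 0 over the list alone, 0 at an unadjusted edgeR p under 0.05), ranging from −1.15 without replicate 1 of the fibrotic-like assembloids at 2.5 weeks to −0.39 without replicate 2 of the fibrotic-like assembloids at 2.5 weeks with a camera adjusted p of 0.000825 to 0.115 over these fits. The 20 periportal genes at 2.5 weeks had a median of −0.55 (6 higher, 14 lower, camera adjusted p = 0.0234, fry 0.766, 0 past the threshold over all genes and 0 over the list alone, 0 at an unadjusted edgeR p under 0.05), ranging from −0.83 without replicate 1 of the fibrotic-like assembloids at 2.5 weeks to −0.29 without replicate 2 of the homeostatic assembloids at 2.5 weeks with a camera adjusted p of 0.00454 to 0.333 over these fits. The 13 bile acid genes at 2.5 weeks had a median of −1.01 (0 higher, 13 lower, camera adjusted p = 0.00178, fry 0.571, 0 past the threshold over all genes and 0 over the list alone, 0 at an unadjusted edgeR p under 0.05), ranging from −1.42 without replicate 3 of the fibrotic-like assembloids at 2.5 weeks to −0.55 without replicate 2 of the fibrotic-like assembloids at 2.5 weeks. The 12 proliferation genes at 2.5 weeks had a median of 2.04 (12 higher, 0 lower, camera adjusted p = 0.000308, fry 0.290, 0 past the threshold over all genes and 0 over the list alone, 0 at an unadjusted edgeR p under 0.05), ranging from 1.62 without replicate 2 of the fibrotic-like assembloids at 2.5 weeks to 2.46 without replicate 1 of the homeostatic assembloids at 2.5 weeks. The 11 Wnt target genes at 2.5 weeks had a median of 1.57 (9 higher, 2 lower, camera adjusted p = 0.00184, fry 0.218, 0 past the threshold over all genes and 0 over the list alone, 1 at an unadjusted edgeR p under 0.05), ranging from 1.06 without replicate 2 of the homeostatic assembloids at 2.5 weeks to 3.01 without replicate 1 of the homeostatic assembloids at 2.5 weeks. The 5 cytokine and protease genes at 2.5 weeks had a median of 4.33 (4 higher, 1 lower, camera adjusted p = 0.00169, fry 0.0321, 0 past the threshold over all genes and 3 over the list alone, 3 at an unadjusted edgeR p under 0.05), ranging from 3.91 without replicate 3 of the fibrotic-like assembloids at 2.5 weeks to 4.73 without replicate 1 of the fibrotic-like assembloids at 2.5 weeks. The 7 adhesion and matrix genes at 2.5 weeks had a median of 3.10 (6 higher, 1 lower, camera adjusted p = 0.000308, fry 0.0321, 0 past the threshold over all genes and 1 over the list alone, 4 at an unadjusted edgeR p under 0.05), ranging from 2.64 without replicate 2 of the homeostatic assembloids at 2.5 weeks to 3.32 without replicate 1 of the fibrotic-like assembloids at 2.5 weeks. Camera did not call the pericentral, p53 or endothelial lists at 2.5 weeks (adjusted p = 0.212, 0.639 and 0.587), and called the immune markers only without 1 of 3 libraries. The 3 immune markers at 2.5 weeks had a median of 0.53 (3 higher, 0 lower, camera adjusted p = 0.154, fry 0.327, 0 past the threshold over all genes and 1 over the list alone, 1 at an unadjusted edgeR p under 0.05), ranging from 0.34 without replicate 1 of the fibrotic-like assembloids at 2.5 weeks to 2.40 without replicate 1 of the homeostatic assembloids at 2.5 weeks with a camera adjusted p of 0.00677 to 0.158 over these fits.

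Against freshly isolated hepatocytes at 1 week, camera called 6 of the 15 lists in HM-Wnt HepOrgs and 7 in MM HepOrgs, and fry each of them, while only the p53 target genes held with an estimated correlation (camera adjusted p = 0.0151 and 0.0111). In HM-Wnt, apart from the endothelial and immune markers, these were the following. The 20 periportal genes in HM-Wnt had a median of −5.23 (2 higher, 18 lower, camera adjusted p = 5.17e-08, fry 2.45e-07, 18 past the threshold over all genes and 18 over the list alone), ranging from −5.45 without replicate 3 of the freshly isolated hepatocytes to −5.02 without replicate 2 of the freshly isolated hepatocytes. The 13 bile acid genes in HM-Wnt had a median of −3.03 (1 higher, 12 lower, camera adjusted p = 1.74e-05, fry 4.97e-06, 12 past the threshold over all genes and 12 over the list alone), ranging from −3.27 without replicate 1 of the HM-Wnt HepOrgs at 1 week to −2.81 without replicate 3 of the HM-Wnt HepOrgs at 1 week. The 12 proliferation genes in HM-Wnt had a median of 2.82 (12 higher, 0 lower, camera adjusted p = 0.000352, fry 0.000721, 11 past the threshold over all genes and 12 over the list alone), ranging from 2.46 without replicate 1 of the freshly isolated hepatocytes to 3.59 without replicate 2 of the freshly isolated hepatocytes. The 12 p53 target genes in HM-Wnt had a median of 1.84 (10 higher, 2 lower, camera adjusted p = 5.14e-05, fry 7.48e-11, 11 past the threshold over all genes and 11 over the list alone), ranging from 1.73 without replicate 3 of the freshly isolated hepatocytes to 2.06 without replicate 1 of the freshly isolated hepatocytes. Leaving out 1 library changed camera's call for 2 more lists. The 10 hepatocyte markers in HM-Wnt had a median of −0.91 (2 higher, 8 lower, camera adjusted p = 0.0745, fry 0.0194, 4 past the threshold over all genes and 4 over the list alone), ranging from −1.31 without replicate 2 of the HM-Wnt HepOrgs at 1 week to −0.48 without replicate 2 of the freshly isolated hepatocytes with a camera adjusted p of 0.0351 to 0.199 over these fits. The 15 pericentral genes in HM-Wnt had a median of −1.93 (3 higher, 12 lower, camera adjusted p = 0.0582, fry 0.0135, 10 past the threshold over all genes and 11 over the list alone), ranging from −2.05 without replicate 1 of the HM-Wnt HepOrgs at 1 week to −1.65 without replicate 2 of the freshly isolated hepatocytes with a camera adjusted p of 0.0478 to 0.0929 over these fits. Culture, medium and time since isolation differ together between these groups, so no single cause was tested.

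In MM HepOrgs against freshly isolated hepatocytes at 1 week they were these. The 20 periportal genes in MM had a median of −4.69 (3 higher, 17 lower, camera adjusted p = 2.01e-07, fry 1.29e-06, 18 past the threshold over all genes and 18 over the list alone), ranging from −5.36 without replicate 2 of the MM HepOrgs at 1 week to −4.28 without replicate 3 of the MM HepOrgs at 1 week. The 15 pericentral genes in MM had a median of −1.78 (3 higher, 12 lower, camera adjusted p = 0.0496, fry 0.0127, 11 past the threshold over all genes and 11 over the list alone), ranging from −1.90 without replicate 2 of the MM HepOrgs at 1 week to −1.59 without replicate 3 of the MM HepOrgs at 1 week with a camera adjusted p of 0.0379 to 0.0807 over these fits. The 13 bile acid genes in MM had a median of −1.78 (2 higher, 11 lower, camera adjusted p = 0.000897, fry 0.000257, 10 past the threshold over all genes and 10 over the list alone), ranging from −1.90 without replicate 2 of the MM HepOrgs at 1 week to −1.59 without replicate 3 of the MM HepOrgs at 1 week. The 12 p53 target genes in MM had a median of 1.61 (11 higher, 1 lower, camera adjusted p = 2.77e-05, fry 2.73e-10, 11 past the threshold over all genes and 11 over the list alone), ranging from 1.52 without replicate 3 of the MM HepOrgs at 1 week to 1.88 without replicate 1 of the freshly isolated hepatocytes. The 8 endothelial markers in MM had a median of −4.89 (0 higher, 8 lower, camera adjusted p = 8.96e-06, fry 1.29e-06, 8 past the threshold over all genes and 8 over the list alone), ranging from −5.29 without replicate 1 of the freshly isolated hepatocytes to −4.54 without replicate 2 of the freshly isolated hepatocytes. The 10 immune markers in MM had a median of −5.48 (1 higher, 9 lower, camera adjusted p = 0.00785, fry 0.00212, 7 past the threshold over all genes and 9 over the list alone), ranging from −6.35 without replicate 1 of the MM HepOrgs at 1 week to −4.24 without replicate 2 of the freshly isolated hepatocytes. The 6 cholangiocyte markers in MM had a median of 4.24 (6 higher, 0 lower, camera adjusted p = 0.0136, fry 0.00112, 5 past the threshold over all genes and 6 over the list alone), ranging from 3.21 without replicate 2 of the MM HepOrgs at 1 week to 5.48 without replicate 2 of the freshly isolated hepatocytes. Without 1 library camera also called 2 other lists. The 10 hepatocyte markers in MM had a median of −1.27 (2 higher, 8 lower, camera adjusted p = 0.0740, fry 0.0377, 6 past the threshold over all genes and 8 over the list alone), ranging from −1.40 without replicate 1 of the MM HepOrgs at 1 week to −1.01 without replicate 2 of the freshly isolated hepatocytes with a camera adjusted p of 0.0320 to 0.186 over these fits. The 12 proliferation genes in MM had a median of 0.98 (12 higher, 0 lower, camera adjusted p = 0.130, fry 0.143, 3 past the threshold over all genes and 3 over the list alone), ranging from 0.48 without replicate 2 of the MM HepOrgs at 1 week to 2.05 without replicate 2 of the freshly isolated hepatocytes with a camera adjusted p of 0.00347 to 0.391 over these fits.

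Between the media, over both times, camera called 5 of the 15 lists, 4 of them also fry and none with an estimated correlation. Besides the periportal and Wnt target genes these were the following, MM against HM-Wnt. The 12 proliferation genes in MM against HM-Wnt had a median of −1.65 (0 higher, 12 lower, camera adjusted p = 2.33e-07, fry 0.00307, 10 past the threshold over all genes and 12 over the list alone), ranging from −2.08 without replicate 1 of the MM HepOrgs at 2 weeks to −1.51 without replicate 3 of the MM HepOrgs at 1 week. The 13 bile acid genes in MM against HM-Wnt had a median of 1.61 (13 higher, 0 lower, camera adjusted p = 2.99e-06, fry 0.00307, 10 past the threshold over all genes and 11 over the list alone), ranging from 1.44 without replicate 1 of the HM-Wnt HepOrgs at 2 weeks to 1.88 without replicate 2 of the HM-Wnt HepOrgs at 2 weeks. The 10 collagen genes in MM against HM-Wnt had a median of 2.22 (10 higher, 0 lower, camera adjusted p = 0.00341, fry 0.0956, 1 past the threshold over all genes and 1 over the list alone), ranging from 1.61 without replicate 1 of the MM HepOrgs at 1 week to 2.82 without replicate 3 of the HM-Wnt HepOrgs at 1 week. Leaving out 1 library changed camera's call for 2 lists that it did not call with all 12. The 9 mesenchyme markers in MM against HM-Wnt had a median of 1.68 (8 higher, 1 lower, camera adjusted p = 0.0618, fry 0.164, 0 past the threshold over all genes and 0 over the list alone, 3 at an unadjusted edgeR p under 0.05), ranging from 1.05 without replicate 1 of the MM HepOrgs at 1 week to 2.89 without replicate 3 of the HM-Wnt HepOrgs at 1 week with a camera adjusted p of 0.00751 to 0.173 over these fits. The 4 cytokine and protease genes in MM against HM-Wnt had a median of 2.17 (3 higher, 1 lower, camera adjusted p = 0.0793, fry 0.00459, 2 past the threshold over all genes and 2 over the list alone), ranging from 1.83 without replicate 1 of the MM HepOrgs at 1 week to 3.13 without replicate 3 of the HM-Wnt HepOrgs at 1 week with a camera adjusted p of 0.0442 to 0.137 over these fits. The immune markers, not called, depended on 1 library. The 5 immune markers in MM against HM-Wnt had a median of 6.12, or 5.18 with genes at or under 3 counts set to their bound, but −0.31 on the log2(TPM + 1) scale (3 higher, 2 lower, camera adjusted p = 0.481, fry 0.435, 3 past the threshold over all genes and 3 over the list alone), ranging from 1.26 without replicate 3 of the MM HepOrgs at 2 weeks to 7.73 without replicate 1 of the HM-Wnt HepOrgs at 1 week. In replicates 1, 2 and 3 of MM at 2 weeks, Lyz2 had 1, 465 and 24855 counts and C1qa 0, 0 and 878. For these lists no technical explanation was tested beyond the scale, RLE size factors, the replicate number as a block and each library. The medium stays open as the design's own.

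Between the media, the genes with the highest and lowest log2 fold change under the rule for named genes are given with the standard error and the edgeR adjusted p, on GRCm39. Slc2a2 (ENSMUSG00000027690, chromosome 3 from 28752051 to 28785508) had 5.36 (0.74, 0.00753) at 1 week, 6.62 (0.78, 0.000990) at 2 weeks and 5.99 (0.54, 9.89e-05) over both times. Pigr (ENSMUSG00000026417, chromosome 1 from 130754397 to 130779986) had 3.99 (0.95, 0.0464) at 1 week and 5.13 (0.71, 0.000815) over both times, and Serpina6 (ENSMUSG00000060807, chromosome 12 from 103611821 to 103623752) 3.96 (0.94, 0.0454) and 4.33 (0.67, 0.00153). At 2 weeks Cyp4a12a (ENSMUSG00000066071, chromosome 4 from 115156243 to 115190012) had 8.32 (1.99, 0.0228), and Saa2 (ENSMUSG00000057465, chromosome 7 from 46401214 to 46403737) 7.92 (1.35, 0.00519). Afp (ENSMUSG00000054932, chromosome 5 from 90638584 to 90656766) had −4.61 (1.05, 0.0410) at 1 week, −4.93 (1.07, 0.0147) at 2 weeks and −4.77 (0.75, 0.00157) over both times. Stc1 (ENSMUSG00000014813, chromosome 14 from 69266575 to 69279253) had −2.86 (0.35, 0.00570), −4.42 (0.38, 0.000317) and −3.64 (0.26, 5.04e-05), and Gpc3 (ENSMUSG00000055653, chromosome X from 51361303 to 51703137) −4.55 (0.63, 0.00196) at 2 weeks and −3.59 (0.42, 0.000415) over both times. At 1 week Akr1c18 (ENSMUSG00000021214, chromosome 13 from 4182614 to 4200672) had −2.95 (0.33, 0.00390).

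With all 27 libraries in 1 fit, each of these at 1 week and at 2 weeks was above 0.05, for example Slc2a2 at 1 week (log2 fold change 5.36, edgeR adjusted p = 0.681, the highest over its alternatives), and over both times so were Serpina6 (0.110) and Afp (0.0538). With only the 2 groups in the fit, Slc2a2, Pigr, Serpina6 and Afp at 1 week were above it. Pigr and Serpina6 at 1 week were also above it with no filter on low counts, without any 1 of the 3 HM-Wnt replicates and without replicate 1 (Pigr 3.71, Serpina6 3.63) or 2 (Pigr 3.63, Serpina6 3.69) of MM, and Pigr on the log2(TPM + 1) scale. Afp at 1 week was above it in each fit that left out a library of the 2 groups (from −5.10 to −4.03), with no filter and on both log2 TPM scales, and at 2 weeks without replicate 1 (−4.59) or 2 (−4.55) of MM. Cyp4a12a at 2 weeks was above it with no filter, on both log2 TPM scales, without any 1 of the HM-Wnt replicates and without replicate 1 (8.48) or 2 (6.90) of MM.

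The zonated genes were also compared with freshly isolated hepatocytes, with the standard error and adjusted p in brackets. Fbp1 had a log2 fold change against freshly isolated hepatocytes of −1.95 (0.27, edgeR adjusted p = 7.84e-05) in HM-Wnt at 1 week, −2.43 (0.28, edgeR adjusted p = 1.32e-05) in HM-Wnt at 2 weeks, −0.95 (0.27, edgeR adjusted p = 0.0116) in MM at 1 week and −0.41 (0.26, edgeR adjusted p = 0.236) in MM at 2 weeks. For Fbp1 in HM-Wnt at 1 week, the adjusted p ranged from 1.07e-11 to 0.166 and was above 0.05 with all 27 libraries in 1 fit (−1.90). In HM-Wnt at 2 weeks, that of Fbp1 ranged from 8.22e-18 to 0.0753 and was above 0.05 with all 27 libraries in 1 fit (−2.39). In MM at 1 week, that of Fbp1 ranged from 0.00150 to 0.597. Fbp1's adjusted p was above 0.05 on both log2 TPM scales (−0.34 on each), with all 27 libraries in 1 fit (−0.93) and without replicate 2 (−0.83) of the MM HepOrgs at 1 week. In MM at 2 weeks, that of Fbp1 ranged from 0.204 to 0.866, and the sign of the fold change changed on both log2 TPM scales (0.093 on each). Arg1 in MM had −4.89 (1.38, edgeR adjusted p = 0.0120) at 1 week and −4.35 (1.34, edgeR adjusted p = 0.0201) at 2 weeks. At 1 week, that of Arg1 ranged from 0.000319 to 0.0715 and was above 0.05 with all 27 libraries in 1 fit (−4.90). At 2 weeks, it ranged from 0.00172 to 0.105 and was above 0.05 with all 27 libraries in 1 fit (−4.38) and without replicate 2 (−4.51) or 3 (−3.83) of the MM HepOrgs at 2 weeks.

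Axin2 had a log2 fold change against freshly isolated hepatocytes of 1.03 (0.56, edgeR adjusted p = 0.139) in HM-Wnt at 1 week, 1.26 (0.56, edgeR adjusted p = 0.0747) in HM-Wnt at 2 weeks, −0.11 (0.56, edgeR adjusted p = 0.891) in MM at 1 week and −1.24 (0.58, edgeR adjusted p = 0.107) in MM at 2 weeks. For Axin2 in HM-Wnt at 2 weeks, the adjusted p ranged from 0.0497 to 0.411 and was below 0.05 without replicate 3 (1.67) of the freshly isolated hepatocytes. In MM at 1 week, that of Axin2 ranged from 0.593 to 0.982, and the sign of the fold change changed without replicate 1 (0.25) of the MM HepOrgs at 1 week and without replicate 3 (0.33) of the freshly isolated hepatocytes.

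Glul had a log2 fold change against freshly isolated hepatocytes of −0.28 (0.37, edgeR adjusted p = 0.553) in HM-Wnt at 1 week, −1.07 (0.38, edgeR adjusted p = 0.0301) in HM-Wnt at 2 weeks, −0.19 (0.37, edgeR adjusted p = 0.701) in MM at 1 week and 0.094 (0.37, edgeR adjusted p = 0.867) in MM at 2 weeks. For Glul in HM-Wnt at 1 week, the adjusted p ranged from 0.283 to 0.832, and the sign of the fold change changed on both log2 TPM scales (0.32 and 0.33) and without replicate 2 (0.12) of the freshly isolated hepatocytes. In HM-Wnt at 2 weeks, that of Glul ranged from 0.00761 to 0.623. Glul's adjusted p was above 0.05 on both log2 TPM scales (−0.24 on each), with all 27 libraries in 1 fit (−1.03), with only the 2 groups in the fit (−1.05), without replicate 2 (−0.89) or 3 (−0.88) of the HM-Wnt HepOrgs at 2 weeks and without replicate 2 (−0.67) or 3 (−1.12) of the freshly isolated hepatocytes. In MM at 1 week, that of Glul ranged from 0.332 to 0.974, and the sign of the fold change changed on both log2 TPM scales (0.45 and 0.46), without replicate 2 (0.021) of the MM HepOrgs at 1 week and without replicate 2 (0.20) of the freshly isolated hepatocytes. In MM at 2 weeks, that of Glul ranged from 0.194 to 0.968, and the sign of the fold change changed without replicate 3 (−0.082) of the MM HepOrgs at 2 weeks and without replicate 1 (−0.14) of the freshly isolated hepatocytes.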
